# The SDHB Arg230His mutation causing familial paraganglioma alters glycolysis in a new *Caenorhabditis elegans* model

**DOI:** 10.1242/dmm.044925

**Published:** 2020-10-15

**Authors:** Éva Saskői, Zoltán Hujber, Gábor Nyírő, István Likó, Barbara Mátyási, Gábor Petővári, Katalin Mészáros, Attila L. Kovács, László Patthy, Shreyas Supekar, Hao Fan, Gergely Sváb, László Tretter, Arunabh Sarkar, Aamir Nazir, Anna Sebestyén, Attila Patócs, Anil Mehta, Krisztina Takács-Vellai

**Keywords:** Cancer, *C. elegans*, Familial paraganglioma syndrome, TCA cycle, Succinate dehydrogenase, Warburg-like glycolysis

## Abstract

The conserved B-subunit of succinate dehydrogenase (SDH) participates in the tricarboxylic acid cycle (TCA) cycle and mitochondrial electron transport. The Arg230His mutation in SDHB causes heritable pheochromocytoma/paraganglioma (PPGL). In *Caenorhabditis* *elegans*, we generated an *in vivo* PPGL model (SDHB-1 Arg244His; equivalent to human Arg230His), which manifests delayed development, shortened lifespan, attenuated ATP production and reduced mitochondrial number. Although succinate is elevated in both missense and null *sdhb-1(gk165)* mutants, transcriptomic comparison suggests very different causal mechanisms that are supported by metabolic analysis, whereby only Arg244His (not null) worms demonstrate elevated lactate/pyruvate levels, pointing to a missense-induced, Warburg-like aberrant glycolysis. *In silico* predictions of the SDHA-B dimer structure demonstrate that Arg230His modifies the catalytic cleft despite the latter's remoteness from the mutation site. We hypothesize that the Arg230His SDHB mutation rewires metabolism, reminiscent of metabolic reprogramming in cancer. Our tractable model provides a novel tool to investigate the metastatic propensity of this familial cancer and our approach could illuminate wider SDH pathology.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** Heritable pheochromocytoma/paraganglioma follows the Arg230His missense mutation in SDHB in mitochondrial complex II. By mutating this highly conserved ortholog in *C. elegans*, we generated a tractable phenotype.

## INTRODUCTION

Rare cancers challenge biologists because of mechanistic uncertainty about their origins. Certain subtypes of neuroendocrine cancers separately described as pheochromocytomas (PHEOs) and paragangliomas (PGLs) are a case in point. Both are rare, but share histological and genetic features differing only in anatomical site of origin: those arising in the adrenal medulla are called pheochromocytomas, whereas paragangliomas are cancers of the sympathetic and parasympathetic ganglia of the peripheral nervous system, with a predeliction for the head and neck region. They are now regrouped as pheochromocytoma/paraganglioma (PPGL). The annual PPGL incidence has been estimated at 2-8 per million person per year (Pacak and Tella, 2000), but, owing to the non-specificity of the presenting symptoms, which include arterial hypertension, sweating, headache and tachycardia (Gunawardane and Grossman, 2017), the condition is almost certainly underdiagnosed (Cascon et al., 2009).

Several mutant genes have been associated with PPGL. These genes disrupt different signaling pathways (Fig. S1) and can be classified into three groups: the pseudohypoxia group [including both tricarboxylic acid cycle (TCA)- and VHL/EPAS1-related genes]; the kinase signaling group; and the Wnt signaling group. All are complemented by disease-modifying genes (Kantorovich and Pacak, 2018).

This article focuses on succinate dehydrogenase (SDH), one member of the TCA-related subgroup. This enzyme consists of four subunits – SDHA, SDHB, SDHC and SDHD – encoded by *SDHA*, *SDHB*, *SDHC* and *SDHD* genes, respectively. Further components of the TCA-related subgroup are the SDH assembly factor (SDHAF2) and the enzyme catalyzing the downstream TCA step, fumarate hydratase (FH). As the driver of mitochondrial complex II, SDH has a dual function in mitochondrial energy generation. SDH converts succinate to fumarate in the TCA cycle, but, en passant, transfers electrons into the electron transport chain via ubiquinone, by funneling electrons across the mitochondrial inner membrane towards oxygen as the final acceptor (Benn et al., 2015). The tetrameric SDH complex is membrane anchored through the SDHC and SDHD subunits. A hydrophilic flavoprotein, SDHA, inside this complex hosts the catalytic cleft of the enzyme and acts in concert with its hydrophilic partner, SDHB.

The SDHB subunit has three highly conserved iron-sulfur clusters (2Fe-2S, 4Fe-4S, 3Fe-4S) that undergo oxidation-reduction reactions as electrons pass. The two hydrophobic SDHC and SDHD partners complete the tetramer and serve as membrane anchors and the ubiquinone-binding site (Rustin and Rotig, 2002).

SDH mutations are thought to cause malignant change by three principal mechanisms. First, the sentinel event is the random allelic loss of the wild-type allele termed loss of heterozygosity (LOH). Second, it is believed that in many such cancer-linked *SDH* mutations (now renamed *SDHx*), mitochondrial succinate accumulates. This TCA intermediate can both modify proteins post-translationally and act as a signaling molecule (Murphy and O'Neill, 2018) that is released into the cytoplasm, where it can competitively inhibit oxygen-sensing prolyl hydroxylases (PHDs) (Lin et al., 2012). Following inhibition of PHD, HIF1α is not labeled for proteasomal degradation and active HIF favors pseudohypoxia-driven tumorigenesis through mal-activation of hypoxia-responsive genes such as vascular endothelial growth factor (*VEGF*; also known as *VEGFA*) or glucose transporter 1 (*GLUT1*; also known as *SLC2A1*) (Pollard et al., 2005; Selak et al., 2005). Third, it is suggested that dysfunctional SDHx can trigger increased levels of reactive oxygen species (ROS) with potential to damage macromolecules including DNA, proteins and lipids (Slane et al., 2006; Guzy et al., 2008; Tretter et al., 2016). The net result is suggested to promote tumorigenesis, but many uncertainties exist and the mechanisms have not been fully clarified.

It is curious that *SDHA*, *SDHC* and *SDHD* mutations typically cause benign tumors, whereas mutations in the gene encoding subunit B are, for unknown reasons, strongly associated with high metastatic potential. Additionally, significant numbers of SDHB-affected patients harbor germ line *SDHB* mutations and suffer from a particularly aggressive form of malignant PPGL (Amar et al., 2005; Timmers et al., 2007), whereas other family members with identical SDH mutations remain free of metastatic disease (see modifier genes above and *mev-1* below). The mechanisms are obscure. We hypothesized that a critical advance would be the establishment of a tractable animal model of an aggressive germ line form of SDHB mutation (see below). Hence, we analyzed the biological functions of the highly conserved *SDHB* homolog *sdhb-1* in the nematode *Caenorhabditis elegans*.

An extensive characterization of parts of the SDHx complex has already been performed in this nematode. The role of the *SDHC* ortholog *mev-1* is particularly well studied in response to oxidative stress (Senoo-Matsuda et al., 2001). However, little is known about worm SDHB. The *C. elegans* succinate dehydrogenase B homolog *sdhb-1* gene was first analyzed by Huang and Lemire (2009), who found a well-conserved proline residue close to the proximal quinone-binding site (Qp). When this Pro211 was mutated, which corresponds to Pro197 in the human SDHB protein, SDH assembly and function were impaired, leading to increased superoxide anion production and perturbed mitochondrial respiration (Huang and Lemire, 2009).

Our interest in SDHx was prompted by a family with an Arg230His missense *SDHB* mutation that leads to a familial form of malignant PHEO. This mutation has a variable penetrance estimated to be less than 50% (Hes et al., 2010). The disease first appeared in this family as a classical PHEO in the mother (see Fig. 1B for family tree), who was diagnosed in her second decade. After her death in her 50s from metastatic disease, other family members were sequenced. It was found that her non-identical twin children (twins amongst four siblings) and her own adult brother also carried Arg230His. The brother, now in his 70s, remains tumor free.

**Fig. 1.**
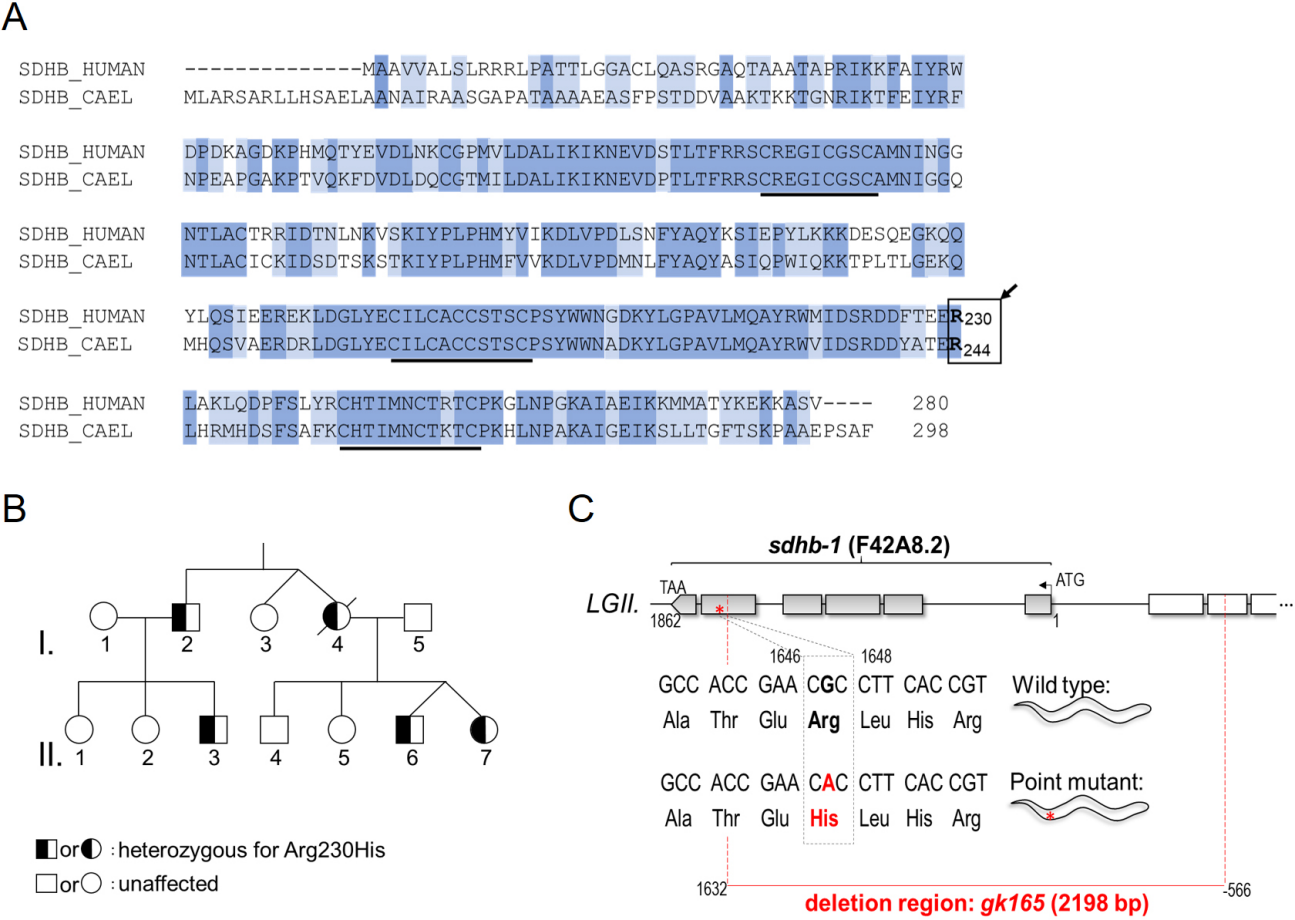
**Conservation of SDHB and its mutation in heritable** **cancer.** (A) Clustal W multiple alignment shows that *C. elegans* SDHB-1 has 60% identity and 84% similarity to the human homolog (identical or similar residues highlighted in blue and light blue, respectively). Three cysteine motifs characteristic of conserved iron-sulfur clusters are underlined. The boxed area and arrow indicate the critical Arg230 position. (B) Pedigree carrying mutated Arg230His SDHB, the mutation that can lead to pheochromocytoma/paraganglioma. Individual I.4 died of disseminated malignancy. Individuals I.2 (age 70) and I.3 (age 74) are tumor free; II.6 and II.7 (both 39, non-identical twins) each have tumors. (C) Genomic structure of the *sdhb-1* region and *gk165* deletion (dashed red lines indicate the deleted 2198 bp, including the first five exons of *sdhb-1* and the first and partially the second exon of the neighboring gene, *cup-15*). We also analyzed a transgenic strain (see Results) containing a missense mutation G1647A in the genomic sequence (G731A in the cDNA) resulting in Arg244His.

The Arg230His mutation in this family corresponds to the *C. elegans* Arg244His *SDHB-1* mutation. For readers unfamiliar with worm biology, please see Fig. S2 for the worm life cycle. First, we built nematode models of this *SDHB* mutation, where we used an existing *sdhb-1(gk165)* deletional worm and then generated two transgenic lines carrying either the above Arg244His mutation or its genomic wild-type *SDHB* as a control. Unexpectedly, our results showed that although fully deletional ‘null’ mutants arrest development soon after egg hatching at the L2 larval stage, the missense Arg244His point mutants develop much further, to the last larval L4 stage, but thereafter can only generate sterile adults. Next, we analyzed the metabolic profile of the mutants using complementary metabolic and genetic approaches, finding that Arg244His mutant animals are metabolically very different from their SDHB-null counterparts in a manner that cannot be explained simply by their differential timing of developmental arrest. The missense mutants (but not the null mutants) display aberrant glycolytic activity, principally manifesting as highly elevated lactate and pyruvate levels. Finally, bioinformatics analysis, alongside models of the SDH structure, led us to propose a pathway disorder following this missense mutation. The combined data suggest the existence of a missense-mutation-dependent, rewired form of metabolism reminiscent of the Warburg effect metabolic reprogramming that is characteristic of tumor cells. Our animal model not only provides insight into a heritable SDH impairment, but also creates a useful tool that might help to not only decipher the enigmatic nature of other *SDHx*-associated pathologies, but also shed light on the genesis of aberrant glycolysis following just one missense mutation within complex II of mitochondria.

## RESULTS

### Generation and characterization of worms carrying the *SDHB* Arg244His mutation

The *C. elegans* genome encodes a well-conserved homolog of *SDHB*, *sdhb-1 (F42A8.2)*, located on chromosome II. This SDHB-1 protein shows 60% sequence identity and 84% overall similarity to its human counterpart (Huang and Lemire, 2009) (Fig. 1A). Of note, 100% identity exists around the iron-sulphur (FeS) clusters that mediate electron transfer (Fig. 1A, underlined). In order to better understand the consequences of the familial p.Arg230His (SDHB c.689G>A), we generated the corresponding mutation, Arg244His (G731A in the cDNA) in the worm (Knudra Transgenics, Murray, UT, USA). We created two transgenic lines by inserting either the wild-type or G731A point mutant construct in single copy (at a well-defined neutral locus on the X chromosome) using transposon-mediated gene insertion (MosSCI). We made the following worm lines: COP957 [*pNU637 (sdhb-1p::sdhb-1(genomic wild-type)::sdhb-1 3′UTR; unc-119(+)) X.; unc-119(ed3) III.*] and COP952 [*pNU636 (sdhb-1p::sdhb-1(G731A)::sdhb-1 3′UTR; unc-119(+)) X.; unc-119(ed3) III.*]. These transgenic strains each contain two corresponding transgenic *sdhb-1* copies on their X chromosomes in addition to their endogenous copies on chromosome II.

To create animals carrying only two transgenic wild-type or only two G731A point mutant copies, COP957 and COP952 strains were crossed into the *sdhb-1(gk165)* null background. This deletion removes all or part of exons 1-5 of *sdhb-1* (Fig. 1C) and induces L2 larval lethality in a homozygous form (strain VC294, also known as LB713, see Huang and Lemire, 2009). This *sdhb-1(gk165)* strain can be maintained as a balanced heterozygote using the GFP-labeled balancer *mIn1mIs14*. Balancer *mIn1* is an inversion in the center of chromosome II, including *sdhb-1*, and carrying *mIs14*, which is an integrated [*myo-2::gfp; pes-10::gfp*] transgene (glowing in the pharynx of larvae and in embryos).

First, we crossed wild-type (COP957) and G731A point mutant (COP952) transgenic lines into *sdhb-1(gk165)* null mutant background and determined whether these transgenes were able to rescue the deletion caused by *gk165.* As a validation of our method, and using over 200 worms, we first observed that only the wild-type transgene could complement the deletion [rescue in 97% of worms, which we will refer to hereafter as wild type rescued (WTR); Fig. 2A; Fig. S3)]. In contrast, the G731A rescue generated sterile adults with a protruding vulva (the ‘Pvl’ phenotype; Fig. S3); these phenotypes were not further analyzed. Henceforth, we refer to the G731A point mutant animals on a deletional background as R244H (Arg244His) (Fig. 2A; Fig. S3). To facilitate propagation, the R244H animals were also balanced using *mIn1mIs14*, as for *gk165* deletional mutants.

**Fig. 2.**
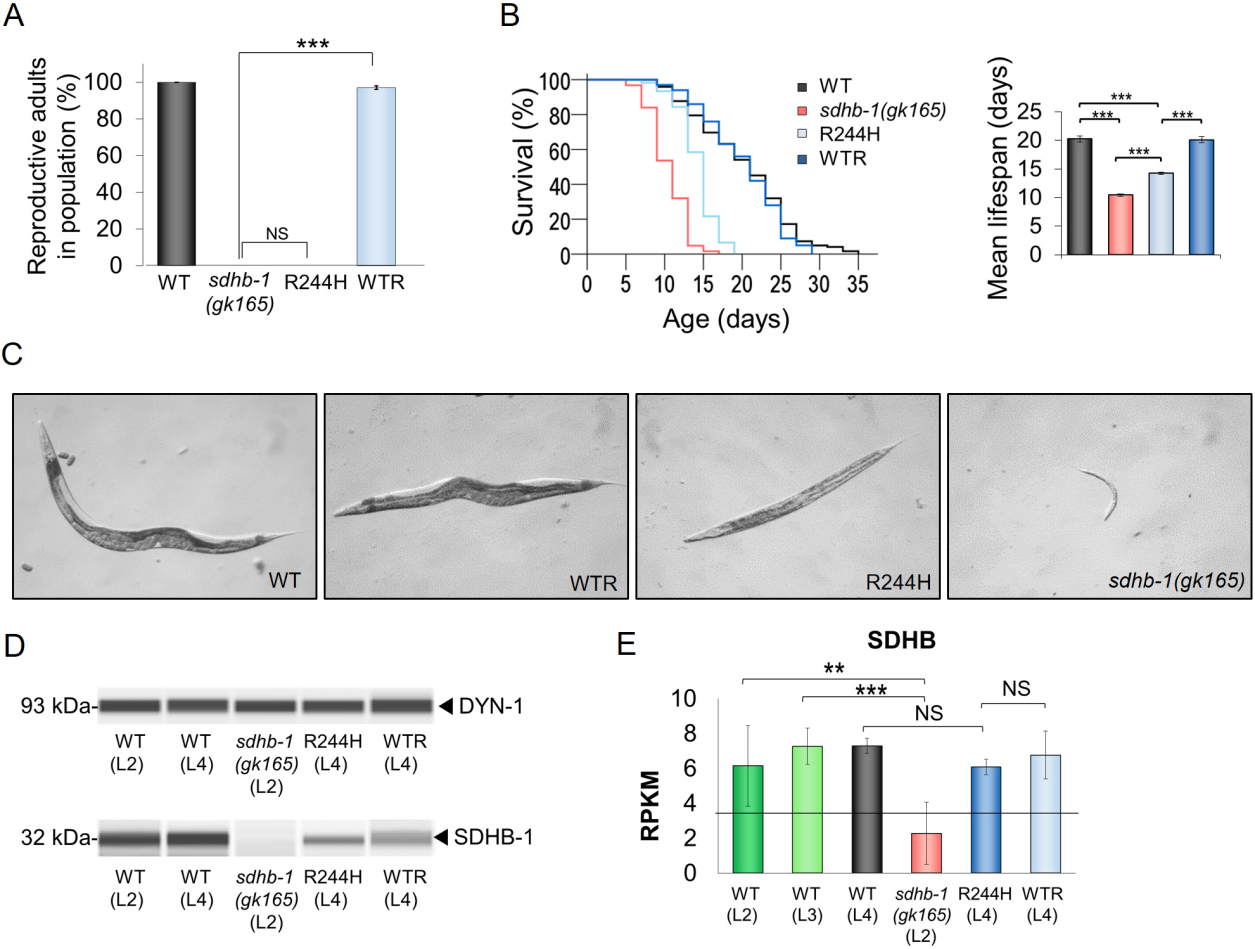
**Phenotypic analysis of nematodes carrying either null allele *gk165* or G731A missense mutation in the *sdhb-1* gene.** (A) Complementation of *gk165* null deletion by the wild-type transgene [wild type-rescued (WTR) animals, light-blue bar] led to fertile adults in 97% of the WTR cases (*n*=168) relative to wild type (WT, black bar), whereas R244H worms that reached adulthood (*n*=83) were devoid of reproductive progeny; *sdhb-1(gk165)* mutants do not progress beyond L2. (B) Lifespan of deletional and point mutant animals was measured against that of the corresponding controls. *sdhb-1(gk165)* (*n*=125) mutants and R244H (*n*=166) transgenic animals showed a significantly shorter survival compared to their respective controls WT (*n*=241) and WTR (*n*=100) (*n*=3 separate experiments). (C) At 20°C, on day 3 after hatching, WT and WTR worms grew into fertile adults, while R244H animals reached adulthood only on day 4-5, suggestive of delayed development. The *sdhb-1(gk165)* animals showed arrested development at the L2 larval stage. (D) Wes experiment shows that the 32 kDa band specific for SDHB-1 is absent in *gk165* null mutants, but is present in all control strains (WT and WTR). R244H animals also express SDHB-1 [relative to DYN-1 (93 kDa) loading control]. (E) RNA-seq data related to *sdhb-1* also verify Wes results: *sdhb-1* message is present in all examined strains except *gk165* null mutants, for which the *sdhb-1*-specific mRNA lies below the detectable limit. RPKM, reads per kilobase per million mapped reads. The black horizontal line represents a threshold, below which no functional protein is observed. Statistical significance is indicated in each graph as ***P≤0.001 and **P≤0.01 versus the corresponding sample (NS, not significant; independent two-sample Student's *t*-test with Bonferroni correction). Error bars represent s.e.

Next, we compared the lifespan of homozygous *sdhb-1(gk165)* mutants against wild-type worms and observed that *gk165* homozygotes survived about half as long as wild-type control N2 (WT) animals (Fig. 2B; Table S1), consistent with the data of Pujol et al. (2013), who found that *sdhb-1*-specific RNA interference (RNAi) treatment also resulted in a similarly shortened lifespan. R244H worms also showed a shortened lifespan compared to WT and WTR animals (Fig. 2B; Table S1). In addition, we examined the effect of the above mutations on development. At 20°C on day 3 after hatching, WTR generated viable adults similar to WT worms, whereas *sdhb-1(gk165)* animals showed arrested development at L2, as expected. In contrast, R244H worms reached adulthood on only day 4-5, indicating delayed development (Fig. 2C).

In order to investigate the proteins generated by the *gk165* and Arg244His *sdhb-1* mutant alleles, we performed Western capillary immunoassay (Wes) experiments using a human SDHB-specific antibody, which successfully cross-reacted with the worm SDHB-1 protein, likely due to the high level of conservation. As expected, *gk165* represents a null allele as no antibody specific band can be detected, whereas the same antibody recognized a single, well-defined band of 32 kDa, specific for SDHB-1 in all control samples (Fig. 2D). In R244H mutants, the point mutant protein is also detectable, but present in a lower quantity (Fig. 2D). 

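The *sdhb-1* gene (WBGene00006433) lies on the minus strand of chromosome II of WBcel235, and the deposited table lists 6 merged exons for it between positions 9350648 and 9352801. No other annotated gene overlaps these exons. Each of the 6 conditions was measured in 1 library of polyA-selected RNA, so the differences between strains have no replicate check, and the intervals given here cover counting error only. Over all 6 exons, 32 reads were counted in WT (L2), 142 in WT (L3), 5 in *gk165* (L2), 68 in R244H (L4) and 44 in WTR (L4), and WT (L4) had a mean of 183 RPKM over the exons compared with 158 in R244H and 76.1 in WTR. All 5 reads of *gk165* fell in exon 6 at the 3' end of the gene, from 9350648 to 9350959, and the other 5 exons held 0 reads. The paper's description of the allele places the deletion in exons 1 to 5. The log2 ratio of RPKM in *gk165* was -3.04 to WT (L2) and -3.89 to WT (L3), with 95% intervals from the pooled reads of -4.64 to -1.56 and -5.46 to -2.56. In R244H the log2 ratio was -0.21 to WT (L4), with an interval of -0.68 to 0.17 that includes no change, and 1.05 to WTR (L4), with an interval of 0.48 to 1.62. On the deposited log2 scale, the mean over the 6 exons was 5.94 in WT (L2), 7.36 in WT (L3), 7.46 in WT (L4), 2.37 in *gk165*, 6.85 in R244H and 6.19 in WTR. An exon with no read is not at 0 on this scale, because the authors' values carry a small offset; exon 4, with 129 bp, is listed at 2.07 in *gk165* with 0 reads. Using only the exon with the highest mean moved the ratios to -5.67 and -5.96 in *gk165* and to 0.41 and 2.58 in R244H. That exon, exon 2, lies in the deleted part of the gene and had 0 reads in *gk165*. Its ratios there are therefore set by the offset and not by reads. It had 21.5 reads in R244H, 33 in WT (L4) and 4.5 in WTR.

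**Figure D1:**
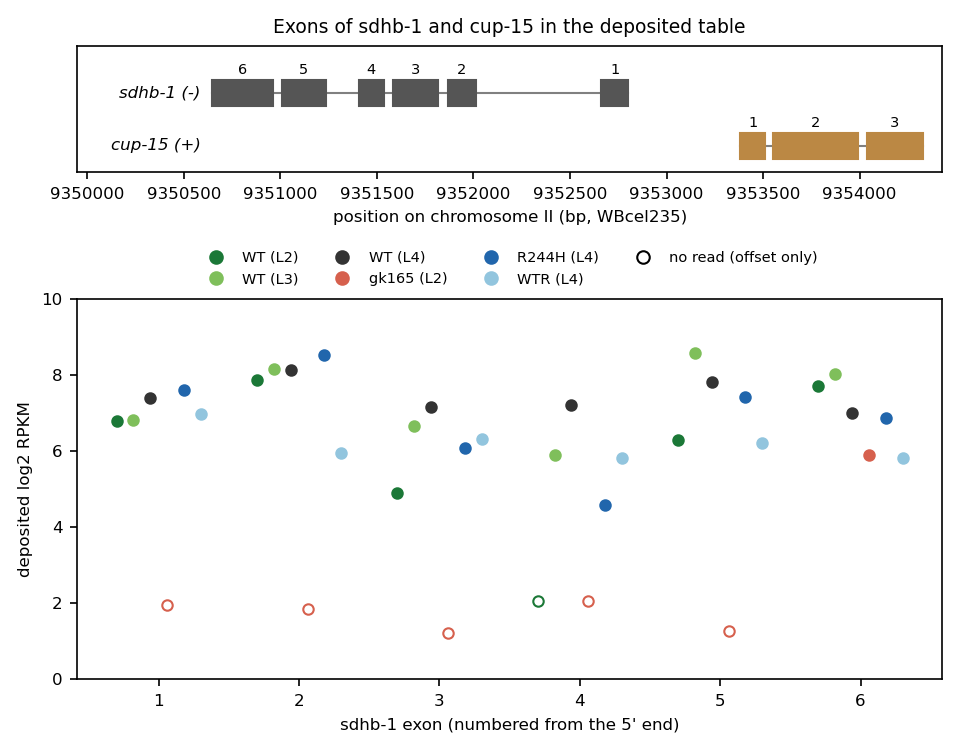
Upper panel, positions of the merged exons of sdhb-1 and of the neighbouring gene cup-15 on chromosome II in base pairs, with the strand in parentheses. Lower panel, deposited log2 RPKM of each sdhb-1 exon in the 6 libraries, with open circles for exons with no read; gk165 has reads in exon 6 only, and WT (L2) has none in exon 4.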

Transcriptomics data verify Wes results at the mRNA level: we find that *sdhb-1* mRNA lies below the detectable limit in *gk165* mutants, whereas in R244H point mutants, *sdhb-1* mRNA is transcribed, although at a decreased level (Fig. 2E; Table S8).

In addition, we generated a *psdhb-1::gfp* strain carrying an extrachromosomal array of a transcriptional reporter construct and analyzed its expression pattern. We found that the transgene begins to be expressed from the comma stage during embryogenesis (Fig. 3A,A′) and persists throughout larval stages (Fig. 3B-E) into adulthood (Fig. 3F). SDHB-1 is expressed in the pharynx (Fig. 3D), intestinal (Fig. 3D) and hypodermal (Fig. 3E) cells, head and tail neurons (Fig. 3F), and in the ventral nerve cord (Fig. 3F).

**Fig. 3.**
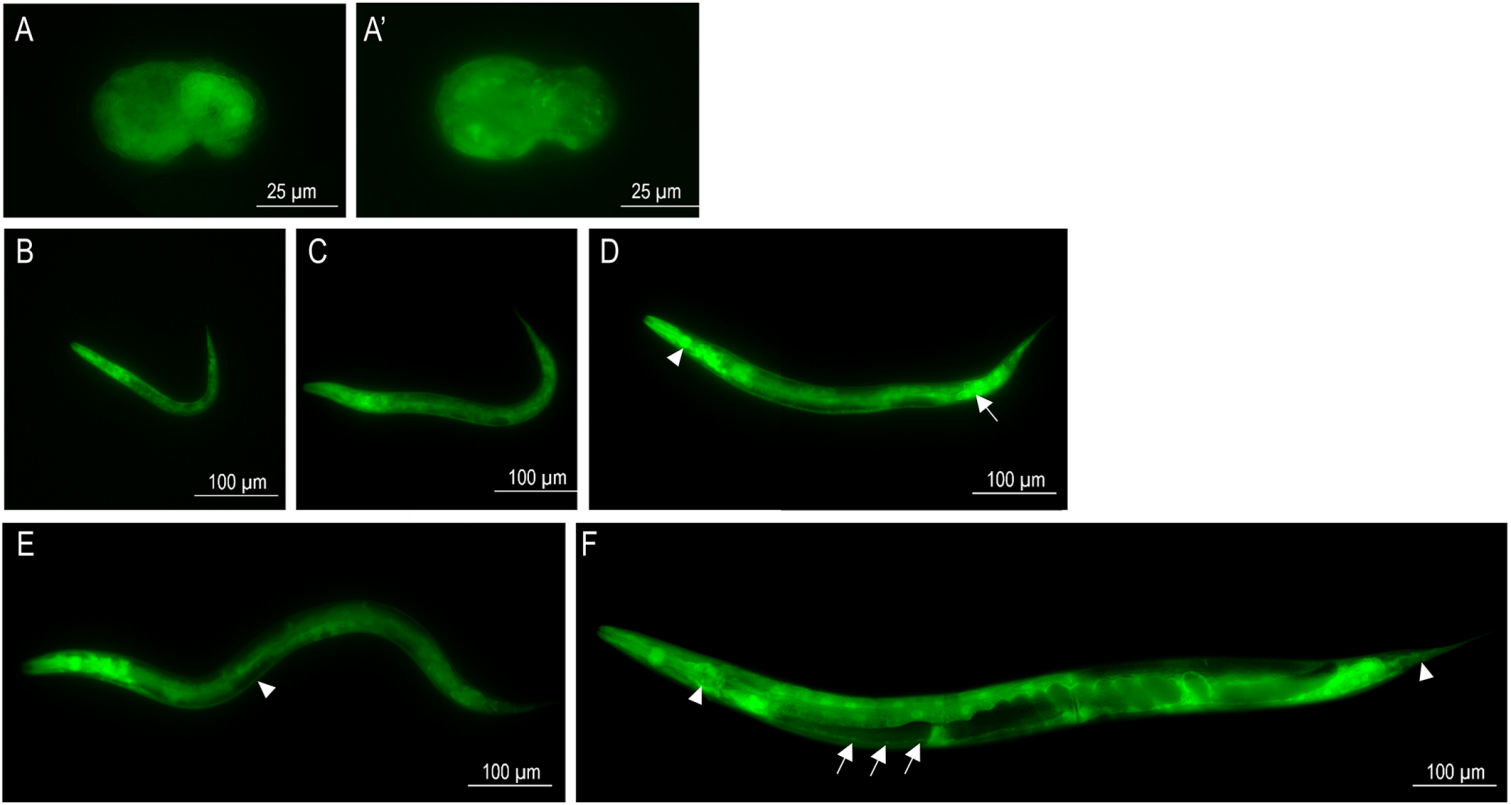
**SDHB-1 is ubiquitously expressed throughout worm development.** (A,A′) A transcriptional reporter construct shows strong expression of SDHB-1 in embryos in the comma stage (A, lateral view; A′, ventral view). (B-F) SDHB-1 expression persists throughout larval stages (B, L1; C, L2; D, L3; E, L4) into adulthood (F) with intense expression in the pharynx (D, arrowhead), together with intestinal (D, arrow) and hypodermal (E, arrowhead) cells, head and tail neurons (F, arrowheads) and the ventral nerve cord (F, arrows). In all panels, anterior is to the left and dorsal is up. These panels are composites.

Metabolic characterization of *sdhb-1* deletional and *SDHB* Arg244His point mutants shows elevated succinate-to-fumarate ratios and attenuated oxygen consumption with reduced mitochondrial and ATP content. Deficiency of SDH impairs the conversion of succinate to fumarate, thereby disrupting the TCA cycle (Fig. 4A). Therefore, we compared TCA-related metabolite levels, glycolytic activity and the efficiency of stimulated mitochondrial oxygen consumption in *sdhb-1(gk165)* null mutants, R244H point mutants, WTR worms (which served as comparators for point mutants) and wild-type L2, L3 and L4 larvae as further stage-dependent controls.

**Fig. 4.**
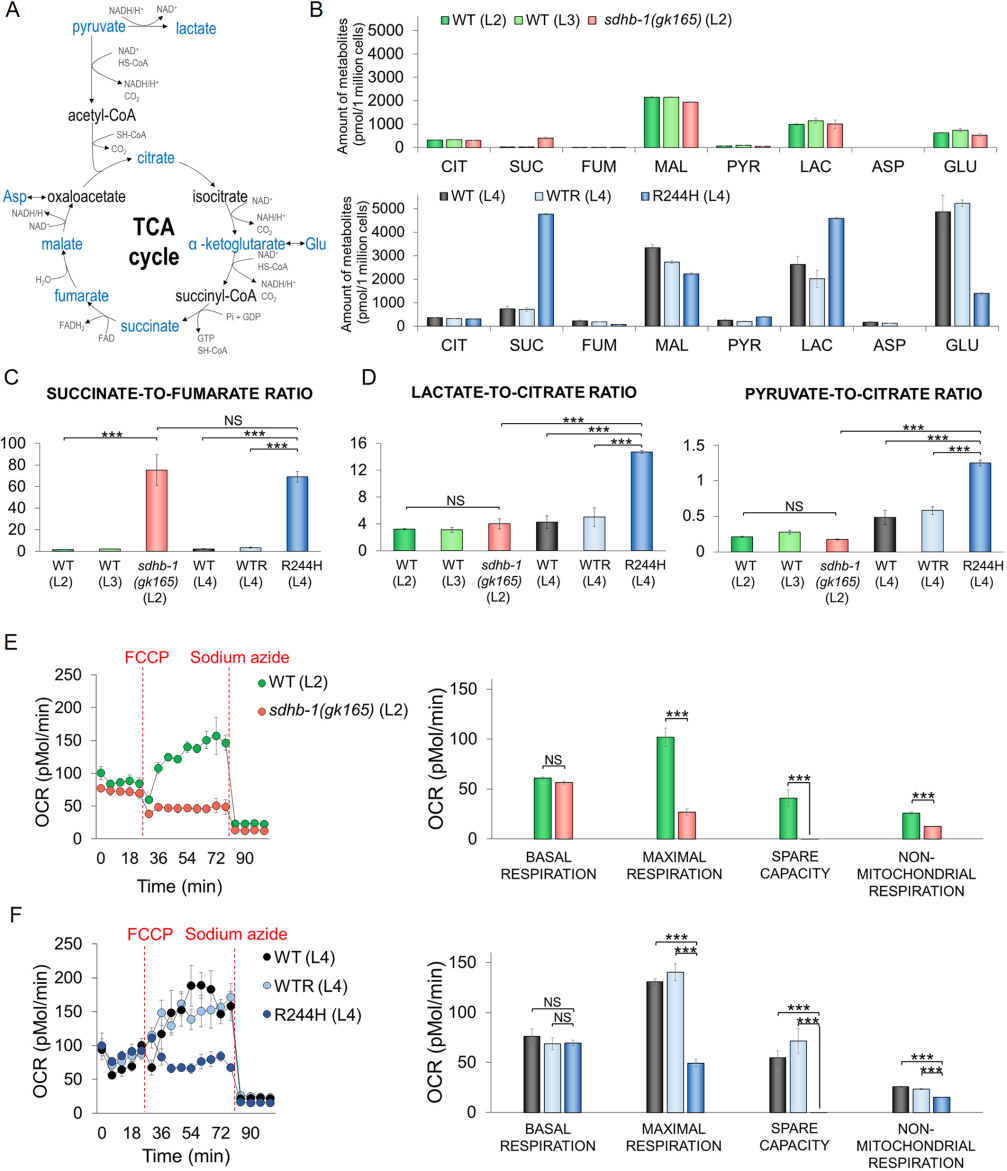
**TCA cycle and related metabolites in *sdhb-1* null and R244H point mutant worms and their effects on oxygen consumption.** (A) TCA cycle and related metabolites: metabolites (blue) were analyzed by LC-MS in WT L2 (*n*=2300), L3 (*n*=2000), L4 (*n*=1750) larvae, *sdhb-1(gk165)* null mutants (*n*=2300), WTR (*n*=1750) and R244H point mutant (*n*=1750) animals. (B) Results from *n*=6 separate experiments measuring citrate (CIT), succinate (SUC), fumarate (FUM), malate (MAL), pyruvate (PYR), lactate (LAC) and glutamate (GLU) in deletional mutants and their developmental-stage control L2 and L3 WT animals (charts in red, dark green and light green, respectively) or in R244H mutants and their control L4 WTR and WT animals (charts in dark blue, black and light blue, respectively). Aspartate (ASP) was detected only in L4 WT and WTR animals (undetectable in L4 R244H point mutants). Alpha-ketoglutarate levels were undetectable in all (not shown). (C) The succinate-to-fumarate ratio was increased equivalently in deletional and point mutants. (D) The metabolic profile of the R244H mutant differed from that of the controls. Lactate-to-citrate and pyruvate-to-citrate ratios were calculated based on similar citrate levels in each worm type. (E,F) The effect of the deletion versus point mutation on the oxygen consumption (OCR) by Seahorse technique (*n*=8 parallel experiments). (E) In the case of *sdhb-1(gk165)* mutants (*n*=800), oxygen consumption was not increased after FCCP treatment compared to wild-type control. (F) R244H point mutants (*n*=260) failed to show accelerated oxygen consumption in response to FCCP, as also seen in the null worms. Statistical significance is indicated in each graph as ***P≤0.001 versus the corresponding sample (NS, not significant; one-way ANOVA). Error bars represent s.e.

Metabolite concentrations (succinate, fumarate, malate, citrate, glutamate, alpha-ketoglutarate, aspartate, pyruvate and lactate) were measured by liquid chromatography–mass spectrometry (LC-MS) (Fig. 4B; Table S2) using methods described earlier (Hujber et al., 2018), but adapted herein, as follows. In preliminary experiments, extracts from multiple independent worm batches determined the lower limit of detection of the above metabolites (five independent batches; data not shown). Next, individual worms of a given genotype and larval stage were picked manually. Finally, worm number was normalized to a common cell number to compare metabolite data from different genotypes, shown as pmol/million cells (Fig. 4B; Table S2).

Citrate and malate levels were similar across strains, providing a ready reference measurement when different metabolites were compared in the examined genotypes. The succinate precursor, alpha-ketoglutarate (aKG), level was always below the detection limit, irrespective of genotype. The SDHB product, fumarate, was present in small quantities. As expected, succinate was elevated in the *sdhb-1(gk165)* deletional mutant, but, interestingly, R244H point mutants also showed an equivalent succinate rise (Fig. 4B; Table S2). The succinate-to-fumarate ratio was similarly elevated in both mutants despite their different developmental stages (Fig. 4C). These data pointed to a complex metabolic phenotype dependent on the mutation status of SDHB. For example, both aspartate and glutamate levels were decreased in R244H point mutants compared to wild-type and transgenic WTR L4 animals (Fig. 4B; Table S2). Furthermore, R244H point mutants (but not null mutants) displayed significantly higher pyruvate and lactate levels compared to their larval stage-matched L4 controls (Fig. 4D; Table S3).

Because the SDH complex plays a parallel role in complex II of the mitochondrial respiratory chain (see Introduction), we next determined the stimulated mitochondrial oxygen consumption rate (OCR) using the Seahorse technique in the above *sdhb-1* deletional worms, point mutants and control strains.

The Seahorse XF96 Metabolic Analyzer has previously been used in whole organisms such as *C. elegans* (Luz et al., 2015; Koopman et al., 2016). We used this device to study the action of two mitochondrially active compounds, protonophore carbonyl cyanide p-(trifluoromethoxy) phenylhydrazone (FCCP) and the complex IV (cytochrome oxidase) inhibitor sodium azide, to assess stimulated bioenergetics in *sdhb-1* mutant worms and control strains (Fig. 4E,F). There were no differences in either the unstimulated, basal OCR or the OCR following sodium azide addition between the mutants and control animals. The addition of protonophore FCCP resulted in elevated, maximal oxygen consumption in all control animals. In marked contrast, in *gk165* deletional and R244H mutants, oxygen consumption was unchanged after FCCP injection, implying a loss of reserve capacity of respiration in these mutants (Fig. 4E,F; Table S4).

As the SDH complex is an integral part of complex II of the mitochondrial electron transport system and its deficiency may hamper mitochondrial integrity and hence energy production, we next estimated the functional mitochondrial content using Mitotracker dye, the uptake of which is dependent on mitochondrial transmembrane potential and measured total ATP production, using a bioluminescent ATP assay. We observed that deletional as well as point mutants of *sdhb-1* had not only significantly fewer healthy mitochondria but also demonstrated downregulated ATP production, compared to wild-type and rescued strains (Fig. 5; Tables S5 and S6).

**Fig. 5.**
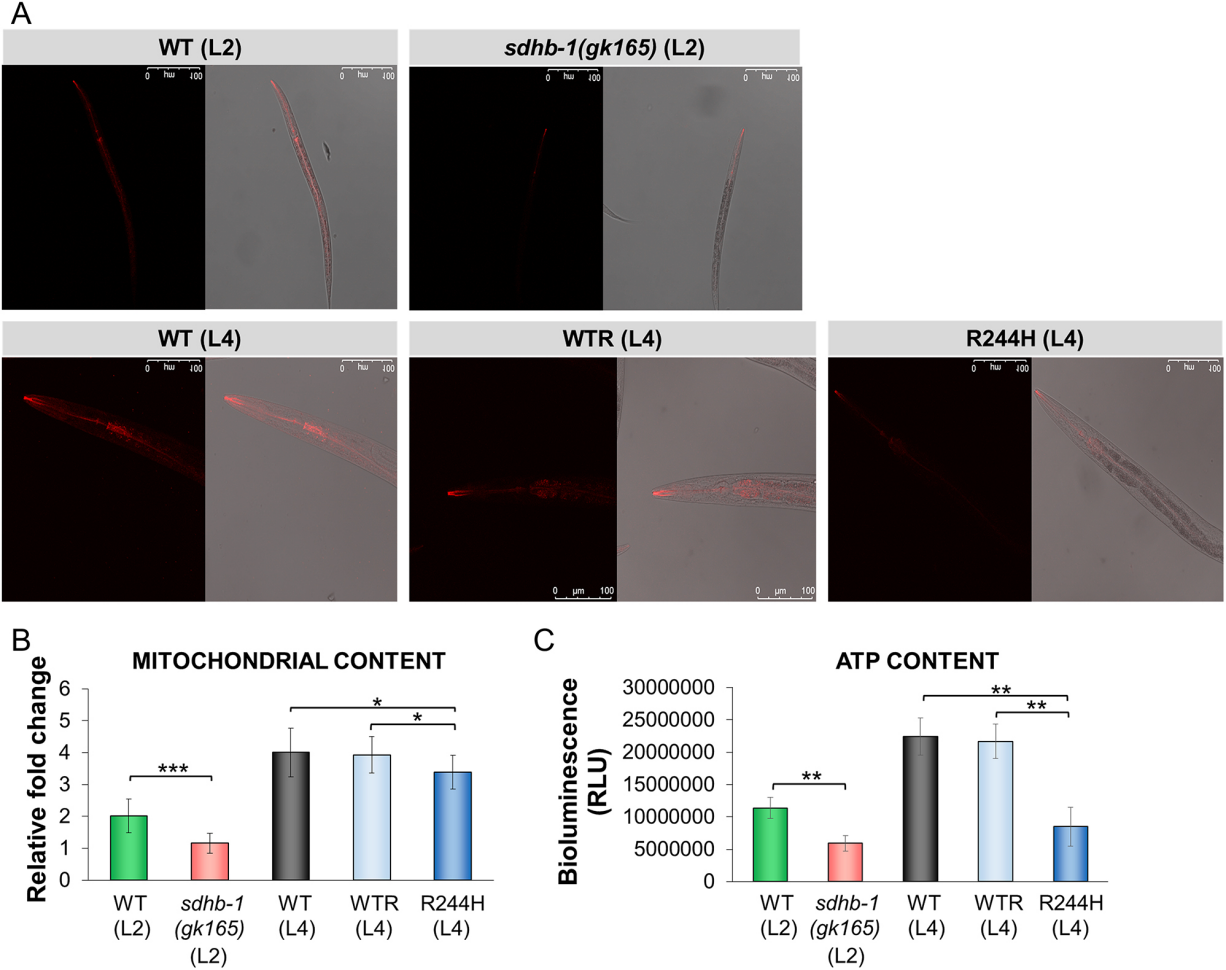
***sdhb-1* mutants show reduced ATP production and functional mitochondrial content.** (A) Confocal microscope images (40×) showing comparative mitochondrial accumulation of Mitotracker Red CMX Ros dye showing reduced fluorescence in *gk165* null mutants and R244H point mutants versus respective rescue or control strains. (B) Relative fold change of the mitochondrial content in the above mutants versus stage-specific controls (*n*=10). (C) ATP content analyzed by ATP Bioluminescent Assay (*n*=2000) as relative light units (RLU). Statistical significance is indicated in each graph as ***P≤0.001, **P≤0.01 and *P≤0.05 versus the corresponding sample (independent two-sample Student's *t*-tests with Bonferroni correction). Error bars represent s.e.

### Possible impact of the Arg244His mutation on the molecular structure of SDHB-1 in *C. elegans*

The Arg244His mutation of *C. elegans* SDHB-1 corresponds to the Arg230His mutation of human SDHB, which leads to a familial form of malignant PPGL (Brouwers et al., 2006; Cerecer-Gil et al., 2010). We hypothesized, from the conservation of residues around this site (indicated by the boxed area and arrow in Fig. 1A), that Arg230 plays an equivalent role across the SDHBs of these distant species. In the X-ray structure (PDBID 4YTP) of the SDHB subunit of porcine heart (Inaoka et al., 2015), the guanidino group of Arg230 of SDHB forms two hydrogen bonds with the carboxyl oxygens of the side chain of Asp224. In addition, Arg230 is hydrogen bonded with the peptide backbone atoms of residues Glu154, Tyr156 and Phe226. The structural importance of the Asp224-Arg230 salt bridge is supported by the observation that both residues are conserved from bacteria to mammals (Fig. 6A). Hence, substitution of Arg230 by other residues, such as His, Cys, Gly and Leu (Cerecer-Gil et al., 2010), is likely to disrupt the strong hydrogen bonding between residues 224 and 230, which might impair protein function (see Discussion). In order to probe the effect of R230H mutation in human SDHB, we constructed homology models of the human SDHA/B complex for the wild type and R230H mutant, based on the above structure of the porcine SDHB subunit (Fig. 6B). To evaluate the structural changes induced by the mutation, we calculated all pairwise residue contacts for the 20 top-scoring wild-type and mutant models. The difference in averaged pairwise contacts from wild type to R230H mutant indicates a reduction of about five inter-residue contacts upon the mutation (Fig. 6C,D; see also Table S7 and Fig. S4 for a detailed description and a network representation of the sidechain perturbations seen in the models as a result of mutation). Although the most prominent perturbations are close to the mutation site, we also find an appreciable loss of contacts at the interface between the distant N-terminal domain of SDHB (∼30 Å away from the mutation site) and SDHA (Fig. 6D; Fig. S4). The structural models suggest that the reduction of inter-residue contacts, along with disruption of the SDHA-SDHB interface, might render the complex inactive or, alternatively, result in aberrant SDH activity after the distal R230H mutation.

**Fig. 6.**
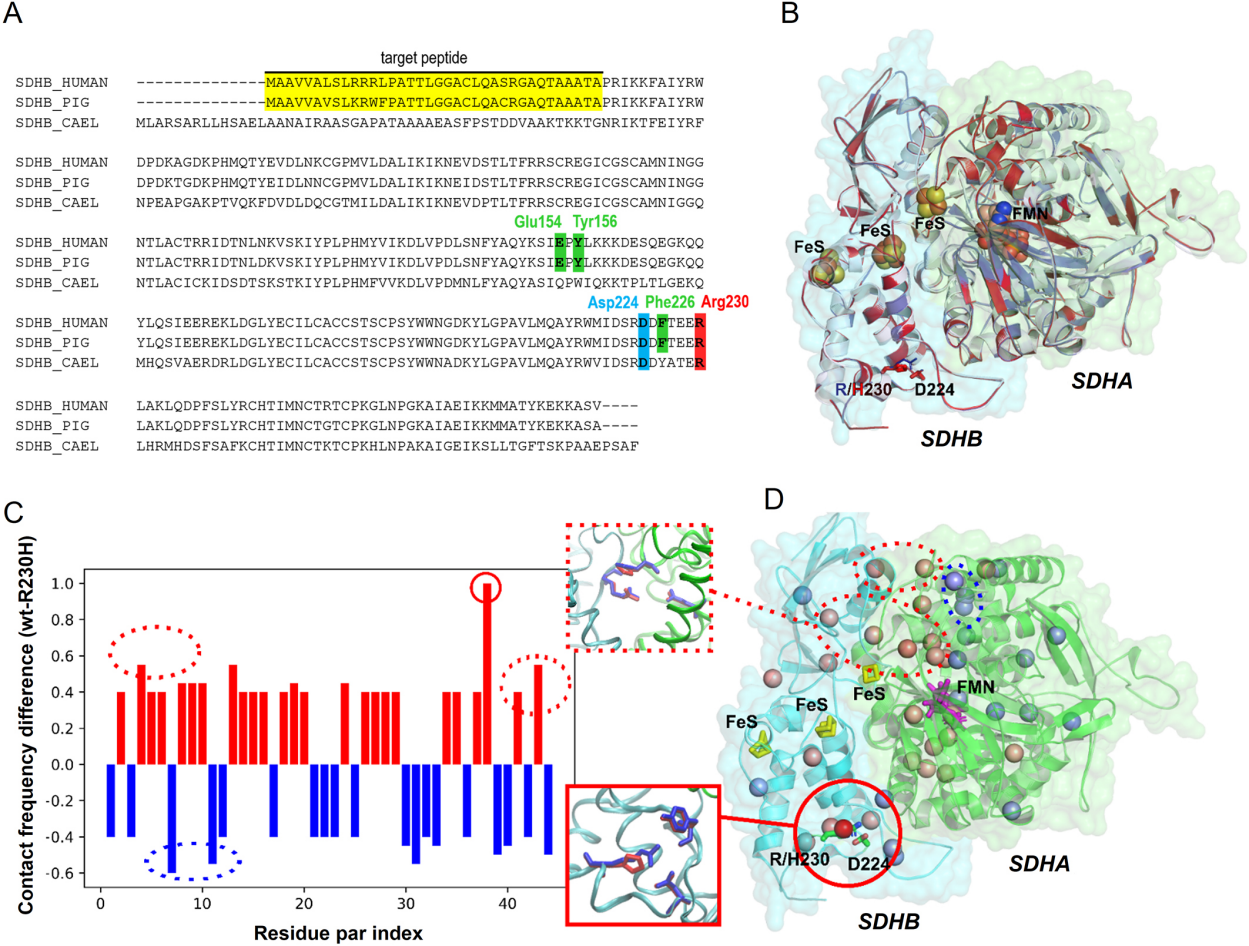
**The effect of the Arg230His point mutation in the SDHB subunit on the structure and function of the SDHA/B enzyme complex.** (A) Sequence alignment of SDHB sequences. Asp224 and Arg230, which form a salt bridge in porcine SDHB, are highly conserved, and marked in the alignment in blue and red, respectively. The positions of residues Glu154, Tyr156 and Phe226, the peptide backbone atoms of which also form hydrogen bonds with Arg230, are marked in green in the alignment. (B) Superimposition of the top-scoring wild-type (blue) and R230H (red) human SDHA/B homology models to porcine SDHA/B X-ray structure (PDB ID 4YTP; shown in white). Co-factors are shown in sphere representation, while residues 224 and 230 of SDHB are shown in stick representation for the wild-type and mutant models in blue and red, respectively. (C) Differences in averaged residue-pair contact frequencies from the 20 top-scoring models. This plot illustrates residue pairs that exhibit a loss (positive) or gain (negative) of contacts in more than 40% (>8 out of the 20 models) going from wild-type to the R230H mutant. (D) Structural annotation of the major contact changes in SDHA/B complex upon R230H mutation as seen in C (>40%). The beads in the inter-residue space indicate the location and the extent of structural perturbation. The extent of perturbation upon mutation is color coded in RWB space [R=1; W=0; B=–1], with red indicating loss of contact and blue indicating formation of a new contact. Highest perturbation is seen near the mutation site (see solid red line inset), but a significant loss of contacts is also observed at the interface of SDHA and SDHB (see dotted red line inset). FeS, iron-sulphur; FMN, flavin mononucleotide.

### Transcriptomic analysis reveals a metabolic shift towards glycolytic activity in Arg244His point mutants

We used a transcriptomic analysis of RNA extracted from deletional and point mutants versus stage-specific controls to better understand our observed phenotypic differences. 

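PolyA-tailed RNA was sequenced from synchronized worms of 6 conditions. WT (L2), WT (L3) and *sdhb-1(gk165)* (L2) were pools of 5000 worms each, and WT (L4), R244H (L4) and WTR (L4) were pools of 2500 worms each, according to the paper. R244H worms carry the point mutant *sdhb-1* transgene and WTR worms the wild-type transgene, both in the *gk165* background. Each condition has 1 library, so a difference between libraries has no replicate check and no p-value between genotypes is given for it. The authors aligned the reads with TopHat2, counted them on the merged exons of each gene and deposited log2 RPKM values for 53267 exons of 12798 genes. The values fall on steps that give back the number of reads behind each one. By these steps, the reads counted on the listed exons were 188742 in WT (L2), 580259 in WT (L3), 867446 in WT (L4), 279254 in *gk165*, 405789 in R244H and 542503 in WTR. In *gk165*, 50.3% of the listed exons had no read, compared with 42.3% in WT (L2) and 7.87% in WT (L4). At 3 reads, the smallest number used here for a fold change, a gene of this table has 12.9 CPM in WT (L2), 10.9 CPM in *gk165* and 3.75 CPM in WT (L4). For each gene the linear RPKM values were averaged over its exons, and the log2 ratio of RPKM + 1 was taken for *gk165* to WT (L2) and WT (L3), and for R244H to WT (L4) and WTR (L4). The pseudocount of 1 and the authors' offset draw the ratios of low genes towards 0. The 95% intervals are exact binomial (Clopper-Pearson) intervals of the reads pooled over the exons of a gene and compare 2 libraries, not 2 genotypes; a ratio averaged over exons can lie outside them. The median log2 ratio of expressed genes was 0.01 for *gk165* to WT (L2), -0.19 for *gk165* to WT (L3), -0.13 for R244H to WT (L4) and -0.13 for R244H to WTR.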

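The 3 vitellogenin genes *vit-2*, *vit-5* and *vit-6* and the cuticle genes *col-140*, *col-122* and *bli-6* had at most 3 reads each in WT (L2) and WT (L3) and between 869 and 8793 reads each in WT (L4). R244H (L4) was compared with *gk165* (L2) for these genes, a comparison in which genotype and larval stage change together. *vit-2* (WBGene00006926, X, 5101032 to 5106173) had 4851 reads in R244H and 25 in *gk165*, a log2 ratio of 7.01. For *vit-5* and *vit-6* the log2 ratio was 7.63 and 6.26, from 5 and 27 reads in *gk165*. For *col-140* and *col-122* it was 7.82 and 5.67, from 4 reads each in *gk165*. *bli-6* was at least 118-fold higher in R244H, with 503 reads compared with 2. *col-123* (WBGene00000697, IV, 9822114 to 9822901) went the other way, with 0 reads in R244H and 27.5 in *gk165*, at least 13.0-fold lower in R244H. Other annotated genes overlap *vit-2*, *vit-6*, *col-122* and *col-123*, and the paper's text does not say whether the counting used the strand. Against the L4 controls the log2 ratios of these genes other than *col-123* lay between -0.37 and 1.08. The log2 ratio of R244H to WT (L4) was 0.35 for *vit-2*, 0.25 for *vit-5*, 0.00 for *vit-6*, 1.08 for *col-140*, 0.42 for *col-122* and 0.15 for *bli-6*. To WTR (L4) it was 0.03, -0.37, -0.16, 0.87, 0.41 and 0.40 for the same genes in that order. *col-123* had 3 reads in WT (L4) and 2 in WTR, too few for a ratio.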

We found that expression of genes encoding vitellogenins (such as *vit-2*, *vit-5*, *vit-6*) and genes required to build the cuticle (for example, *col-140*, *col-122*, *col-123* or *bli-6*) were increased in the point mutant worms, consistent with their later developmental arrest point (point mutants develop to adulthood whereas null mutants arrest at L2). We observed that R244H point mutants also show a decreased expression of germline-specific genes (*gld-1* or *spch-1*) when compared to wild-type worms, which might relate to the sterility of R244H animals. 

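*gld-1* (WBGene00001595, I, 7695661 to 7698227) had 13 reads in R244H, 455 in WT (L4) and 288 in WTR. Its log2 ratio was -3.36 to both WT (L4) and WTR, and the reads pooled over its 8 exons gave -4.10 (95% interval -5.02 to -3.31) and -4.05 (-4.98 to -3.26). *spch-1* (WBGene00007307, IV, 10110818 to 10111577) had 1 read in R244H, 478 in WT (L4) and 352 in WTR, and was at least 78.0-fold lower than in WT (L4) and at least 88.0-fold lower than in WTR. Neither gene had more than 10 reads in WT (L2), WT (L3) or *gk165*. The 32 genes of the major sperm protein family, many of which share nearly identical sequences, were all lower in R244H, although *msp-52*, *msp-74* and *msp-79* had at most 3 reads in each L4 library, with a median log2 ratio of -4.98 to WT (L4) and -5.46 to WTR. None of 10000 random lists of 32 genes with matching mean expression had a median as low, in either comparison. For the decrease of germline genes such as *gld-1* and *spch-1*, the paper raises a possible relation to the sterility of R244H animals.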

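*C06B3.6* (WBGene00007365, V, 13908133 to 13909513) had 704 reads in *gk165* (L2), 2 in WT (L2) and 13 in WT (L3). It was at least 197-fold higher than in WT (L2), and the log2 ratio to WT (L3) was 6.78 (95% interval of the pooled reads, 5.99 to 7.69). *B0205.13* (WBGene00044644, I, 10727755 to 10728808) had 130 reads in *gk165*, 0 in WT (L2) and 1 in WT (L3), at least 36.4-fold and 87.3-fold higher. *F18E3.12* (WBGene00045275, V, 7414941 to 7415344), which is listed with 1 exon, had 204 reads in *gk165*, 1 in WT (L2) and 2 in WT (L3), at least 57.2-fold and 137-fold higher. *F09F7.6* (WBGene00017303, III, 5551232 to 5552131) had 477 reads in *gk165*, 3 in WT (L2) and 7 in WT (L3), at least 134-fold higher than in WT (L2) and with a log2 ratio of 6.87 to WT (L3) (6.05 to 8.42). *F09F7.5* overlaps the exons of *F09F7.6*. These 4 genes were also higher in R244H. *C06B3.6*, *F18E3.12* and *F09F7.6* had log2 ratios of 3.21, 2.20 and 2.77 to WT (L4) and of 3.27, 4.16 and 2.14 to WTR. *B0205.13* had 16 reads in R244H, 0 in WT (L4) and 1 in WTR, at least 10.9-fold and 7.11-fold higher.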

Interestingly, given the neurological nature of the disease, in deletional mutants, some genes associated with the nervous system (for example, *C06B3.6*, *B0205.13*, *F18E3.12*, *F09F7.6*) are highly overexpressed, which requires further study (data not shown).

Next, we focused on genes related to the observed differences in the metabolic profiles of *sdhb-1* deletional and point mutants (Fig. 7A-C). Because our LC-MS data revealed a differentially compromised TCA cycle in *sdhb-1* null compared to point mutants (e.g. elevated succinate-to-fumarate ratio in both mutant backgrounds but a selective accumulation of pyruvate and lactate in point mutants), we first selected genes encoding TCA cycle-related enzymes and enzymes regulating lactate and pyruvate levels (Fig. 8A,B labeled in blue). First, we compared their expression levels in the null *sdhb-1(gk165)* and R244H mutants versus their stage-specific control strains (Fig. 7A,B). We observed an overlapping gene expression profile between the null and point mutants compared to their respective stage-matched controls. 

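Of the 27 genes of Table S8, 13 were higher in *gk165* than in WT (L2) and 10 were higher than in WT (L3). In R244H, 20 of the 27 were higher than in WT (L4) and 22 were higher than in WTR. The 5 genes *aco-2*, *cts-1*, *icl-1*, *mdh-1* and *pck-2* had intervals above no change against both controls in both mutants. By the same criterion, another 12 genes were above both controls in R244H only, namely *fum-1*, *got-2.2*, *idh-1*, *idh-2*, *ldh-1*, *mdh-2*, *ogdh-1*, *pck-1*, *pdha-1*, *pyc-1*, *sdha-1* and *sucl-1*. In *gk165*, 7 genes were below both controls, namely *men-1*, *pyk-1*, *sdhb-1*, *suca-1*, *sucg-1*, *sucl-1* and *sucl-2*. *sucl-1* was below both controls in *gk165* and above both in R244H, *mev-1* was above both controls in *gk165* only, and *sucg-1* was below both controls in both mutants. The median log2 ratio of the 27 genes was -0.04 and -0.54 in *gk165*, and 0.71 and 0.93 in R244H. Among 10000 random lists of 27 genes with matching mean expression, the R244H medians lay above 99.96% of the lists in the comparison with WT (L4) and above all of them in the comparison with WTR, and the *gk165* medians above 37.5% and 32.4%. This describes these libraries and is not a test across genotypes.

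Over the whole table, 1898 genes were at least 2-fold higher and 2348 at least 2-fold lower in *gk165* than in both of its controls, among 11566 genes with 5 RPKM or more in at least 1 of the libraries compared. In R244H, 1448 genes were higher and 3109 lower, among 12420. The mutants shared 514 higher genes, where 235.2 are obtained by chance from the 11234 genes that entered both comparisons, and 415 lower genes, where 434 are obtained by chance. Requiring that the counting interval exclude no change against both controls, a condition chosen after seeing the data, left 855 higher and 958 lower genes in *gk165*, and 640 and 1683 in R244H. WTR and WT (L4), which share the stage and have a functional *sdhb-1*, differed at least 2-fold in 2296 of 11889 genes.

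**Figure D2:**
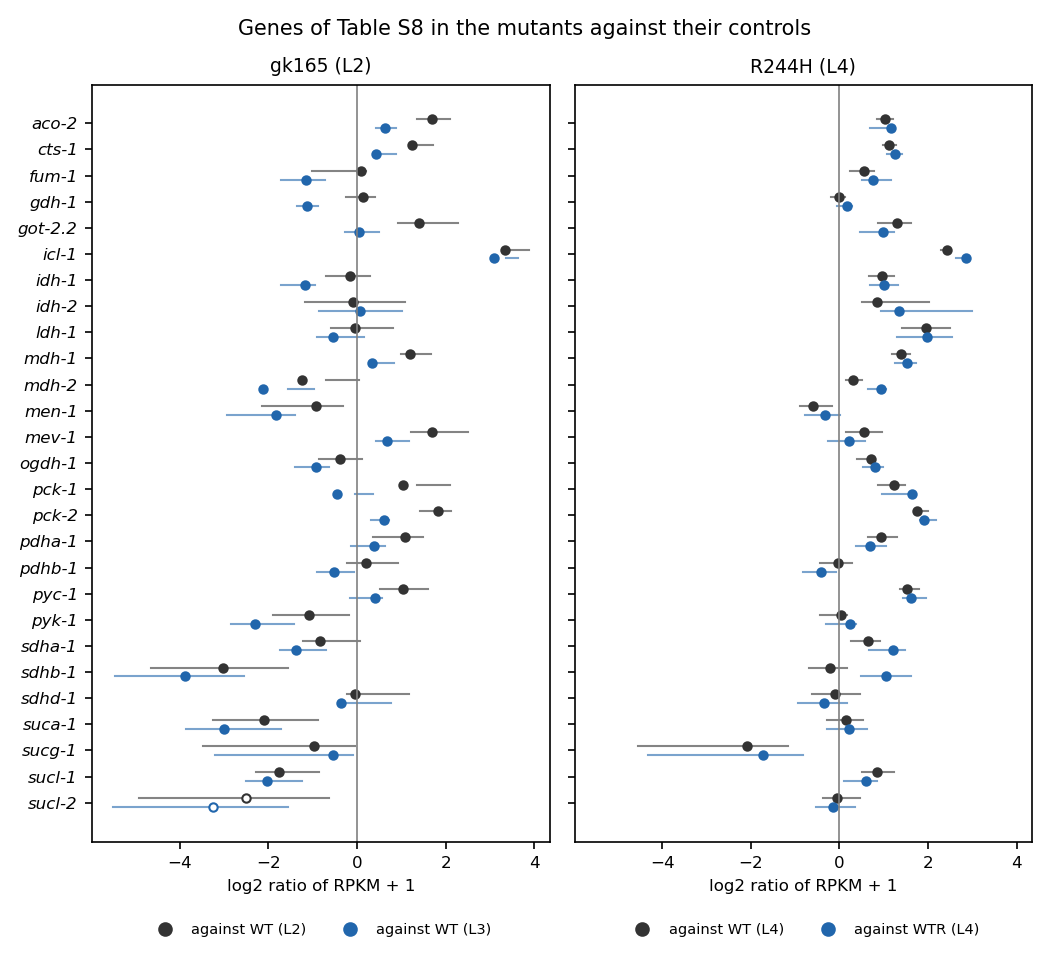
Log2 ratio of RPKM + 1 for the 27 genes of Table S8 in gk165 (left) and R244H (right), with 1 point per control library and open circles where the mutant has no more than 3 reads. Lines are 95% counting intervals of the reads pooled over the exons of a gene, so a point averaged over exons can lie outside its line; icl-1 has the highest ratio in each of the 4 comparisons.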

Specifically, we identified differences in the expression of aconitase (*aco-2*), isocitrate dehydrogenase (*idh-2*), isocitrate lyase/malate synthase of the glyoxylate cycle (*icl-1*), fumarase (*fum-1*), pyruvate carboxylase (*pyc-1*), phosphoenolpyruvate kinase (*pck-1/2*) and lactate dehydrogenase (*ldh-1*) compared to the appropriate stage-matched controls. 

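*aco-2* (WBGene00000041, III, 7973717 to 7977355) was measured on 6 exons. Its log2 ratio was 1.68 in *gk165* to WT (L2) (95% interval 1.36 to 2.09) and 0.63 to WT (L3) (0.44 to 0.88). In R244H it was 1.03 to WT (L4) (0.84 to 1.20) and 1.16 to WTR (pooled reads 0.89, interval 0.70 to 1.09). *C06G4.4* overlaps the exons of *aco-2*, and *H14A12.5* those of *fum-1* (III, 7465605 to 7467633). *icl-1* lies on V from 724207 to 728103, *pyc-1* on V from 11817783 to 11822365, *pck-1* on III from 62888 to 66261, *pck-2* on I from 7866136 to 7872080, and *ldh-1* on II from 11725325 to 11726533, and no other annotated gene overlaps their exons. The levels in *gk165* included 102 RPKM for *fum-1* and 1675 RPKM for *icl-1*. With a ratio of log2 RPKM values, used as an alternative to the ratio of linear RPKM, the log2 for *icl-1* in *gk165* to WT (L2) was 0.43.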

In some instances, both mutants showed increased *icl-1*, *aco-2* and *pyc-1 pck-1/2* expression, whereas only null mutants showed decreased *fum-1* expression. 

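*icl-1* rose from 204 reads in WT (L2) and 551 in WT (L3) to 3080 in *gk165*, with log2 ratios of 3.35 and 3.08; the pooled reads gave 3.67 (95% interval 3.46 to 3.88) and 3.49 (3.36 to 3.63). In R244H it had 3409 reads, compared with 1324 in WT (L4) and 677 in WTR, with log2 ratios of 2.44 (2.30 to 2.49) and 2.87 (2.63 to 2.87). *pck-2* was higher in all 4 comparisons, with log2 ratios of 1.83 and 0.60 in *gk165* and 1.76 and 1.92 in R244H, and none of the 4 intervals included no change. *pyc-1* and *pck-1* were higher in R244H, by 1.52 and 1.24 to WT (L4) and by 1.63 and 1.65 to WTR. In *gk165* the result for both depended on the control. *pyc-1* was 1.05 higher than in WT (L2) (0.53 to 1.61) but 0.41 higher than in WT (L3), where the interval of -0.15 to 0.57 includes no change. *pck-1* was 1.03 higher than in WT (L2) but had a log2 ratio of -0.46 to WT (L3), where the pooled reads gave 0.16 (-0.04 to 0.37). *fum-1* in *gk165* had 44 reads, with a log2 ratio of 0.08 to WT (L2) (-1.03 to 0.21) and -1.15 to WT (L3) (-1.71 to -0.73). The decrease of *fum-1* was therefore not detectable against the control of the same stage at this depth. The paper's qPCR gives *fum-1* in *gk165* as 1.8-fold to WT (L2) and 1.2-fold to WT (L3).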

The *fum-1* gene product controls the immediate fate of succinate as it is generated in the TCA cycle. Conversely, only the point mutants displayed elevated *ldh-1* levels compared to stage-matched L4 controls. This is consistent with our metabolic data (Fig. 7A,B) showing selective lactate accumulation in the point mutant.

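*ldh-1* (WBGene00002262) had 87.5 reads in R244H, 46 in WT (L4) and 31.5 in WTR. Its log2 ratio was 1.96 to WT (L4) (95% interval 1.42 to 2.50) and 1.97 to WTR (1.30 to 2.54). In *gk165* it had 42.5 reads, compared with 33 in WT (L2) and 109.5 in WT (L3). The log2 ratios of -0.04 and -0.55 lay within intervals that include no change (-0.59 to 0.80 and -0.91 to 0.16). With only its highest exon, the ratio of *gk165* to WT (L3) was 0.02. The level of *ldh-1* in R244H, 185 RPKM, was close to the 173 RPKM of WT (L3). The paper sets the rise of *ldh-1* in the point mutant beside its metabolic measurements, in which lactate accumulated selectively in that strain. Its qPCR gives *ldh-1* as 3.3-fold to WT (L4) and 4.3-fold to WTR in R244H. In *gk165* the qPCR values are 1.6-fold to WT (L2) and 1.2-fold to WT (L3).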

**Fig. 7.**
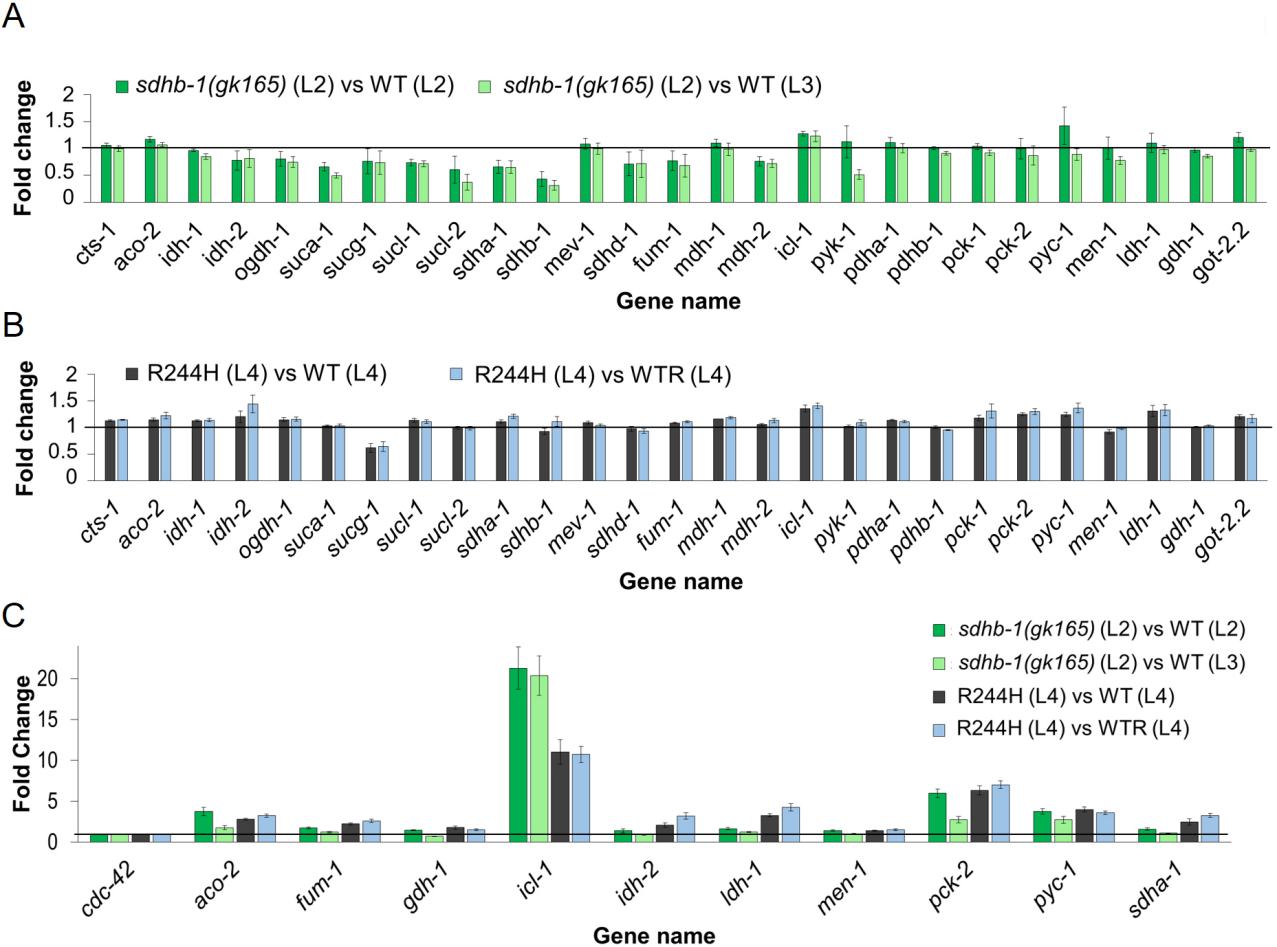
**Transcriptomic analysis of *sdhb-1(gk165)* deletional and Arg244His point mutants reveals different metabolic alterations.** (A,B) Transcriptomic analysis in *sdhb-1(gk165)* deletional mutants (*n*=5000) (A) and R244H (Arg244His) point mutants (*n*=2500) (B), relative to their wild-type stage controls. (C) qPCR experiments performed for a subset of genes analyzed by transcriptomics in *sdhb-1(gk165)* deletional and R244H (Arg244His) point mutants. In A-C, dark-green and light-green columns show the ratio of mutant expression versus WT L2 (*n*=5000) and L3 (*n*=5000) controls, respectively. Black and blue columns show the ratio of mutant expression versus WT L4 (*n*=2500) and WTR L4 (*n*=2500) controls, respectively. The genes analyzed are indicated in the *x*-axes; fold change is represented in the *y*-axes. Underexpressed genes have values between 0 and 1; overexpressed genes have values from 1 upwards. Genes encoding the following enzymes were analyzed: CTS-1, citrate synthase; ACO-2, aconitase; IDH-1/2, isocitrate dehydrogenase; OGDH-1, oxoglutarate dehydrogenase; SUCA-1, succinyl-CoA ligase (ATP-specific) beta subunit; SUCG-1, succinyl-CoA ligase (GTP-specific) beta subunit; SUCL-1/2, succinyl-CoA ligase (ATP/GTP-specific) alpha subunit; SDHA-1, succinate dehydrogenase A subunit; SDHB-1, succinate dehydrogenase B subunit; MEV-1, succinate dehydrogenase C subunit; SDHD-1, succinate dehydrogenase D subunit; FUM-1, fumarase; MDH-1/2, malate dehydrogenase; ICL-1, isocitrate lyase/malate dehydrogenase; PYK-1, pyruvate kinase; PDHA-1, pyruvate dehydrogenase alpha subunit; PDHB-1, pyruvate dehydrogenase beta subunit; PCK-1/2, phosphoenolpyruvate carboxykinase; PYC-1, pyruvate carboxylase; MEN-1, malic enzyme; LDH-1, lactate dehydrogenase; GDH-1, glutamate dehydrogenase; GOT-2.2, glutamate oxoacetate transaminase.

**Fig. 8.**
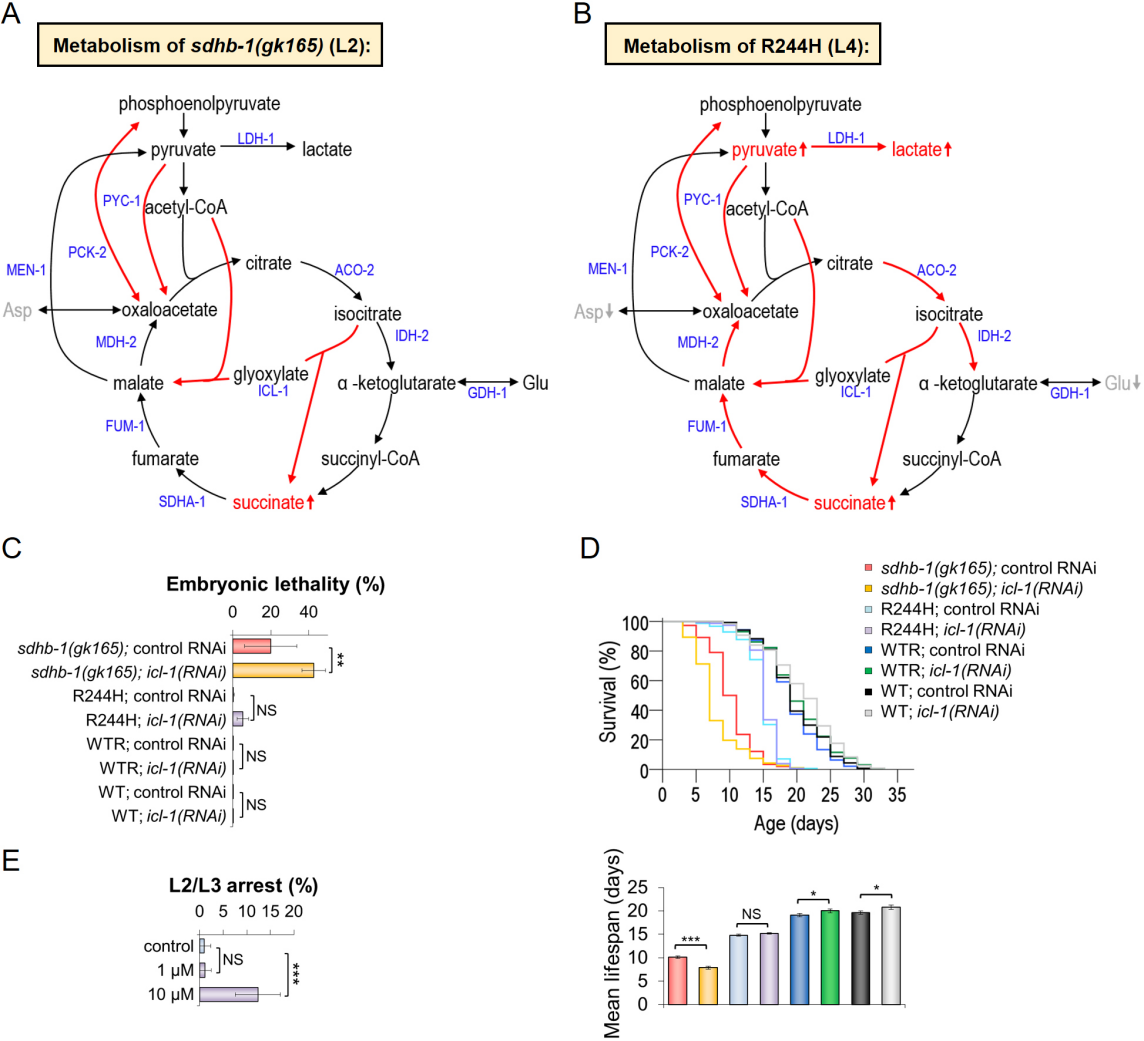
**Arg244His point mutants exhibit a rewired metabolism compared to *sdhb-1(gk165)* null mutants.** *icl-1(RNAi)* and LDH-1 inhibitor further enhance the premature developmental arrest of *gk165* deletional and R244H point mutants, respectively. (A,B) A model representing metabolic changes in *sdhb-1(gk165)* null mutants (A) and Arg244His point mutants (B). Both mutants display elevated glyoxylate cycle activity. Only point mutants partially use their TCA cycle while exhibiting high glycolytic activity. Expression of the genes encoding enzymes labeled in blue was analyzed by qPCR. Red arrows indicate high expression; black arrows indicate normal expression. (C,D) *icl-1(RNAi)* treatment affected *gk165* null mutants selectively: (C) embryonic lethality occurred in 42.5% of treated *gk165* homozygotes (*n*=353), whereas *gk165* animals fed HT115 bacteria expressing empty vector pPD129.36 (control RNAi) showed embryonic lethality in only 19.9% of the cases (*n*=315). (D) Lifespan of null mutant (*n*=188) and point mutant (*n*=155) animals was measured after ingestion of dsRNA specific for *icl-1*. Only null *sdhb-1(gk165)* animals showed a significantly shorter survival compared to their respective controls *sdhb-1(gk165)*;control RNAi (*n*=148) and R244H;control RNAi (*n*=155) (*n*=3 separate experiments). (E) R244H mutants were treated by LDH-A inhibitor GSK2837808A at 1 µM and 10 µM concentrations. The compound had no effect at the lower concentration, but at 10 µM 12.4% of treated animals demonstrated increased L2/L3 larval arrest. Statistical significance is indicated in each graph as ***P≤0.001, **P≤0.01 and *P≤0.05 versus the corresponding sample (NS, not significant). Results of embryonic lethality and LDH-A inhibitor treatment were analyzed by one-way ANOVA. Lifespan measurement was analyzed by independent two-sample Student's t-test with Bonferroni correction. Error bars represent s.e.

Next, we used real-time quantitative PCR (qPCR) to validate expression levels of the above mentioned genes using *cdc-42* as a reference gene (Hoogewijs et al., 2008): expression levels were normalized to this gene using the ddCt method (Pfaffl, 2004). Genes were grouped by low, moderate and high expression relative to our transcriptomic analysis. 

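*sdha-1* (WBGene00015391, X, 8542867 to 8546021) had 39 reads in *gk165*, 49 in WT (L2) and 182 in WT (L3). Its log2 ratio was -0.84 to WT (L2), where the interval of -1.22 to 0.06 includes no change, and -1.38 to WT (L3) (-1.75 to -0.71). *gdh-1* (WBGene00014095, IV, 11953249 to 11955541) had 177 reads in *gk165*, and its log2 ratio was 0.13 to WT (L2) (-0.25 to 0.41) and -1.13 to WT (L3) (-1.37 to -0.89). *men-1* (WBGene00012983, II, 14226377 to 14233888) had 17 reads in *gk165*, with log2 ratios of -0.92 (-2.14 to -0.32) and -1.83 (-2.94 to -1.39). By level, *gk165* had 102 RPKM for *fum-1*, 47.4 for *sdha-1*, 303 for *gdh-1* and 34.2 for *men-1*.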

In deletional mutants, the relatively lowly expressed genes included *sdha-1* and *fum-1*; the moderately expressed genes included glutamate dehydrogenase (*gdh-1*) and malic enzyme (*men-1*). In point mutants, highly selectively elevated expressed genes included *idh-2* and *ldh-1*, compared to *aco-2*, *icl-1*, *pyc-1* and *pck-1/2*, which were increased in both mutants (Fig. 7A,B; Table S8).

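*idh-2* (WBGene00007942, X, 11215696 to 11218155) had 34 reads in R244H, 29 in WT (L4) and 12 in WTR, with log2 ratios of 0.84 to WT (L4) and 1.35 to WTR. The pooled reads gave wide intervals, 0.50 to 2.03 and 0.93 to 3.00. In *gk165* it had 16 reads, and log2 ratios of -0.09 (-1.19 to 1.09) and 0.07 (-0.87 to 1.03) did not differ from no change at this depth. *C34F6.9* overlaps the exons of *idh-2*. By level in R244H, *idh-2* had 53.8 RPKM, *pyc-1* 261, *pck-1* 183, *aco-2* 471, *pck-2* 890 and *icl-1* 1933. The log2 ratio of *idh-2* in R244H (L4) to *gk165* (L2), which differ in stage as well, was 0.35, with an interval of -0.31 to 1.54 that includes no change.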

qPCR measurements largely confirmed previous transcriptomic data. Expression of *icl-1*, the bifunctional key enzyme of the glyoxylate shunt, showed the most remarkable change in both deletional and point mutants compared to the appropriate controls (∼20-fold or 10-fold change in deletional and point mutants, respectively; Fig. 7C; Table S9). qPCR data also confirmed results found in metabolic analysis: *ldh-1*, which generates lactate from pyruvate, was strongly and selectively increased in point mutant animals (Fig. 8A,B; Table S9). Interestingly, only R244H mutants showed increased *aco-2*, *idh-2*, *sdha-1*, *fum-1* and *mdh-2* expression. Both mutants showed elevated *pck-2* and *pyc-1* expression, which code for key enzymes of gluconeogenesis (Fig. 8A,B; Table S9).

### Effects of *icl-1(RNAi)* and a lactate dehydrogenase inhibitor on *sdhb-1* mutants

Next, we undertook some pilot experiments to determine whether our model is drug responsive. Based on our metabolomic data, the glyoxylate cycle plays an important role in the metabolism of *sdhb-1* mutants as we found that isocitrate lyase (*icl-1*) expression was significantly elevated in both mutant backgrounds (Fig. 7 and Fig. 8A,B). We first attempted to attenuate the glyoxylate shunt by silencing ICL-1 activity by feeding *sdhb-1* mutants with HT115 bacteria expressing double-stranded RNA (dsRNA) specific for *icl-1* [*icl-1(RNAi)*]*.* This influenced the lifespan and viability of *sdhb-1(-)* null mutants as follows: *icl-1(RNAi)* treatment resulted in partially penetrant lethality of *gk165* mutant embryos (Fig. 8C; Table S10) such that 42.5% of *gk165* animals treated with *icl-1(RNAi)* died as embryos, about double the controls (19.9%, fed with bacteria expressing the empty vector). Furthermore, *gk165* null mutants exposed to dsRNA specific for *icl-1* had significantly shorter lives compared to controls (Fig. 8D; Table S1). Interestingly, neither the lifespan nor the viability of R244H point mutants was affected by *icl-1(RNAi)* (Fig. 8C,D).

As point mutants showed a significant increase in lactate dehydrogenase (*ldh-1*) expression, we applied an inhibitor that targets the human LDH-1 homolog lactate dehydrogenase A (GSK2837808A) and is known to inhibit tumorigenesis in mouse models (Xie et al., 2014). GSK2837808A arrested the development of R244H point mutants at an earlier time point, such that R244H mutant embryos grown on bacteria and the LDH-A inhibitor at 10 µM concentration arrested development at the L2/L3 larval stage in 12.4% of cases, whereas the untreated controls reached adulthood but remained sterile (Fig. 8E; Table S11).

## DISCUSSION

In this work, our first aim was to create a tractable *in vivo* model of the SDH/complex II in the mitochondrial respiratory chain that catalyzes the oxidation of succinate to fumarate *pari passu* with the reduction of ubiquinone to ubiquinol. SDH is difficult to study because it has four subunits, encoded by separate genes (*SDHA-D*) that work in concert to link the TCA cycle to electron transport.

Our second aim was to determine whether a worm model would enable a better understanding of the different biological backgrounds following different *sdhb* mutations, only some of which are associated with an increased risk of malignant PPGL. Such a model may be of importance because current PPGL treatment options are limited. To that end, using bioinformatic tools, we also explored the structural consequences of one SDHB missense mutation that might affect the SDHA-SDHB interface.

Amongst SDHB mutations (Burnichon et al., 2009), we focused on worms bearing the Arg230His missense mutation that is causal of a familial form of PPGL. We generated two transgenic lines carrying the Arg244His missense mutation (corresponding to human Arg230His) and genomic wild-type *sdhb-1*. These transgenic lines were crossed into the *sdhb-1(gk165)* deletional background. As expected, only the wild-type *SDHB* transgene efficiently rescued the L2 larval arrest that is characteristic of the SDHB null mutant. In contrast, the point mutant corresponding to human Arg230His was unable to fully complement the deletional phenotype, producing only sterile adults with a significantly shortened lifespan of a similar degree to that of null mutants. These data are consistent with known lifespan-shortening effects of mutations in the *C. elegans* SDHC *mev-1* subunit (Chang et al., 2017).

To gain more insight into the nature of *gk165* and *Arg244His* mutant alleles, we examined whether SDHB is transcribed and translated in these mutant backgrounds. Wes was used to determine SDHB-1 status by applying a human anti-SDHB antibody, which successfully cross-reacted with the homologous worm protein. We first confirmed that *gk165* represents a true null allele as in this background SDHB-1 protein is absent. In *Arg244His* mutants, SDHB-1 is transcribed and translated, but at a lower level compared to the wild-type control. This result shows that the SDHB-1 R244H protein is stable enough to be detected, although it is functionally defective in the TCA cycle, given the elevated succinate-to-furmarate ratio. However, we do not know whether the SDH complex stays intact in the mutant or whether soluble SDHA is released with an attenuated function described as ‘CII low activity’ (Bezawork-Geleta et al., 2018). The status of SDHA needs to be examined in both *sdhb-1* deletional and point mutants in future studies.

In our metabolic studies, the *gk165* null allele showed the expected elevation of the SDH substrate succinate accompanied by a low fumarate level. Interestingly, point mutants showed an almost identically elevated succinate-to-fumarate ratio compared to deletional mutants, suggesting that point mutation also leads to loss of SDH activity in the TCA cycle. However, the mechanisms may be very different. Transcriptionally, only the null mutant displayed a reduction in both the SDHA and fumarase mRNA levels. 

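In R244H, *sdha-1* had 136 reads, compared with 184 in WT (L4) and 86 in WTR. Its log2 ratio was 0.65 to WT (L4) (95% interval 0.26 to 0.92) and 1.20 to WTR (0.68 to 1.48), above both controls.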

Clearly, in the null state, elevated succinate cannot be further metabolized in the TCA cycle, but we saw no corresponding reduction in SDHA mRNA in the point mutant worm. Stimulated oxygen consumption was also equivalently reduced in both deletional and point mutant animals and was accompanied by downregulated mitochondrial and total ATP content, consistent with the notion that this related manifestation of SDH activity was eliminated equally in both mutants. These results are in line with published human data (Burnichon et al., 2009) and our bioinformatic predictions suggesting that the Arg244His substitution induces a conformational change in the structure of SDHB-1 that might result in either an inactive or altered enzyme. Although it is recognized that proteins are fairly robust and point mutations are unlikely to alter their 3D structure and function (Bowie et al., 1990), there are accumulating reports of several systems in which mutation of distal residues can lead to dramatic changes at a remote active site (Lee and Goodey, 2011), which often leads to aberrant and even inactive enzymes. Importantly, the guanidino group of Arg230 (Arg244 in worms) normally forms a conserved Asp224-Arg230 salt bridge that might be critical for the stability of SDHB proteins. The importance of this salt bridge is also supported by the fact that not only the Arg230His mutation described in this work, but also missense mutation of the bridging partner's histidine Asp224His, is linked to hereditary PPGL (Lefebvre et al., 2012).

Despite the above similarities in bioenergetics, the null and point mutants show significant developmental differences: the null worms show arrested development at the L2 larval stage, whereas point mutants develop further, eventually reaching adulthood, although they are then sterile. In order to understand this discrepancy, we carried out a relative metabolic and transcriptomic analysis of the two mutants.

We found elevated isocitrate lyase (*icl-1*) expression in both mutants (confirmed by qPCR, below). Isocitrate lyase is the key enzyme of the glyoxylate shunt, which cleaves the TCA intermediate isocitrate to generate the two products, glyoxylate and succinate. In the glyoxylate shunt, malate synthase then converts glyoxylate and acetyl-CoA into malate (Fig. 8A,B). The glyoxylate shunt is a variation of the TCA cycle, which centers on the conversion of acetyl-CoA to succinate, thereby enabling the synthesis of carbohydrates. This action transects the TCA by bypassing the steps that normally liberate carbon dioxide as aKG catabolized to succinate. The glyoxylate shunt functions in plants, some microorganisms and nematodes, but it remains controversial as to whether it can function in humans (Strittmatter et al., 2014). In wild-type worms, the glyoxylate cycle is active during early development (at the pre-hatching embryonic development and at the first L1 larval stages), peaks at L2, and then declines thereafter in L3-L4 larvae through to adulthood (Liu et al., 1997). Energy production through the TCA cycle shows an opposite tendency as its activity is elevated after hatching and increases substantially throughout L1-L4 larval development (Wadsworth and Riddle, 1989). The metabolic switch between the (early) glyoxylate shunt and the (later) TCA cycle pivots at the L2/L3 larval stage, exactly when we observed arrested development in *sdhb-1(gk165)* deletional mutants.

Correspondingly, transcriptomic and qPCR data showed elevated *icl-1* expression in deletional mutants, which arrest at L2 larval stage, in which the glyoxylate cycle is active. *icl-1* expression was also increased in Arg244His point mutants, which might compensate for the absence of SDH activity in the TCA cycle. 

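R244H (L4) and *gk165* (L2) were set side by side for *pck-2* and *pyc-1*, with the stage differing as well as the genotype. The log2 ratio of R244H to *gk165* was 0.86 for *pck-2* (95% interval 0.77 to 1.13) and 1.34 for *pyc-1* (1.21 to 1.85). Between wild-type worms of the same stages, WT (L4) to WT (L2), it was 0.93 (0.55 to 1.22) and 0.87 (0.52 to 1.50).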

Interestingly, key enzymes of gluconeogenesis (*pck-2*, *pyc-1*) were not significantly different when point mutants were compared to the null state. 

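In R244H, *ogdh-1* (WBGene00020679, IV, 4696982 to 4704011) had log2 ratios of 0.71 to WT (L4) (95% interval 0.39 to 0.80) and 0.80 to WTR (0.52 to 0.98). For *suca-1* (WBGene00009812, X, 10897678 to 10900114) they were 0.14 (-0.29 to 0.53) and 0.22 (-0.29 to 0.61), and both intervals include no change. For *fum-1* the ratios were 0.55 (0.24 to 0.79) and 0.75 (0.51 to 1.16). For *mdh-2* (WBGene00003162, III, 6606247 to 6608106) they were 0.32 (0.15 to 0.51) and 0.93 (0.63 to 1.06). The controls themselves differed for *mdh-2* and *fum-1*, with log2 ratios of WTR to WT (L4) of -0.61 (-0.71 to -0.32) and -0.20 (-0.62 to -0.02). The list of 19 TCA cycle genes had medians of 0.32 to WT (L4) and 0.55 to WTR, above 92.8% and 97.8% of 10000 random lists of the same size and expression. In *gk165* its medians were -0.37 to WT (L2) and -0.99 to WT (L3), above 15.9% and 5.37% of such lists. The list of 19 glycolysis genes had medians of 0.71 and 0.65 in R244H, above 99.8% and 99.0% of random lists, and of 0.11 to WT (L2) and -0.41 to WT (L3) in *gk165*, above 57.6% and 43.9%.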

Neither was the relative expression of the message for several TCA cycle enzymes (*ogdh-1*, *suca-1*, *fum-1* and *mdh-2*) different in R244H worms compared to wild-type controls, which suggests that the point mutants can express key components of the TCA cycle in addition to the glyoxylate cycle.

Conversely, gene expression studies showed important differences in the metabolism of null versus point mutant worms. Transcriptomics also demonstrated significant metabolic alterations, consistent with LC-MS measurements in the point and deletional mutants. Increased expression of the message for the enzyme interconverting lactate and pyruvate (*ldh-1*) was confined to point mutants, consistent with our biochemical data, which showed high lactate levels only in the Arg244His point mutants. Together, the data suggest that Arg244His point mutants, which develop into sterile adults, exhibit a higher glycolytic activity alongside a partially functioning TCA cycle, where the glyoxylate shunt likely compensates for the absence of SDH activity. However, null mutants (which show arrested development at the L2 larval stage) have no similarly rewired metabolism and can only use the glyoxylate cycle, which might explain their early arrested development. In this respect, in Arg244His mutants, the glycolytic-oxphos metabolite concentrations/ratios were reminiscent of tumor cells undergoing Warburg effect, i.e. favoring glycolysis even under aerobic conditions instead of oxidative phosphorylation (Vander Heiden et al., 2009). Consistent with this notion, the Warburg effect was shown to be induced in human hepatocellular carcinoma cells in response to decreased succinate dehydrogenase B activity (Tseng et al., 2018).

In the work reported here, we have generated a novel nematode model for examining and evaluating the developmental and metabolic consequences of two clinically important *SDHB* mutations (null and point mutant). We observed very different metabolic alterations as a result of *sdhb-1* deletion in comparison to an equally cancer-proven but highly malignant (Arg230His) missense mutation.

We propose that such a worm model could, in principle, be used to test the effect of different drug candidates to see whether they act selectively on mutant worms, leaving both normal and null worms unscathed. In a pilot experiment, we targeted the glyoxylate shunt and lactate metabolism in our model. In order to attenuate the glyoxylate shunt, we inactivated, by RNAi, *icl-1*, which encodes isocitrate lyase, the key enzyme of the shunt. We found that *icl-1(RNAi)* treatment selectively acted on *gk165* null mutants, caused a partially penetrant embryonic lethality and shortened lifespan. These data are consistent with the idea that the glyoxylate cycle serves a critical role in null mutants by sustaining their development until the L2 stage. However, R244H point mutants, which are able to reach adulthood, specifically display an elevated lactate dehydrogenase (*ldh-1*) expression in addition to the increased *icl-1* message. We tested the notion that these point mutated animals use lactate as an energy source as a consequence of an increased LDH-1 production, by pharmacologically inhibiting LDH-1 activity using an established LDH-A inhibitor previously studied in human cells. LDH-1 inhibition resulted in an earlier than expected L2/L3 larval arrest of point mutants, showing that LDH-1 activity is indeed crucial in their development.

Thus, we have shown that our novel PPGL model is potentially druggable. Our modeling approach might also be of benefit to research groups studying other SDH mutations and different TCA cycle genes linked to metabolic diseases and cancer.

During the preparation of this paper, Lotti et al. (2019) extended the tripartite classification of PPGL (see Introduction) using a developmentally based approach to PPGL ontogeny. They examined the morphology of PPGL and propose that ‘paraganglioma is a fundamentally organized, albeit aberrant, tissue composed of neoplastic vascular and neural cell types that share a common origin from a multipotent mesenchymal-like stem/progenitor cell’ (Lotti et al., 2019). Our developmental paradigm provides a tractable model to test this idea and the classical classification system using tractable (and potentially druggable) *C. elegans.*

## MATERIALS AND METHODS

### *C. elegans* strains

*C. elegans* strains were maintained under standard conditions (Brenner, 1974). The following strains were used: wild type (WT), Bristol N2; VC294, {*sdhb-1(gk165)/ mIn1 (mIs14 [myo-2::gfp; pes-10::gfp]) dpy-10(e128)] II.*}; COP952, [*pNU636 (Psdhb-1_sdhb-1(genomic G731A)_UTRsdhb-1; unc-119(+)) X.; unc-119(ed3) III.*]; COP957, [*pNU637 (Psdhb-1_sdhb-1(genomic wt)_UTRsdhb-1; unc-119(+)) X.; unc-119(ed3) III.*]; R244H, *sdhb-1(gk165)/ mIn1 [mIs14 [myo-2::gfp; pes-10::gfp] dpy-10(e128)] II.; unc-119(ed3) III.(?); pNU636 (Psdhb-1_sdhb-1(G731A)_UTRsdhb-1; unc-119(+)) X.*; WTR, *sdhb-1(gk165)/ sdhb-1(gk165) II.; unc-119(ed3) III.(?); pNU637 (Psdhb-1_sdhb-1(genomic wt)_UTRsdhb-1; unc-119(+)) X*.; *sdhb-1p::gfp* reporter strain, *unc-119(ed3)III; Ex[psdhb-1::gfp + unc-119(+)]*.

### Genotyping of mutant strains

For genotyping the *gk165* deletion, we used the following forward and reverse primers: 5′-TGAAATTGCATTGTCCTCTCAC-3′ and 5′-CGATTTGATCTCTCCGATGG-3′ (Table S12). In this study, we also used two transgenic strains generated by Knudra Transgene Service: *sdhb-1* wild-type transgenic strain [*sdhb-1p::SDHB-1(wt)::sdhb-1u*] and a transgenic strain carrying the Arg244His missense mutation (caused by a G731A point mutation in the coding sequence) [*sdhb-1p::SDHB-1(G731A)::sdhb-1u*]. Both strains carry the corresponding single-copy transgene inserted into a given region of the X chromosome by MosSCI. For genotyping the transgenes, we used the following primers: F1, 5′-GATCAAATCGCTGCTTACTG-3′; F2, 5′-CATTTGATCAGCGTAGTTGC-3′; R1, 5′-ATTCTTTCTCCTAGCCTTCG-3′ (Table S12). F1+R1 amplifies a 770 bp transgene-specific product (the product from the wild type is too large to be amplified), while amplification by F2+R1 gives a 460 bp wild-type-specific product.

### Lifespan assay

Lifespan assays were conducted at 20°C on nematode growth medium (NGM) plates seeded with *Escherichia* *coli* [OP50 or HT115(DE3)] bacteria. The worms were synchronized by NaOH/hypochlorite treatment. Three to four parallel plates with 40 animals of the corresponding strains were used. The numbers of animals used for the experiment are shown (Table S1). Animals that climbed up the wall of plastic dishes or died prematurely because of picking were excluded/censored from the analysis. Animals were scored as dead when they no longer moved when pushed a few times. IBM SPSS Statistics software was used to carry out statistical analysis. The *P*-values for comparing Kaplan–Meyer survival curves between two groups were determined using log-rank tests. The *P*-values for comparing mean lifespans were determined using independent two-sample Student's *t*-tests with Bonferroni correction.

### Wes

Protein lysates of worms of different genotypes were prepared as described in Farkas et al. (2019). The protein content of worm lysates was quantified by Bradford protein assay (Bio-Rad) and immunodetected with Wes Simple analysis on Wes system (ProteinSimple-Biotechne 004-600). Then, 12-230 kDa Separation Module (ProteinSimple SM-W004) and an Anti-Rabbit Detection Module (ProteinSimple DM-001) were applied. Briefly, protein samples were diluted in sample buffer thereafter mixed with Fluorescent Master Mix 1:4 and denatured at 95°C for 5 min. According to the manufacturer's instructions, the samples, blocking reagent (antibody diluent), primary antibodies, horseradish peroxidase (HRP)-conjugated secondary antibodies and chemiluminescent substrate were added to the plate. Immunodetection was performed automatically, and the results are reported as virtual gels based on chemiluminescence signals. The default settings of the device were the following: stacking and separation at 375 V for 25 min; blocking reagent for 30 min; primary and secondary antibodies both for 30 min; luminol/peroxide chemiluminescence detection for 30 min (exposure times were selected for the antibodies between 1 s and 512 s). The following primary antibodies were used: rabbit polyclonal anti-DYN-1 (1:100; kindly provided by Zheng Zhou, Baylor College of Medicine, Houston, TX, USA, rabbit anti-SDHB (1:50; GTX104628, Genetex).

### Generation of a transgenic strain

The *sdhb-1* minimal promoter fragment was amplified using primers listed in Table S12 and was digested with AscI and NotI, then cloned into pRH21 (Hofmann et al., 2002). Subsequently, transgenic worms were generated by biolistic transformation using the *unc-119(ed3)* mutant genetic background and the *unc-119(+)* gene as a co-transformation marker.

### LC-MS

Worms at different larval stages were picked to Eppendorf tubes containing M9 solution (in order to prevent any effect of *E. coli* metabolites on the measurements). Samples were centrifuged at 15,294 ***g*** at 4°C for 3 min, after which the supernatant was discarded and the pellet was placed to liquid nitrogen until it became frozen. Metabolite extraction was performed by adding 450 μl methanol:chloroform:water (9:1:1 v/v) solution to the pellets, which were then homogenized and vortexed for a minute. Next, the pellet was centrifuged at 20,817 ***g*** at 4°C for 10 min. The supernatant was transferred to a new Eppendorf tube and was stored at −80°C until measurement was performed. LC-MS/MS assays were conducted using a Perkin-Elmer Flexar FX10 ultra-performance liquid chromatograph coupled with a Sciex 5500 QTRAP mass spectrometer. For chromatographic separation, a Phenomenex Luna Omega C18 column (100×2.1 mm, 1.6 µm) was used (Gen-Lab Ltd, Budapest, Hungary). The mobile phase consisted of water containing 0.1% (v/v) formic acid (A) and methanol containing 0.1% (v/v) formic acid (B). The following gradient program was used: 100% A, hold 0.2 min, ramp A to 10% in 9.8 min, immediately ramp A back to 100% in 1.0 min, hold 7.0 min. The total run time was 18.0 min, the flow rate was 180 µl/min and 5 µl sample was injected. Column temperature was set at 35°C. The mass spectrometer was set to negative electrospray ionization mode using the following parameters: source temperature, 300°C; ionization voltage, −4000 V; curtain gas, 35 psi; gas1, 35 psi; gas2, 35 psi; entrance potential, −10 V; CAD gas, medium.

Quantitative analysis was performed in multiple reaction monitoring (MRM) mode. The following metabolites were detected: citrate, fumarate, lactate, malate, pyruvate, succinate, aspartate, glutamate. IBM SPSS Statistics software was used to carry out statistical analysis and determine means±s.d. using one-way ANOVA.

### Oxygen consumption measurement by Seahorse XF Analyzer

The Seahorse XF96 Analyzer (Agilent, USA) was used for assessment of worm bioenergetics. Hydration of probes was performed with 200 µl Seahorse Bioscience XF96 calibrant (pH 7.4) solution at 37°C overnight. Heat and temperature control on the Seahorse XF96 Analyzer was switched off and the experiment was carried out in a cold room of 10°C in order to ensure a temperature of 20°C inside the analyzer. Worms were picked into M9-filled 96-well Seahorse plates (L4 larval stage, 20 worms per well; L2 larval stage, 100 worms per well). We used two compounds, FCCP at 10 µM final well concentration and sodium azide at 40 mM final well concentration, to assess bioenergetics in *sdhb-1* mutant worms and control strains. FCCP is a protonophore and uncoupler reagent of mitochondrial oxidative phosphorylation, which uncouples ATP synthesis (phosphorylation) from the electron transport chain (oxidation) by transporting H^+^ ions through the mitochondrial membrane bypassing the ATP synthase. Sodium azide is a complex IV (cytochrome *c* oxidase) inhibitor, which binds directly to the heme prosthetic group of cytochrome *c* oxidase to prevent the final transfer of electrons to oxygen. It also inhibits the reverse mode of ATP synthase. First, the total cellular OCR was measured, from which basal respiration can be derived by subtracting non-mitochondrial oxygene consumption. In our experiments, 100 μM FCCP was injected to obtain maximal respiration, then 400 mM sodium azide was used to allow measurements of the non-mitochondrial respiration. Spare capacity was calculated based on the difference between the basal respiration and maximal respiration. IBM SPSS Statistics software was used to carry out statistical analysis and determine means±s.d. using one-way ANOVA.

### Mitotracker

A synchronized population of worms was obtained after embryo isolation, then washed three times with M9 buffer. The worms were incubated with the Mitotracker dye (Mitotracker Red CMX Ros, Sigma-Aldrich) for 30 min at 22°C, then washed three times with M9 buffer. Randomly selected worms were observed under confocal microscopy at 40× after being paralyzed with 2% sodium azide solution. This technique measures the relative fold-change intensity of mitochondrial content. IBM SPSS Statistics software was used to carry out statistical analysis and determine means±s.d. using two-sample Student's *t*-tests.

### ATP assay

After obtaining a synchronized population of worms, 2000 worms from each group (obtained by normalized approximation procedure for worm number) were homogenized in a sonicator and the supernatant was collected. A Bradford assay was performed to estimate the protein content in the supernatant. For each group, 20 μg of the protein was collected, to which 200 μl of ATP assay mix was added. The luminescence was immediately read using a Perkin Elmer (Victor) luminometer. IBM SPSS Statistics software was used to carry out statistical analysis and determine means±s.d. using two-sample Student's *t*-tests.

### Modeling the human SDHA/B complex

The multiple alignment was generated using P21912|SDHB_HUMAN Succinate dehydrogenase B as query to perform a blastp search using the BLAST tools of NCBI. Top-matching sequences, annotated as succinate dehydrogenase B, were selected and were aligned with the Constraint-based Multiple Alignment Tool of NCBI (Fig. 6A). Subunits A and B of porcine SDH (PDB ID: 4YTP) were used to model human SDHA/B complex (97% sequence identity to human SDHA/B; see Fig. S5 for alignment). Transit sequences were omitted in the modeling process. The wild-type and R230H variants of human SDHA/B complex were constructed using homology modeling. Modeller (Sali and Blundell, 1993) was employed to generate 1000 homology models for each of the wild-type and R230H mutant. Twenty models were selected from the 1000 models: the top ten models selected by the DOPE scoring function (Shen and Sali, 2006) and the top ten models selected by Modeller's probability density function. Inter-residue pairwise contacts were calculated using an in-house Python implementation. Two residues were deemed to be in contact if any two heavy atoms from the two residues were less than 4.5 Å apart. Averaged contact frequency was evaluated by averaging the corresponding residue-pair contacts over the 20 models. Differences in averaged residue-pair contact frequencies were used to quantify the structural changes upon mutation.

### Transcriptomics analysis

#### RNA sequencing (RNA-seq)

The total nucleic acid extraction of wild-type and mutant animals was conducted by TRI Reagent^®^ (Molecular Research Center, Cincinnati, OH, USA) as recommended by the manufacturer. The crude extract was further purified with RNeasy Mini Kit (Qiagen, Hilden, Germany) using the manufacturer's protocol. To remove DNA contamination that might interfere with downstream applications, Column DNase treatment with Qiagen RNase-free DNase kit was applied. To purify pure mature polyA-tailed mRNA, we performed a magnetic bead-based separation on the purified total RNA with NEB NEXT Poly(A) mRNA magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA). We used 100 ng mature polyA-tailed mRNA per sample to construct RNA-seq libraries. The NEB NEXT ULTRA II Directional RNA Library Preparation Kit (Illumina, San Diego, CA, USA) was used to create sample libraries using the NEB factory protocol. Each sample was individually indexed with NEB NEXT Multiplex Oligos for the Illumina Kit. Samples were equimolarly pooled to a 4 nM sequencing library and sequenced with Illumina MiSEQ v2 500 cycles reagent on the Illumina MiSEQ System.

The *C. elegans* WBcel235 genome release 94 assemblies were obtained from the Ensembl database. The chromosomal sequences and annotation files were downloaded as FASTA and GTF format, respectively. Genome and transcriptome sequences in FASTA format were indexed with Tophat2 (Bowtie2). Illumina paired-end sequencing data were exported in FASTQ file format.

The FASTQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to pre-process RNA-seq data, to evaluate the qualities of original and trimmed reads (Martin, 2011). The trimmed sequence sets were aligned to the genome with Tophat2 (Bowtie2), using default parameters (Langmead et al., 2009; Kim et al., 2013). For further analysis, the reads were sorted by Samtools (http://samtools.sourceforge.net) according to coordinates. The function feature counts (Rsubread R package) were used for counting reads to genomic features. Two variants of count-based gene expression level estimation union-exon and transcript-based counting were used. To implement union-exon, we selected the exon entries from the annotation files, grouped them by the Ensembl gene identifier, and merged overlapping exons for each gene using the function to summarize overlaps from bioconductor library GenomicAlignments. We then generated per-gene counts by intersecting the genomic alignments with the resulting ‘pseudoexons’ using featureCount (Liao et al., 2014).

The Bioconductor package edgeR was used for differential expression analyses of read counts for genomic features arising from RNA-seq (Robinson et al., 2010; McCarthy et al., 2012). IBM SPSS Statistics software was used to carry out statistical analysis and determine means±s.d. using two-sample Student's *t*-tests with Bonferroni correction.

#### Transcriptomics validation

For validation of the gene expression data calculated in the transcriptomic analysis a reverse transcription (RT)-qPCR approach was used. Primers were designed for candidate genes [*cdc-42* (reference gene), *aco-2*, *fum-1*, *gdh-1*, *icl-1*, *idh-2*, *ldh-1*, *men-1*, *pck-2*, *pyc-1*, *sdha-1*] on exon boundaries suitable for SYBR GREEN assay using Primer3 (Table S12). Primers were manufactured by Eurofins Genomics AT GmbH. RNA was prepared as described above and 100 ng was transcribed to cDNA with a High-Capacity RNA-to-cDNA Kit (Thermo Fisher Scientific, Waltham, MA, USA). cDNA was assayed with a SensiFAST SYBR Lo-ROX Kit (Bioline, London, UK) and using specific primers spanning exon boundaries of respective genes on a Quant Studio 7 FLEX Q-RT-PCR system (Thermo Fisher Scientific). Relative gene expression was estimated by the ddCt method (Pfaffl, 2004). IBM SPSS Statistics software was used to carry out statistical analysis and determine means±s.d. using one-way ANOVA.

### RNAi

The *icl-1(gei-7)* PCR fragment was amplified using primers listed in Table S12. Next, it was cloned into L4440 vector (pPD129.36; Fire Lab 1997 Vector Kit) by SacI and Acc65I. The obtained construct was transformed into bacterial strain HT115(DE3). RNAi experiments were performed at 20°C as described (Timmons, 2006).

### LDH-A inhibitor treatment

R244H animals were treated by LDH-A inhibitor GSK2837808A (Tocris) at 1 µM and 10 µM (Xie et al., 2014). R244H strain was synchronized by NaOH/hypochlorite treatment, and embryos were put on NGM plates with a seeded lawn of OP50 bacteria containing GSK2837808A at a final concentration of 1 µM and 10 µM.

## Consent to participate

For the family tree mentioned in this article, we contacted members of the family through Findacure Foundation and the Phaeo Para Cancer Charity. They provided consent and their phenotypic data.

## Supplementary Material

Supplementary information

## References

[DMM044925C1] AmarL., BertheratJ., BaudinE., AjzenbergC., Bressac-de PailleretsB., ChabreO., ChamontinB., DelemerB., GiraudS., MuratA.et al. (2005). Genetic testing in pheochromocytoma or functional paraganglioma. *J. Clin. Oncol.* 203, 8812-8818. 10.1200/JCO.2005.03.148416314641

[DMM044925C2] BennD. E., RobinsonB. G. and Clifton-BlighR. J. (2015). 15 YEARS OF PARAGANGLIOMA: Clinical manifestations of paraganglioma syndromes types 1-5. *Endocr Relat. Cancer* 22, T91-T103. 10.1530/ERC-15-026826273102PMC4532956

[DMM044925C3] Bezawork-GeletaA., WenH., DongL., YanB., ViderJ., BoukalovaS., KrobovaL., VanovaK., ZobalovaR., SobolM.et al. (2018). Alternative assembly of respiratory complex II connects energy stress to metabolic checkpoints. *Nat. Commun.* 9, 2221 10.1038/s41467-018-04603-z29880867PMC5992162

[DMM044925C4] BowieJ. U., Reidhaar-OlsonJ. F., LimW. A. and SauerR. T. (1990). Deciphering the message in protein sequences: tolerance to amino acid substitutions. *Science* 247, 1306-1310. 10.1126/science.23156992315699

[DMM044925C5] BrennerS. (1974). The genetics of Caenorhabditis elegans. *Genetics* 77, 71-94.436647610.1093/genetics/77.1.71PMC1213120

[DMM044925C6] BrouwersF. M., EisenhoferG., TaoJ. J., KantJ. A., AdamsK. T., LinehanW. M. and PacakK. (2006). High frequency of SDHB germline mutations in patients with malignant catecholamine-producing paragangliomas: implications for genetic testing. *J. Clin. Endocrinol. Metab.* 91, 4505-4509. 10.1210/jc.2006-042316912137

[DMM044925C7] BurnichonN., RohmerV., AmarL., HermanP., LeboulleuxS., DarrouzetV., NiccoliP., GaillardD., ChabrierG., ChabolleF.et al. (2009). The succinate dehydrogenase genetic testing in a large prospective series of patients with paragangliomas. *J. Clin. Endocrinol. Metab.* 94, 2817-2827. 10.1210/jc.2008-250419454582

[DMM044925C8] CascónA., López-JiménezE., LandaI., LeskeläS., Leandro-GarcíaL. J., MaliszewskaA., LetónR., de la VegaL., García-BarcinaM. J., SanabriaC.et al. (2009). Rationalization of genetic testing in patients with apparently sporadic pheochromocytoma/paraganglioma. *Horm. Metab. Res.* 41, 672-675. 10.1055/s-0029-120281419343621

[DMM044925C9] Cerecer-GilN. Y., FigueraL. E., LlamasF. J., LaraM., EscamillaJ. G., RamosR., EstradaG., HussainA. K., GaalJ., KorpershoekE.et al. (2010). Mutation of SDHB is a cause of hypoxia-related high-altitude paraganglioma. *Clin. Cancer Res.* 16, 4148-4154. 10.1158/1078-0432.CCR-10-063720592014

[DMM044925C10] ChangH.-W., PisanoS., ChaturbediA., ChenJ., GordonS., BaruahA. and LeeS. S. (2017). Transcription factors CEP-1/p53 and CEH-23 collaborate with AAK-2/AMPK to modulate longevity in Caenorhabditis elegans. *Aging Cell* 16, 814-824. 10.1111/acel.1261928560849PMC5506430

[DMM044925C11] FarkasZ., PetricM., LiuX., HeritF., RajnavolgyiE., SzondyZ., BudaiZ., OrbanT. I., SandorS., MehtaA.et al. (2019). The nucleoside diphosphate kinase NDK-1/NME1 promotes phagocytosis in concert with DYN-1/Dynamin. *FASEB J.* 33, 11606-11614. 10.1096/fj.201900220R31242766PMC6819981

[DMM044925C12] GunawardaneP. T. K. and GrossmanA. (2017). Phaeochromocytoma and Paraganglioma. *Adv. Exp. Med. Biol.* 956, 239-259. 10.1007/5584_2016_7627888488

[DMM044925C13] GuzyR. D., SharmaB., BellE., ChandelN. S. and SchumackerP. T. (2008). Loss of the SdhB, but Not the SdhA, subunit of complex II triggers reactive oxygen species-dependent hypoxia-inducible factor activation and tumorigenesis. *Mol. Cell. Biol.* 28, 718-731. 10.1128/MCB.01338-0717967865PMC2223429

[DMM044925C14] HesF. J., WeissM. M., WoortmanS. A., de MirandaN. F., van BunderenP. A., BonsingB. A., StokkelM. P., MorreauH., RomijnJ. A., JansenJ. C.et al. (2010). Low penetrance of a SDHB mutation in a large Dutch paraganglioma family. *BMC Med. Genet.* 11, 92 10.1186/1471-2350-11-9220540712PMC2891715

[DMM044925C15] HofmannE. R., MilsteinS., BoultonS. J., YeM., HofmannJ. J., StergiouL., GartnerA., VidalM. and HengartnerM. O. (2002). Caenorhabditis elegans HUS-1 is a DNA damage checkpoint protein required for genome stability and EGL-1-mediated apoptosis. *Curr. Biol.* 12, 1908-1918. 10.1016/S0960-9822(02)01262-912445383

[DMM044925C16] HoogewijsD., HouthoofdK., MatthijssensF., VandesompeleJ. and VanfleterenJ. R. (2008). Selection and validation of a set of reliable reference genes for quantitative sod gene expression analysis in C. elegans. *BMC Mol. Biol.* 9, 291 10.1186/1471-2199-9-9PMC225463818211699

[DMM044925C17] HuangJ. and LemireB. D. (2009). Mutations in the C. elegans succinate dehydrogenase iron-sulfur subunit promote superoxide generation and premature aging. *J. Mol. Biol.* 387, 559-569. 10.1016/j.jmb.2009.02.02819233206

[DMM044925C18] HujberZ., HorváthG., PetőváriG., KrenczI., DankóT., MészárosK., RajnaiH., SzoboszlaiN., LeendersW. P. J., JeneyA.et al. (2018). GABA, glutamine, glutamate oxidation and succinic semialdehyde dehydrogenase expression in human gliomas. *J. Exp. Clin. Cancer Res.* 37, 271 10.1186/s13046-018-0946-530404651PMC6223071

[DMM044925C19] InaokaD. K., ShibaT., SatoD., BalogunE. O., SasakiT., NagahamaM., OdaM., MatsuokaS., OhmoriJ., HonmaT.et al. (2015). Structural Insights into the Molecular Design of Flutolanil Derivatives Targeted for Fumarate Respiration of Parasite Mitochondria. *Int. J. Mol. Sci.* 16, 15287-15308. 10.3390/ijms16071528726198225PMC4519900

[DMM044925C20] KantorovichV. and PacakK. (2018). New insights on the pathogenesis of paraganglioma and pheochromocytoma. *F1000Res* 7 10.12688/f1000research.14568.1PMC617310730345003

[DMM044925C21] KimD., PerteaG., TrapnellC., PimentelH., KelleyR. and SalzbergS. L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 14, R36 10.1186/gb-2013-14-4-r3623618408PMC4053844

[DMM044925C22] KoopmanM., MichelsH., DancyB. M., KambleR., MouchiroudL., AuwerxJ., NollenE. A. and HoutkooperR. H. (2016). A screening-based platform for the assessment of cellular respiration in Caenorhabditis elegans. *Nat. Protoc.* 11, 1798-1816. 10.1038/nprot.2016.10627583642PMC5040492

[DMM044925C23] LangmeadB., TrapnellC., PopM. and SalzbergS. L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* 10, R25 10.1186/gb-2009-10-3-r2519261174PMC2690996

[DMM044925C24] LeeJ. and GoodeyN. M. (2011). Catalytic contributions from remote regions of enzyme structure. *Chem. Rev.* 111, 7595-7624. 10.1021/cr100042n21923192

[DMM044925C25] LefebvreS., Borson-ChazotF., Boutry-KryzaN., WionN., SchilloF., PeixJ. L., BrunaudL., FinatA., CalenderA. and GiraudS. (2012). Screening of mutations in genes that predispose to hereditary paragangliomas and pheochromocytomas. *Horm. Metab. Res.* 44, 334-338. 10.1055/s-0032-130630822517554

[DMM044925C26] LiaoY., SmythG. K. and ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30, 923-930. 10.1093/bioinformatics/btt65624227677

[DMM044925C27] LinH., SuX. and HeB. (2012). Protein lysine acylation and cysteine succination by intermediates of energy metabolism. *ACS Chem. Biol.* 7, 947-960. 10.1021/cb300179322571489PMC3376250

[DMM044925C28] LiuF., ThatcherJ. D. and EpsteinH. F. (1997). Induction of glyoxylate cycle expression in Caenorhabditis elegans: a fasting response throughout larval development. *Biochemistry* 36, 255-260. 10.1021/bi96238008993341

[DMM044925C29] LottiL. V., VespaS., PantaloneM. R., PercontiS., EspositoD. L., VisoneR., VeroneseA., PatiesC. T., SannaM., VerginelliF.et al. (2019). A Developmental Perspective on Paragangliar Tumorigenesis. *Cancers* 11, 273 10.3390/cancers11030273PMC646860930813557

[DMM044925C30] LuzA. L., RooneyJ. P., KubikL. L., GonzalezC. P., SongD. H. and MeyerJ. N. (2015). Mitochondrial Morphology and Fundamental Parameters of the Mitochondrial Respiratory Chain Are Altered in Caenorhabditis elegans Strains Deficient in Mitochondrial Dynamics and Homeostasis Processes. *PLoS One* 10, e0130940.2610688510.1371/journal.pone.0130940PMC4480853

[DMM044925C31] MartinM. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. 17, 3 10.14806/ej.17.1.200

[DMM044925C32] McCarthyD. J., ChenY. and SmythG. K. (2012). Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. *Nucleic Acids Res.* 40, 4288-4297. 10.1093/nar/gks04222287627PMC3378882

[DMM044925C33] MurphyM. P. and O'NeillL. A. J. (2018). Krebs Cycle Reimagined: The Emerging Roles of Succinate and Itaconate as Signal Transducers. *Cell* 174, 780-784. 10.1016/j.cell.2018.07.03030096309

[DMM044925C34] PacakK. and TellaS. H. (2000). Pheochromocytoma and Paraganglioma. In *Endotext* (eds FeingoldK. R., AnawaltB., BoyceA., ChrousosG., DunganK., GrossmanA., HershmanJ. M., KaltsasG., KochC. and KoppP.et al.). South Dartmouth, MA: MDText.com, Inc.

[DMM044925C35] PfafflM. W. (2004). Quantification strategies in real-time PCR. In *A–Z of Quantitative PCR* (ed. BustinS.A.). International University Line (IUL): La Jolla, CA, USA.

[DMM044925C36] PollardP. J., BriereJ. J., AlamN. A., BarwellJ., BarclayE., WorthamN. C., HuntT., MitchellM., OlpinS., MoatS. J.et al. (2005). Accumulation of Krebs cycle intermediates and over-expression of HIF1alpha in tumours which result from germline FH and SDH mutations. *Hum. Mol. Genet.* 14, 2231-2239. 10.1093/hmg/ddi22715987702

[DMM044925C37] PujolC., Bratic-HenchI., SumakovicM., HenchJ., MourierA., BaumannL., PavlenkoV. and TrifunovicA. (2013). Succinate dehydrogenase upregulation destabilize complex I and limits the lifespan of gas-1 mutant. *PLoS One* 8, e59493 10.1371/journal.pone.005949323555681PMC3610896

[DMM044925C38] RobinsonM. D., McCarthyD. J. and SmythG. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139-140. 10.1093/bioinformatics/btp61619910308PMC2796818

[DMM044925C39] RustinP. and RotigA. (2002). Inborn errors of complex II--unusual human mitochondrial diseases. *Biochim. Biophys. Acta.* 1553, 117-122. 10.1016/S0005-2728(01)00228-611803021

[DMM044925C40] ŠaliA. and BlundellT. L. (1993). Comparative protein modelling by satisfaction of spatial restraints. *J. Mol. Biol.* 234, 779-815. 10.1006/jmbi.1993.16268254673

[DMM044925C41] SelakM. A., ArmourS. M., MacKenzieE. D., BoulahbelH., WatsonD. G., MansfieldK. D., PanY., SimonM. C., ThompsonC. B. and GottliebE. (2005). Succinate links TCA cycle dysfunction to oncogenesis by inhibiting HIF-alpha prolyl hydroxylase. *Cancer Cell* 7, 77-85. 10.1016/j.ccr.2004.11.02215652751

[DMM044925C42] Senoo-MatsudaN., YasudaK., TsudaM., OhkuboT., YoshimuraS., NakazawaH., HartmanP. S. and IshiiN. (2001). A defect in the cytochrome b large subunit in complex II causes both superoxide anion overproduction and abnormal energy metabolism in Caenorhabditis elegans. *J. Biol. Chem.* 276, 41553-41558. 10.1074/jbc.M10471820011527963

[DMM044925C43] ShenM. Y. and SaliA. (2006). Statistical potential for assessment and prediction of protein structures. *Protein Sci.* 15, 2507-2524. 10.1110/ps.06241660617075131PMC2242414

[DMM044925C44] SlaneB. G., Aykin-BurnsN., SmithB. J., KalenA. L., GoswamiP. C., DomannF. E. and SpitzD. R. (2006). Mutation of succinate dehydrogenase subunit C results in increased O_2_^−^, oxidative stress, and genomic instability. *Cancer Res.* 66, 7615-7620. 10.1158/0008-5472.CAN-06-083316885361

[DMM044925C45] StrittmatterL., LiY., NakatsukaN. J., CalvoS. E., GrabarekZ. and MoothaV. K. (2014). CLYBL is a polymorphic human enzyme with malate synthase and beta-methylmalate synthase activity. *Hum. Mol. Genet.* 23, 2313-2323. 10.1093/hmg/ddt62424334609PMC3976331

[DMM044925C46] TimmersH. J., KozupaA., EisenhoferG., RaygadaM., AdamsK. T., SolisD., LendersJ. W. and PacakK. (2007). Clinical presentations, biochemical phenotypes, and genotype-phenotype correlations in patients with succinate dehydrogenase subunit B-associated pheochromocytomas and paragangliomas. *J. Clin. Endocrinol. Metab.* 92, 779-786. 10.1210/jc.2006-231517200167

[DMM044925C47] TimmonsL. (2006). Construction of plasmids for RNA interference and in vitro transcription of double-stranded RNA. *Methods Mol. Biol.* 351, 109-117. 10.1385/1-59745-151-7:10916988429

[DMM044925C48] TretterL., PatocsA. and ChinopoulosC. (2016). Succinate, an intermediate in metabolism, signal transduction, ROS, hypoxia, and tumorigenesis. *Biochim. Biophys. Acta* 1857, 1086-1101. 10.1016/j.bbabio.2016.03.01226971832

[DMM044925C49] TsengP.-L., WuW.-H., HuT.-H., ChenC.-W., ChengH.-C., LiC.-F., TsaiW.-H., TsaiH.-J., HsiehM.-C., ChuangJ.-H.et al. (2018). Decreased succinate dehydrogenase B in human hepatocellular carcinoma accelerates tumor malignancy by inducing the Warburg effect. *Sci. Rep.* 8, 3081 10.1038/s41598-018-21361-629449614PMC5814459

[DMM044925C50] Vander HeidenM. G., CantleyL. C. and ThompsonC. B. (2009). Understanding the Warburg effect: the metabolic requirements of cell proliferation. *Science* 324, 1029-1033. 10.1126/science.116080919460998PMC2849637

[DMM044925C51] WadsworthW. G. and RiddleD. L. (1989). Developmental regulation of energy metabolism in Caenorhabditis elegans. *Dev. Biol.* 132, 167-173. 10.1016/0012-1606(89)90214-52917691

[DMM044925C52] XieH., HanaiJ., RenJ.-G., KatsL., BurgessK., BhargavaP., SignorettiS., BilliardJ., DuffyK. J., GrantA.et al. (2014). Targeting lactate dehydrogenase--a inhibits tumorigenesis and tumor progression in mouse models of lung cancer and impacts tumor-initiating cells. *Cell Metab.* 19, 795-809. 10.1016/j.cmet.2014.03.00324726384PMC4096909

# Supplementary material for: The SDHB Arg230His mutation causing familial paraganglioma alters glycolysis in a new Caenorhabditis elegans model
**Source:** Dis Model Mech. 2020 Oct 15;13(10):dmm044925. doi: 10.1242/dmm.044925
**Supplement:** Supplementary information

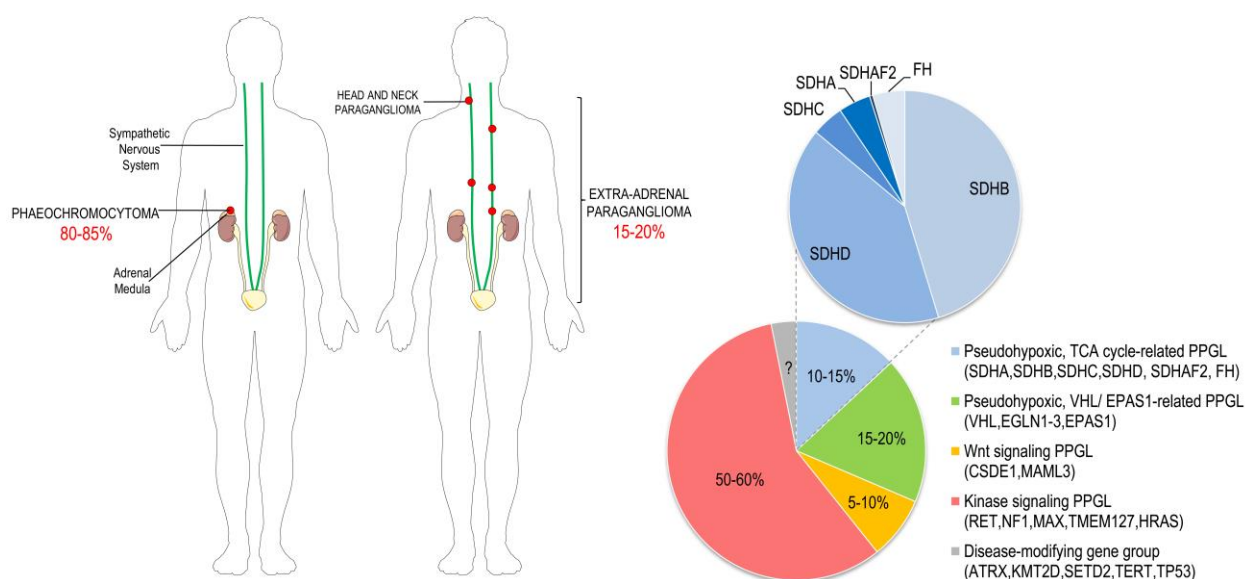

**Figure S1. PPGLs (pheochromocytomas/parangliomas) are neuroendocrine tumors derived from the adrenal gland (pheochromocytoma, 80–85% of PPGLs) and extraadrenal sympathetic and parasympathetic paraganglia (paranglioma).** Sympathetic paragangliomas (including those derived from the adrenal medulla) often secrete catecholamines. 10% of pheochromocytomas and 15-35% of paragangliomas are malignant (Harari and Inabnet, 2011). Genes whose mutations predispose to PPGLs are classified into the following groups: 1. Pseudohypoxic group (TCA cycle-related and VHL/EPAS1-related genes) 2. Wnt signaling group 3. Kinase signaling group 4. Disease-modifying genes. Numbers on the lower circle indicate the distribution of the corresponding mutations in PPGL patients. The majority of cases in the TCA cycle-related PPGLs are caused by mutations in SDH subunit genes (upper circle) (Kantorovich and Pacak, 2018).

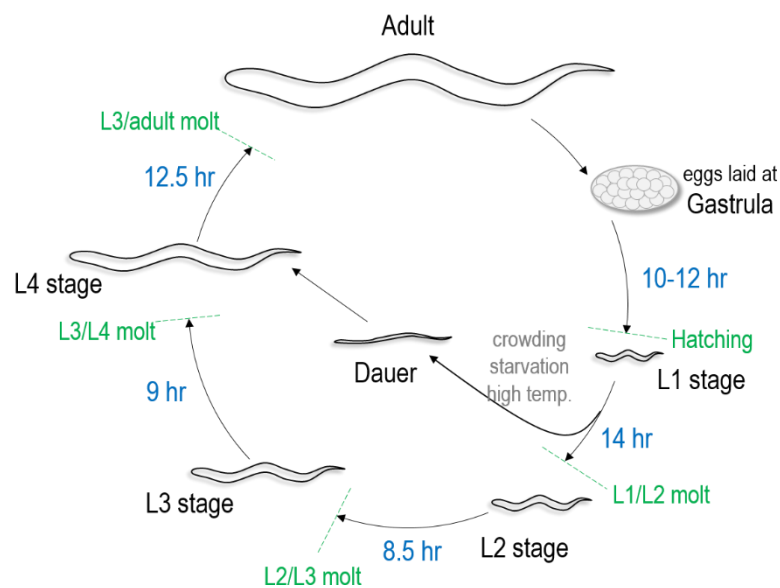

**Figure S2.** *C. elegans* embryos, after hatching out of the eggshell, develop into adulthood through four larval stages (L1-L4). If conditions are unfavorable (crowding, starvation, high temperature), L1 larvae enter dauer development, where they are able to survive up to several months. Under advantageous environmental conditions, dauer larvae can re-enter normal development.

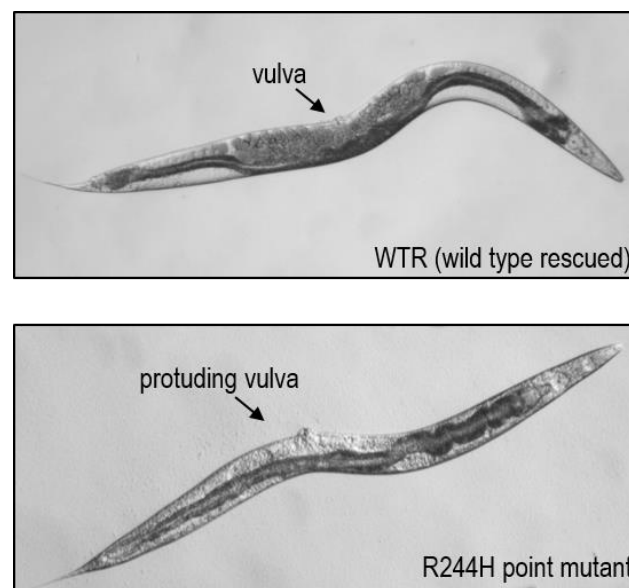

**Figure S3.** The wild-type *sdhb-1* transgene could efficiently rescue the L2 arrest phenotype of the *gkl65* deletional allele, therefore we refer to as wild-type rescued (WTR). However, the G731A point mutant transgene, which corresponds to R244H missense mutation in the protein was not able to complement the deletional mutation. We refer to the G731A point mutants in the deletional background as R244H. DIC images show that WTR animals develop into wild-type, fertile adults, while R244H point mutant worms are sterile adults displaying protruding vulva (Pvl).

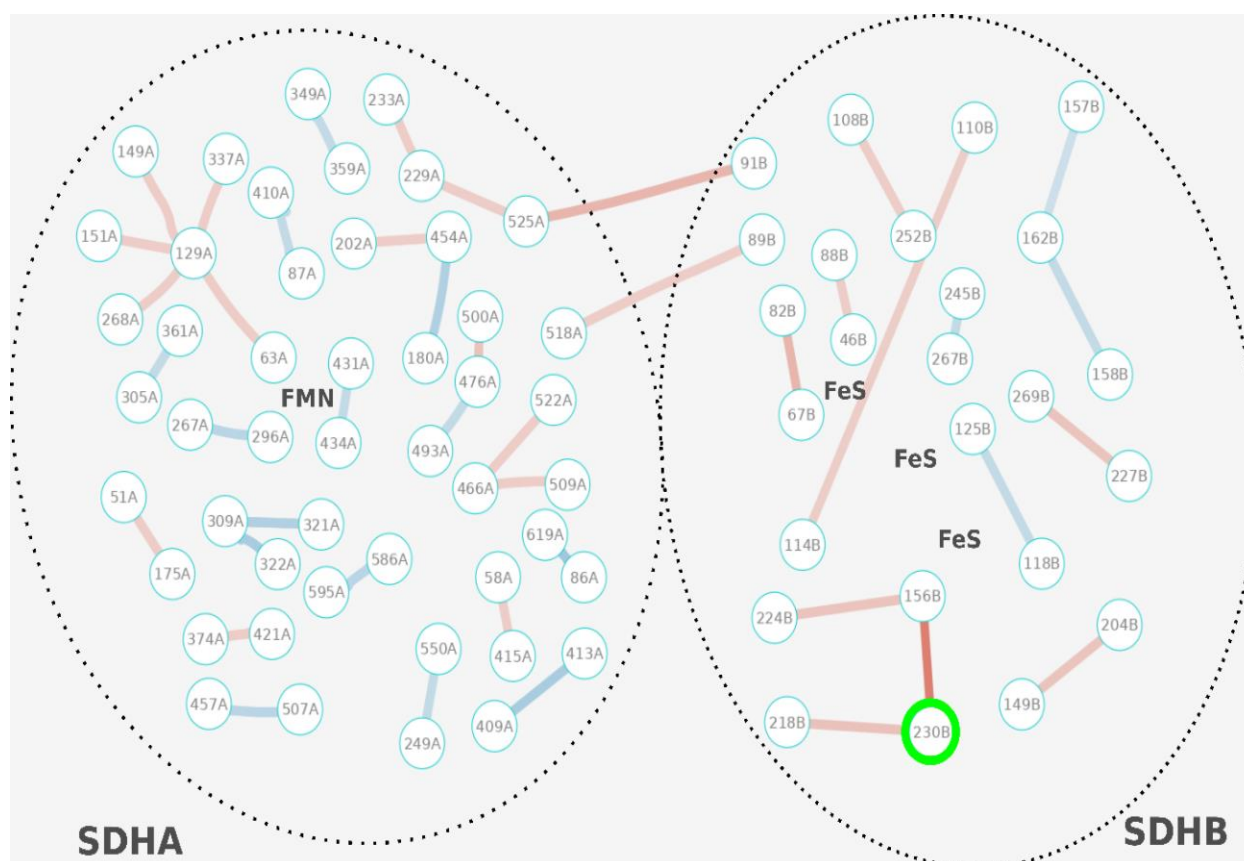

**Figure S4. 2-dimensional network graph representation of the side-chain**

**perturbation.** The nodes of the graph are residue pairs with contact perturbations greater than 40%. The edges connecting any two nodes indicate that the residue pair was fairly perturbed in the homology models. The extent of perturbation upon mutation is color-coded in RWB space [R=1; W=0; B=-1], with red indicating loss of contact while blue indicating formation of a new contact. The corresponding data is shown in Supplementary Table 7. Due to the 2-dimensional nature of the representation, locations of cofactors and residues were approximated in order to provide a clear depiction. The side-chain perturbation observed in the top 20 homology models upon mutation (highlighted in green) indicates loss of contacts between subunits A and B. A significant perturbation is also found in the vicinity of cofactor FMN of the SDHA.

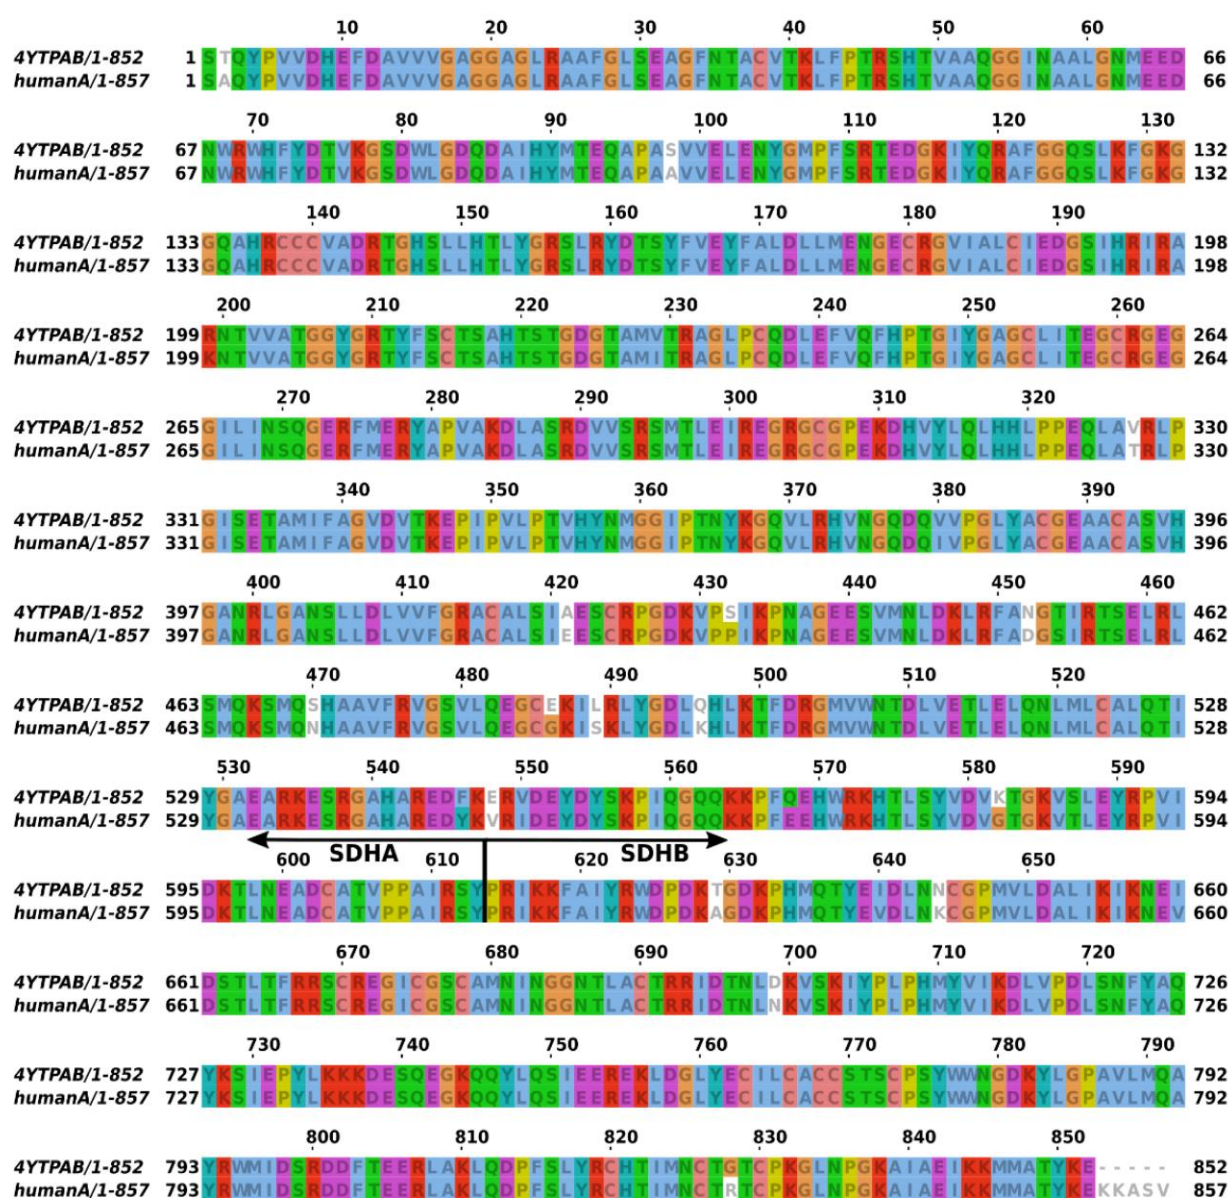

**Figure S5. Sequence alignment of subunits A and B of Porcine SDH (PDB**

**id: 4YTP) and human SDH sequences P31040 (SDHA) and P21912 (SDHB).**

| Genotype                                      | Number of plates | Number of worms | Censored | Mean lifespan (days) | ±SEM (days) | Log Rank P value (with Bonferroni correction) | Independent <i>t</i> -test P value (with Bonferroni correction) |
|-----------------------------------------------|------------------|-----------------|----------|----------------------|-------------|-----------------------------------------------|-----------------------------------------------------------------|
| WT                                            | 6                | 241             | 2        | 20.5                 | 0.4         |                                               |                                                                 |
| WTR                                           | 3                | 100             | 1        | 20.1                 | 0.5         |                                               |                                                                 |
| R244H                                         | 3                | 166             | 3        | 14.3                 | 0.2         | vs. WT<br>P<0.001                             | vs. WT<br>P<0.001                                               |
|                                               |                  |                 |          |                      |             | vs. WTR<br>P<0.001                            | vs. WTR<br>P<0.001                                              |
| <i>sdhb-1 (gk165)</i>                         | 3                | 125             | 4        | 10.5                 | 0.2         | vs. WT<br>P<0.001                             | vs. WT<br>P<0.0001                                              |
|                                               |                  |                 |          |                      |             | vs. R244H<br>P<0.001                          | vs. R244H<br>P<0.001                                            |
| WT;<br>control RNAi                           | 3                | 137             | 3        | 19.6                 | 0.4         |                                               |                                                                 |
| WT;<br><i>icl-1(RNAi)</i>                     | 3                | 119             | 4        | 20.8                 | 0.5         | vs. control RNAi<br>P=0.018                   | vs. control RNAi<br>P=0.064                                     |
| WTR;<br>control RNAi                          | 3                | 142             | 3        | 19.1                 | 0.4         |                                               |                                                                 |
| WTR;<br><i>icl-1(RNAi)</i>                    | 3                | 130             | 2        | 20.0                 | 0.4         | vs. control RNAi<br>P=0.031                   | vs. control RNAi<br>P=0.117                                     |
| R244H;<br>control RNAi                        | 3                | 155             | 2        | 14.8                 | 0.2         |                                               |                                                                 |
| R244H;<br><i>icl-1(RNAi)</i>                  | 3                | 155             | 1        | 15.2                 | 0.2         | vs. control RNAi<br>P=0.581                   | vs. control RNAi<br>P=0.168                                     |
| <i>sdhb-1 (gk165)</i> ;<br>control RNAi       | 3                | 148             | 6        | 10.1                 | 0.3         |                                               |                                                                 |
| <i>sdhb-1 (gk165)</i> ;<br><i>icl-1(RNAi)</i> | 3                | 188             | 1        | 7.9                  | 0.3         | vs. control RNAi<br>P<0.001                   | vs. control RNAi<br>P<0.001                                     |

**Table S1. Statistics for lifespan data generated in this study.** “WT” denotes

wild-type; “WTR” indicates the wild-type rescued transgenic strain and “R244H” indicates

Arg244His point mutant transgenic animals. *gk165* is a null allele of *sdhb-1*.

|            |             | WT<br>(L2) | WT<br>(L3) | <i>sdhb-1</i><br>( <i>gk165</i> )<br>(L2) | WT<br>(L4) | WTR<br>(L4) | R244H<br>(L4) |
|------------|-------------|------------|------------|-------------------------------------------|------------|-------------|---------------|
| <b>aKG</b> | <b>Mean</b> | BDL        | BDL        | BDL                                       | BDL        | BDL         | BDL           |
|            | <b>±SEM</b> |            |            |                                           |            |             |               |
| <b>CIT</b> | <b>Mean</b> | 314        | 327        | 306                                       | 362        | 325         | 311           |
|            | <b>±SEM</b> | ±1         | ±3         | ±6                                        | ±7         | ±4          | ±1            |
| <b>FUM</b> | <b>Mean</b> | 16         | 12         | 4                                         | 228        | 186         | 68            |
|            | <b>±SEM</b> | ±1         | ±2         | ±2                                        | ±33        | ±4          | ±3            |
| <b>LAC</b> | <b>Mean</b> | 989        | 1147       | 998                                       | 2632       | 2012        | 4590          |
|            | <b>±SEM</b> | ±31        | ±108       | ±179                                      | ±333       | ±360        | ±41           |
| <b>MAL</b> | <b>Mean</b> | 2147       | 2151       | 1940                                      | 3338       | 2731        | 2230          |
|            | <b>±SEM</b> | ±31        | ±14        | ±14                                       | ±129       | ±54         | ±37           |
| <b>PYR</b> | <b>Mean</b> | 65         | 97         | 51                                        | 256        | 202         | 400           |
|            | <b>±SEM</b> | ±2         | ±6         | ±1                                        | ±24        | ±12         | ±9            |
| <b>SUC</b> | <b>Mean</b> | 25         | 24         | 394                                       | 738        | 711         | 4768          |
|            | <b>±SEM</b> | ±1         | ±4         | ±47                                       | ±124       | ±73         | ±25           |
| <b>ASP</b> | <b>Mean</b> | BDL        | BDL        | BDL                                       | 174        | 134         | BDL           |
|            | <b>±SEM</b> |            |            |                                           | ±32        | ±7          |               |
| <b>GLU</b> | <b>Mean</b> | 628        | 742        | 531                                       | 4858       | 5220        | 1391          |
|            | <b>±SEM</b> | ±14        | ±67        | ±53                                       | ±707       | ±145        | ±55           |

**Table S2. Concentrations of metabolites in *sdhb-1(gk165)* deletional, R244H (Arg244His point mutant) animals and their controls (WT (wild-type) and WTR (wild-type rescued) animals) as determined by LC-MS (pmol/million cells; n=6).** Abbreviations: alpha-ketoglutarate (aKG); citrate (CIT); fumarate (FUM); lactate (LAC); malate (MAL); pyruvate (PYR); succinate (SUC); aspartate (ASP); glutamate (GLU); below detection limit (BDL); L2 larval stage (L2); L3 larval stage (L3); L4 larval stage (L4).

| Metabolite ratios     | Strains                   | Mean | ±S.E.M. | one-way ANOVA                               |
|-----------------------|---------------------------|------|---------|---------------------------------------------|
| succinate-to-fumarate | WT (L2)                   | 1.5  | 0.3     |                                             |
|                       | WT (L3)                   | 2.1  | 0.0     |                                             |
|                       | <i>sdhb-1(gk165)</i> (L2) | 75.4 | 14.2    | vs. WT (L2) P<0.001<br>vs. WT (L3) P<0.001  |
|                       | WT (L4)                   | 2.1  | 0.4     |                                             |
|                       | WTR (L4)                  | 3.4  | 0.5     |                                             |
|                       | R244H (L4)                | 69.1 | 4.9     | vs. WT (L4) P<0.001<br>vs. WTR (L4) P<0.001 |
| lactate-to-citrate    | WT (L2)                   | 3.2  | 0.1     |                                             |
|                       | WT (L3)                   | 3.1  | 0.4     |                                             |
|                       | <i>sdhb-1(gk165)</i> (L2) | 4.0  | 0.8     | vs. WT (L2) P=1.00<br>vs. WT (L3) P=1.00    |
|                       | WT (L4)                   | 4.3  | 0.9     |                                             |
|                       | WTR (L4)                  | 5.0  | 1.4     |                                             |
|                       | R244H (L4)                | 14.7 | 0.2     | vs. WT (L4) P<0.001<br>vs. WTR (L4) P<0.001 |
| pyruvate-to-citrate   | WT (L2)                   | 0.2  | 0.0     |                                             |
|                       | WT (L3)                   | 0.3  | 0.0     |                                             |
|                       | <i>sdhb-1(gk165)</i> (L2) | 0.2  | 0.0     | vs. WT (L2) P=1.00<br>vs. WT (L3) P=1.00    |
|                       | WT (L4)                   | 0.5  | 0.1     |                                             |
|                       | WTR (L4)                  | 0.6  | 0.1     |                                             |
|                       | R244H (L4)                | 1.2  | 0.0     | vs. WT (L4) P<0.001<br>vs. WTR (L4) P<0.001 |

**Table S3. Statistics of metabolite ratios in *sdhb-1(gk165)* deletional, R244H**

**(Arg244His point mutant) animals and their controls (WT (wild-type) and WTR (wild-type rescued) animals).** Abbreviations: L2 larval stage (L2); L3 larval stage (L3); L4 larval stage (L4).

|                                      | Strains                   | Mean  | ±S.E.M. | one-way ANOVA                               |
|--------------------------------------|---------------------------|-------|---------|---------------------------------------------|
| <b>Basal Respiration</b>             | WT (L2)                   | 61.1  | 1.2     |                                             |
|                                      | <i>sdhb-1(gk165)</i> (L2) | 56.5  | 1.3     | vs. WT (L2) P=1.00                          |
|                                      | WT (L4)                   | 72.2  | 6.0     |                                             |
|                                      | WTR (L4)                  | 67.8  | 6.5     |                                             |
|                                      | R244H (L4)                | 67.8  | 2.8     | vs. WT (L4) P=1.00<br>vs. WTR (L4) P=1.00   |
| <b>Maximal Respiration</b>           | WT (L2)                   | 101.9 | 9.0     |                                             |
|                                      | <i>sdhb-1(gk165)</i> (L2) | 27.0  | 3.1     | vs. WT (L2) P<0.001                         |
|                                      | WT (L4)                   | 131.7 | 2.3     |                                             |
|                                      | WTR (L4)                  | 137.9 | 8.1     |                                             |
|                                      | R244H (L4)                | 50.7  | 3.8     | vs. WT (L4) P<0.001<br>vs. WTR (L4) P<0.001 |
| <b>Spare Capacity</b>                | WT (L2)                   | 40.9  | 8.4     |                                             |
|                                      | <i>sdhb-1(gk165)</i> (L2) | -29.5 | 2.3     | vs. WT (L2) P<0.001                         |
|                                      | WT (L4)                   | 59.5  | 6.7     |                                             |
|                                      | WTR (L4)                  | 70.1  | 13.6    |                                             |
|                                      | R244H (L4)                | -17.1 | 3.6     | vs. WT (L4) P<0.001<br>vs. WTR (L4) P<0.001 |
| <b>Non-Mitochondrial Respiration</b> | WT (L2)                   | 23.1  | 0.3     |                                             |
|                                      | <i>sdhb-1(gk165)</i> (L2) | 12.5  | 0.4     | vs. WT (L2) P<0.001                         |
|                                      | WT (L4)                   | 25.7  | 0.7     |                                             |
|                                      | WTR (L4)                  | 23.3  | 0.6     |                                             |
|                                      | R244H (L4)                | 15.0  | 0.5     | vs. WT (L4) P<0.001<br>vs. WTR (L4) P<0.001 |

**Table S4. Statistics for Seahorse data.** “WT” denotes wild-type; “WTR” and “R244H” indicate the wild-type rescued transgenic strain and Arg244His point mutant transgenic animals, respectively. *gk165* is a null allele of the *sdhb-1* gene. Abbreviations: L2 larval stage (L2); L3 larval stage (L3); L4 larval stage (L4).

|                                  | Strains                   | Mean | ±S.E.M. | Independent<br><i>t</i> -test<br>P value    |
|----------------------------------|---------------------------|------|---------|---------------------------------------------|
| <b>Mitochondrial<br/>content</b> | WT (L2)                   | 2.0  | 0.5     |                                             |
|                                  | <i>sdhb-1(gk165)</i> (L2) | 1.2  | 0.3     | vs. WT (L2) P<0.001                         |
|                                  | WT (L4)                   | 4.0  | 0.8     |                                             |
|                                  | WTR (L4)                  | 3.9  | 0.6     |                                             |
|                                  | R244H (L4)                | 3.4  | 0.5     | vs. WT (L4) P=0.050<br>vs. WTR (L4) P=0.038 |

**Table S5. Mitochondrial content in *sdhb-1(gk165)* deletional, R244H (Arg244His point mutant) animals and their controls (WT (wild-type N2) and WTR (wild-type rescued) animals). Abbreviations: L2 larval stage (L2); L3 larval stage (L3); L4 larval stage (L4).**

|                        | Strains                   | Mean     | ±S.E.M. | Independent<br><i>t</i> -test<br>P value    |
|------------------------|---------------------------|----------|---------|---------------------------------------------|
| <b>ATP<br/>content</b> | WT (L2)                   | 11390858 | 1654917 |                                             |
|                        | <i>sdhb-1(gk165)</i> (L2) | 5929160  | 1179916 | vs. WT (L2) P=0.010                         |
|                        | WT (L4)                   | 22445048 | 2895084 |                                             |
|                        | WTR (L4)                  | 21694782 | 2681622 |                                             |
|                        | R244H (L4)                | 8508257  | 2995046 | vs. WT (L4) P=0.004<br>vs. WTR (L4) P=0.005 |

**Table S6. ATP content in *sdhb-1(gk165)* deletional, R244H (Arg244His point mutant) animals and their controls (WT (wild-type N2) and WTR (wild-type rescued) animals). Abbreviations: L2 larval stage (L2); L3 larval stage (L3); L4 larval stage (L4).**

| Residue1 | Residue2 | Contact frequency |  | Residue1    | Residue2    | Contact frequency |
|----------|----------|-------------------|--|-------------|-------------|-------------------|
| 63A      | 129A     | 0.4               |  | 167A        | 155B (127B) | -0.4              |
| 51A      | 175A     | 0.4               |  | 457A        | 507A        | -0.45             |
| 129A     | 149A     | 0.4               |  | 476A        | 493A        | -0.4              |
| 129A     | 151A     | 0.4               |  | 466A        | 509A        | 0.4               |
| 129A     | 268A     | 0.4               |  | 476A        | 500A        | 0.45              |
| 229A     | 233A     | 0.4               |  | 466A        | 522A        | 0.4               |
| 129A     | 337A     | 0.4               |  | 586A        | 595A        | -0.45             |
| 58A      | 415A     | 0.4               |  | 518A        | 89B (61B)   | 0.4               |
| 87A      | 410A     | -0.4              |  | 525A        | 91B (63B)   | 0.45              |
| 267A     | 296A     | -0.45             |  | 46B (18B)   | 88B (60B)   | 0.4               |
| 309A     | 321A     | -0.4              |  | 67B (39B)   | 82B (54B)   | 0.45              |
| 309A     | 322A     | -0.45             |  | 110B (39B)  | 114B (86B)  | 0.45              |
| 180A     | 454A     | -0.4              |  | 118B (90B)  | 125B (97B)  | -0.4              |
| 202A     | 454A     | 0.4               |  | 157B (129B) | 162B (134B) | -0.4              |
| 305A     | 361A     | -0.4              |  | 158B (130B) | 162B (134B) | -0.4              |
| 86A      | 619A     | -0.5              |  | 149B (121B) | 204B (176B) | 0.45              |
| 349A     | 359A     | -0.4              |  | 108B (80B)  | 252B (224B) | 0.4               |
| 229A     | 525A     | 0.4               |  | 156B (128B) | 224B (196B) | 0.45              |
| 374A     | 421A     | 0.4               |  | 156B (128B) | 230B (202B) | 1                 |
| 249A     | 550A     | -0.4              |  | 218B (190B) | 230B (202B) | 0.45              |
| 409A     | 413A     | -0.45             |  | 227B (199B) | 269B (241B) | 0.45              |
| 431A     | 434A     | -0.4              |  | 245B (217B) | 267B (239B) | -0.4              |

**Table S7. Differences between wildtype and mutant of averaged residue-pair**

**contact frequencies from the twenty top scoring homology models.** This table lists the residue pairs that exhibit a loss (positive) or gain (negative) of contacts in more than 40% (> 8 out of the 20 models) going from wildtype to the R230H mutant, as shown in Figure 6C, annotated in Figure 6D, and additionally depicted as a 2-dimensional network graph in Supplementary Figure 4. Residue 1 and residue 2 form residue pairs. In the residue notation *XY*, *X* refers to residue number based on human numbering and *Y* refers to the protein chain. The template *Sus scrofa* residue numbering for SDHB corresponding to PDB id: 4YTP is indicated in parenthesis.

| Gene          | Mutant strain                  | Control strain | Fold change mean | Fold change $\pm$ S.E.M. | two-tail Student t-test (with Bonferroni correction) |
|---------------|--------------------------------|----------------|------------------|--------------------------|------------------------------------------------------|
| <i>cts-1</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 1.1              | 0.0                      | P=0.315                                              |
|               |                                | WT L3          | 1.0              | 0.1                      | P=0.996                                              |
|               | R244H                          | WT L4          | 1.1              | 0.0                      | P=0.006                                              |
|               |                                | WTR L4         | 1.1              | 0.0                      | P=0.001                                              |
| <i>aco-2</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 1.2              | 0.1                      | P=0.023                                              |
|               |                                | WT L3          | 1.1              | 0.0                      | P=0.119                                              |
|               | R244H                          | WT L4          | 1.1              | 0.0                      | P=0.003                                              |
|               |                                | WTR L4         | 1.2              | 0.1                      | P=0.007                                              |
| <i>idh-1</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 1.0              | 0.0                      | P=0.296                                              |
|               |                                | WT L3          | 0.8              | 0.1                      | P=0.104                                              |
|               | R244H                          | WT L4          | 1.1              | 0.0                      | P=0.013                                              |
|               |                                | WTR L4         | 1.1              | 0.0                      | P=0.038                                              |
| <i>idh-2</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 0.8              | 0.2                      | P=0.248                                              |
|               |                                | WT L3          | 0.8              | 0.2                      | P=0.307                                              |
|               | R244H                          | WT L4          | 1.2              | 0.1                      | P=0.069                                              |
|               |                                | WTR L4         | 1.4              | 0.2                      | P=0.030                                              |
| <i>ogdh-1</i> | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 0.8              | 0.1                      | P=0.150                                              |
|               |                                | WT L3          | 0.7              | 0.1                      | P=0.034                                              |
|               | R244H                          | WT L4          | 1.1              | 0.0                      | P=0.004                                              |
|               |                                | WTR L4         | 1.2              | 0.0                      | P=0.006                                              |
| <i>suca-1</i> | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 0.7              | 0.1                      | P=0.014                                              |
|               |                                | WT L3          | 0.5              | 0.1                      | P=0.001                                              |
|               | R244H                          | WT L4          | 1.0              | 0.0                      | P=0.170                                              |
|               |                                | WTR L4         | 1.0              | 0.0                      | P=0.440                                              |
| <i>sucg-1</i> | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 0.7              | 0.2                      | P=0.119                                              |
|               |                                | WT L3          | 0.7              | 0.2                      | P=0.118                                              |
|               | R244H                          | WT L4          | 0.6              | 0.1                      | P=0.005                                              |
|               |                                | WTR L4         | 0.6              | 0.1                      | P=0.011                                              |
| <i>suc1-1</i> | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 0.7              | 0.1                      | P=0.004                                              |
|               |                                | WT L3          | 0.7              | 0.1                      | P=0.002                                              |
|               | R244H                          | WT L4          | 1.1              | 0.0                      | P=0.007                                              |
|               |                                | WTR L4         | 1.1              | 0.0                      | P=0.006                                              |
| <i>suc1-2</i> | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 0.6              | 0.3                      | P=0.265                                              |
|               |                                | WT L3          | 0.4              | 0.1                      | P=0.080                                              |
|               | R244H                          | WT L4          | 1.0              | 0.0                      | P=0.838                                              |
|               |                                | WTR L4         | 1.0              | 0.0                      | P=0.664                                              |
| <i>sdha-1</i> | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 0.7              | 0.1                      | P=0.028                                              |
|               |                                | WT L3          | 0.7              | 0.1                      | P=0.020                                              |
|               | R244H                          | WT L4          | 1.1              | 0.0                      | P=0.015                                              |
|               |                                | WTR L4         | 1.2              | 0.0                      | P=0.001                                              |
| <i>sdhb-1</i> | <i>sdhb-1</i>                  | WT L2          | 0.4              | 0.1                      | P=0.010                                              |

|               |                          |        |     |     |         |
|---------------|--------------------------|--------|-----|-----|---------|
|               | (gk165)                  | WT L3  | 0.3 | 0.1 | P=0.001 |
|               |                          | WT L4  | 0.9 | 0.1 | P=0.300 |
|               |                          | WTR L4 | 1.1 | 0.1 | P=0.262 |
| <i>mev-1</i>  | <i>sdhb-1</i><br>(gk165) | WT L2  | 1.1 | 0.1 | P=0.467 |
|               |                          | WT L3  | 1.0 | 0.1 | P=0.995 |
|               | R244H                    | WT L4  | 1.1 | 0.0 | P=0.066 |
|               |                          | WTR L4 | 1.0 | 0.0 | P=0.321 |
| <i>sdhd-1</i> | <i>sdhb-1</i><br>(gk165) | WT L2  | 0.7 | 0.2 | P=0.300 |
|               |                          | WT L3  | 0.7 | 0.3 | P=0.376 |
|               | R244H                    | WT L4  | 1.0 | 0.0 | P=0.655 |
|               |                          | WTR L4 | 0.9 | 0.0 | P=0.256 |
| <i>fum-1</i>  | <i>sdhb-1</i><br>(gk165) | WT L2  | 0.8 | 0.2 | P=0.318 |
|               |                          | WT L3  | 0.7 | 0.2 | P=0.277 |
|               | R244H                    | WT L4  | 1.1 | 0.0 | P=0.022 |
|               |                          | WTR L4 | 1.1 | 0.0 | P=0.016 |
| <i>mdh-1</i>  | <i>sdhb-1</i><br>(gk165) | WT L2  | 1.1 | 0.1 | P=0.411 |
|               |                          | WT L3  | 1.0 | 0.1 | P=0.931 |
|               | R244H                    | WT L4  | 1.2 | 0.0 | P=0.004 |
|               |                          | WTR L4 | 1.2 | 0.0 | P=0.060 |
| <i>mdh-2</i>  | <i>sdhb-1</i><br>(gk165) | WT L2  | 0.8 | 0.1 | P=0.067 |
|               |                          | WT L3  | 0.7 | 0.1 | P=0.032 |
|               | R244H                    | WT L4  | 1.1 | 0.0 | P=0.066 |
|               |                          | WTR L4 | 1.1 | 0.0 | P=0.022 |
| <i>icl-1</i>  | <i>sdhb-1</i><br>(gk165) | WT L2  | 1.3 | 0.0 | P=0.038 |
|               |                          | WT L3  | 1.2 | 0.1 | P=0.114 |
|               | R244H                    | WT L4  | 1.4 | 0.1 | P<0.001 |
|               |                          | WTR L4 | 1.4 | 0.1 | P=0.001 |
| <i>pyk-1</i>  | <i>sdhb-1</i><br>(gk165) | WT L2  | 1.1 | 0.3 | P=0.456 |
|               |                          | WT L3  | 0.5 | 0.1 | P=0.000 |
|               | R244H                    | WT L4  | 1.0 | 0.0 | P=0.600 |
|               |                          | WTR L4 | 1.1 | 0.1 | P=0.138 |
| <i>pdha-1</i> | <i>sdhb-1</i><br>(gk165) | WT L2  | 1.1 | 0.1 | P=0.333 |
|               |                          | WT L3  | 1.0 | 0.1 | P=0.908 |
|               | R244H                    | WT L4  | 1.1 | 0.0 | P=0.006 |
|               |                          | WTR L4 | 1.1 | 0.0 | P=0.020 |
| <i>pdhb-1</i> | <i>sdhb-1</i><br>(gk165) | WT L2  | 1.0 | 0.0 | P=0.964 |
|               |                          | WT L3  | 0.9 | 0.0 | P=0.029 |
|               | R244H                    | WT L4  | 1.0 | 0.0 | P=0.895 |
|               |                          | WTR L4 | 1.0 | 0.0 | P=0.001 |
| <i>pck-1</i>  | <i>sdhb-1</i><br>(gk165) | WT L2  | 1.0 | 0.1 | P=0.590 |
|               |                          | WT L3  | 0.9 | 0.1 | P=0.206 |
|               | R244H                    | WT L4  | 1.2 | 0.0 | P=0.021 |
|               |                          | WTR L4 | 1.3 | 0.1 | P=0.048 |
| <i>pck-2</i>  | <i>sdhb-1</i><br>(gk165) | WT L2  | 1.0 | 0.2 | P=0.500 |
|               |                          | WT L3  | 0.9 | 0.2 | P=0.639 |
|               | R244H                    | WT L4  | 1.3 | 0.0 | P<0.001 |

|                |                                   |        |     |     |         |
|----------------|-----------------------------------|--------|-----|-----|---------|
|                |                                   | WTR L4 | 1.3 | 0.1 | P<0.001 |
| <i>pyc-1</i>   | <i>sdhb-1</i><br>( <i>gk165</i> ) | WT L2  | 1.4 | 0.3 | P=0.471 |
|                |                                   | WT L3  | 0.9 | 0.1 | P=0.356 |
|                |                                   | WT L4  | 1.2 | 0.0 | P<0.001 |
|                | R244H                             | WTR L4 | 1.4 | 0.1 | P<0.001 |
| <i>men-1</i>   | <i>sdhb-1</i><br>( <i>gk165</i> ) | WT L2  | 1.0 | 0.2 | P=0.389 |
|                |                                   | WT L3  | 0.8 | 0.1 | P=0.037 |
|                |                                   | WT L4  | 0.9 | 0.0 | P=0.081 |
|                | R244H                             | WTR L4 | 1.0 | 0.0 | P=0.294 |
| <i>ldh-1</i>   | <i>sdhb-1</i><br>( <i>gk165</i> ) | WT L2  | 1.1 | 0.2 | P=0.822 |
|                |                                   | WT L3  | 1.0 | 0.1 | P=0.648 |
|                |                                   | WT L4  | 1.3 | 0.1 | P=0.055 |
|                | R244H                             | WTR L4 | 1.3 | 0.1 | P=0.043 |
| <i>gdh-1</i>   | <i>sdhb-1</i><br>( <i>gk165</i> ) | WT L2  | 1.0 | 0.0 | P=0.542 |
|                |                                   | WT L3  | 0.9 | 0.0 | P=0.020 |
|                |                                   | WT L4  | 1.0 | 0.0 | P=0.289 |
|                | R244H                             | WTR L4 | 1.0 | 0.0 | P=0.329 |
| <i>got-2.2</i> | <i>sdhb-1</i><br>( <i>gk165</i> ) | WT L2  | 1.2 | 0.1 | P=0.148 |
|                |                                   | WT L3  | 1.0 | 0.0 | P=0.646 |
|                |                                   | WT L4  | 1.2 | 0.0 | P=0.026 |
|                | R244H                             | WTR L4 | 1.2 | 0.1 | P=0.129 |

**Table S8: Statistics for RNA-Seq data.** “WT” denotes wild-type; “WTR” and “R244H” indicate the wild-type rescued transgenic strain and Arg244His point mutant transgenic animals, respectively. *gk165* is a null allele of the *sdhb-1* gene. Abbreviations: L2 larval stage (L2); L3 larval stage (L3); L4 larval stage (L4). Genes encoding the following enzymes were analyzed: CTS-1: citrate synthase, ACO-2: aconitase, IDH-1/-2: isocitrate dehydrogenase, OGDH-1: oxoglutarate dehydrogenase, SUCA-1: succinyl-CoA ligase (ATP-specific) beta subunit, SUCG-1: succinyl-CoA ligase (GTP-specific) beta subunit, SUCL-1: succinyl-CoA ligase (ATP/GTP-specific) alpha subunit, SUCL-2: succinyl-CoA ligase (ATP/GTP-specific) alpha subunit, SDHA-1: succinate dehydrogenase A subunit, SDHB-1: succinate dehydrogenase B subunit, MEV-1: succinate dehydrogenase C subunit, SDHD-1: succinate dehydrogenase D subunit, FUM-1: fumarase, MDH-1/-2: malate dehydrogenase, ICL-1: isocitrate lyase/ malate dehydrogenase, PYK-1: pyruvate kinase, PDHA-1: pyruvate dehydrogenase alpha subunit, PDHB-1: pyruvate dehydrogenase beta subunit, PCK-1/-2: phosphoenolpyruvate carboxykinase, PYC-1: pyruvate carboxylase, MEN-1: malic enzyme, LDH-1: lactate dehydrogenase, GDH-1: glutamate dehydrogenase and GOT-2.2: glutamate oxoacetate transaminase.

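Table S8 gives, for each of 27 genes and 4 comparisons of libraries, a fold change with its SEM and a P value. With 1 library per condition the spread behind the SEM cannot come from replicate libraries. The deposited table lists between 2 and 9 merged exons for each of these genes, and the values of the table were computed again over those exons. The mean over exons of the ratio of log2 RPKM values lay within rounding of the stated fold change for 93 of the 108 values, and the ratio of the mean log2 RPKM values for 85. The ratio of linear RPKM, which is the fold change in transcript level, lay within rounding for 8. The SEM of the ratio over exons lay within rounding of the stated SEM for 103 of the 108 values. On this scale *icl-1* in *gk165* to WT (L2) is 1.3 in the paper's table, and the linear ratio is 10.2.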

| Gene          | Mutant strain                  | Control strain | Fold change mean | Fold change $\pm$ S.E.M. | one-way ANOVA |
|---------------|--------------------------------|----------------|------------------|--------------------------|---------------|
| <i>aco-2</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 3.7              | 0.5                      | P<0.001       |
|               |                                | WT L3          | 1.7              | 0.3                      | P=0.134       |
|               | R244H                          | WT L4          | 2.8              | 0.1                      | P<0.001       |
|               |                                | WTR L4         | 3.2              | 0.2                      | P<0.001       |
| <i>fum-1</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 1.8              | 0.1                      | P<0.001       |
|               |                                | WT L3          | 1.2              | 0.1                      | P=0.528       |
|               | R244H                          | WT L4          | 2.2              | 0.2                      | P<0.001       |
|               |                                | WTR L4         | 2.6              | 0.2                      | P<0.001       |
| <i>gdh-1</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 1.5              | 0.1                      | P=0.261       |
|               |                                | WT L3          | 0.7              | 0.0                      | P=0.445       |
|               | R244H                          | WT L4          | 1.8              | 0.2                      | P=0.016       |
|               |                                | WTR L4         | 1.5              | 0.1                      | P=0.231       |
| <i>icl-1</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 21.3             | 2.6                      | P<0.001       |
|               |                                | WT L3          | 20.4             | 2.4                      | P<0.001       |
|               | R244H                          | WT L4          | 11.0             | 1.5                      | P<0.001       |
|               |                                | WTR L4         | 10.7             | 1.0                      | P<0.001       |
| <i>idh-2</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 1.4              | 0.2                      | P=0.875       |
|               |                                | WT L3          | 0.9              | 0.1                      | P=1.000       |
|               | R244H                          | WT L4          | 2.1              | 0.3                      | P<0.001       |
|               |                                | WTR L4         | 3.2              | 0.4                      | P<0.001       |
| <i>ldh-1</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 1.6              | 0.1                      | P<0.001       |
|               |                                | WT L3          | 1.2              | 0.1                      | P=0.192       |
|               | R244H                          | WT L4          | 3.3              | 0.2                      | P<0.001       |
|               |                                | WTR L4         | 4.3              | 0.5                      | P<0.001       |
| <i>men-1</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 1.4              | 0.1                      | P=0.473       |
|               |                                | WT L3          | 1.0              | 0.1                      | P=1.000       |
|               | R244H                          | WT L4          | 1.4              | 0.1                      | P=0.612       |
|               |                                | WTR L4         | 1.5              | 0.1                      | P=0.181       |
| <i>pck-2</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 6.0              | 0.5                      | P<0.001       |
|               |                                | WT L3          | 2.8              | 0.4                      | P<0.001       |
|               | R244H                          | WT L4          | 6.3              | 0.5                      | P<0.001       |
|               |                                | WTR L4         | 7.0              | 0.5                      | P<0.001       |
| <i>pyc-1</i>  | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 3.7              | 0.3                      | P<0.001       |
|               |                                | WT L3          | 2.7              | 0.4                      | P<0.001       |
|               | R244H                          | WT L4          | 4.0              | 0.3                      | P<0.001       |
|               |                                | WTR L4         | 3.6              | 0.2                      | P<0.001       |
| <i>sdha-1</i> | <i>sdhb-1</i> ( <i>gk165</i> ) | WT L2          | 1.6              | 0.2                      | P=0.652       |
|               |                                | WT L3          | 1.1              | 0.1                      | P=1.000       |
|               | R244H                          | WT L4          | 2.5              | 0.4                      | P<0.001       |
|               |                                | WTR L4         | 3.3              | 0.3                      | P<0.001       |

**Table S9: Statistics for RT-qPCR data.** “WT” denotes wild-type; “WTR” and “R244H” indicate the wild-type rescued transgenic strain and Arg244His point mutant transgenic animals, respectively. *gk165* is a null allele of the *sdhb-1* gene. Abbreviations: L2 larval stage (L2); L3 larval stage (L3); L4 larval stage (L4). Genes encoding the following enzymes were analyzed: ACO-2: aconitase, FUM-1: fumarase, GDH-1: glutamate dehydrogenase, ICL-1: isocitrate lyase/ malate dehydrogenase, IDH-2: isocitrate dehydrogenase, LDH-1: lactate dehydrogenase, MEN-1: malic enzyme, PCK-2: phosphoenolpyruvate carboxykinase, PYC-1: pyruvate carboxylase and SDHA-1: succinate dehydrogenase A subunit.

| Genotype                                      | Number of plates | Number of worms | Mean (%) | ±SEM | one-way ANOVA               |
|-----------------------------------------------|------------------|-----------------|----------|------|-----------------------------|
| WT;<br>control RNAi                           | 3                | 1063            | 0.1      | 0.2  |                             |
| WT;<br><i>icl-1(RNAi)</i>                     | 3                | 959             | 0.1      | 0.2  | vs. control RNAi<br>P=1.000 |
| WTR;<br>control RNAi                          | 3                | 1138            | 0.1      | 0.2  |                             |
| WTR;<br><i>icl-1(RNAi)</i>                    | 3                | 1198            | 0.2      | 0.1  | vs. control RNAi<br>P=1.000 |
| R244H;<br>control RNAi                        | 3                | 1415            | 0.1      | 0.1  |                             |
| R244H;<br><i>icl-1(RNAi)</i>                  | 3                | 1380            | 1.3      | 0.8  | vs. control RNAi<br>P=1.000 |
| <i>sdhb-1 (gk165)</i> ;<br>control RNAi       | 3                | 1303            | 4.8      | 3.4  |                             |
| <i>sdhb-1 (gk165)</i> ;<br><i>icl-1(RNAi)</i> | 3                | 1150            | 13.2     | 2.9  | vs. control RNAi<br>P<0.001 |

**Table S10: Statistics to analyze effects of *icl-1(RNAi)* exerted on viability of *sdhb-1* mutant and wild-type embryos.** “WT” denotes wild-type; “WTR” and “R244H” indicate the wild-type rescued transgenic strain and Arg244His point mutant transgenic animals, respectively. *gk165* is a null allele of the *sdhb-1* gene. Abbreviations: L2 larval stage (L2); L3 larval stage (L3); L4 larval stage (L4).

| Genotype | Final concentration of LDH inhibitor (GSK 2837808A) | Number of plates | Number of worms | Mean (%) | ±SEM | one-way ANOVA          |
|----------|-----------------------------------------------------|------------------|-----------------|----------|------|------------------------|
| R244H    | 0 $\mu$ M (control)                                 | 5                | 237             | 1.0      | 1.4  |                        |
|          | 1 $\mu$ M                                           | 3                | 136             | 1.1      | 1.3  | vs. control<br>P=1.000 |
|          | 10 $\mu$ M                                          | 6                | 264             | 12.4     | 4.8  | vs. control<br>P<0.001 |

**Table S11: Treatment of R244H point mutants by LDH-A inhibitor**

**GSK2837808A results in L2/L3 arrest.** Point mutants were treated by the compound at 1 and 10  $\mu$ M concentrations. The compound significantly affected the development of mutants only at 10  $\mu$ M concentration compared to untreated animals.

| Oligonucleotides for <i>psdhh-1::gfp</i> construct |                                                                                               |
|----------------------------------------------------|-----------------------------------------------------------------------------------------------|
| Primer: <i>psdhh-1</i>                             | Forward: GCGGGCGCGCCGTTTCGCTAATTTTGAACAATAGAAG<br>Reverse: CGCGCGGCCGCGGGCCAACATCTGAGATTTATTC |
| Oligonucleotides for RT-qPCR measurements          |                                                                                               |
| Primer: <i>aco-2</i>                               | Forward: CCCGTGCTAAGGACCTCAAC<br>Reverse: GTTCCGATGAGAAGAAGTCCTGG                             |
| Primer: <i>gdh-1</i>                               | Forward: CAGTTAACAAGGTCCTTTACATCACC<br>Reverse: TGACCTCATCTTCGCACACATC                        |
| Primer: <i>icl-1</i>                               | Forward: TTCGAGTTGATGAAGGCCTATATCG<br>Reverse: CAAACGAGACGCATTCAAGTGAC                        |
| Primer: <i>idh-2</i>                               | Forward: TTGTTGCTCAAGGATACGGATCG<br>Reverse: GGTGTTGACGTCGAGTTACCC                            |
| Primer: <i>ldh-1</i>                               | Forward: AGGCTGATACTGACTACTCTATCACC<br>Reverse: GTAAGTGACAAGTTGTGGGATGATTC                    |
| Primer: <i>men-1</i>                               | Forward: ATGATATTCAAGGTACCGCCGC<br>Reverse: GTCCATCATCTGTCCGACACAC                            |
| Primer: <i>pck-2</i>                               | Forward: GTCATCCAACTCGCGTTTC<br>Reverse: TCCATGAGTTAGTCTCATAAATGAGTG                          |
| Primer: <i>pyc-1</i>                               | Forward: GAATTCAACAAGGTTATGGTGGCC<br>Reverse: ATAGGCTTCGTCAGCTTTCAGAC                         |
| Primer: <i>sdha-1</i>                              | Forward: AGCTCAAGGAGGAATCAATGCTG<br>Reverse: TCAAGCTCAATGACAGCTCTCTC                          |
| Primer: <i>cdc-42</i>                              | Forward: GACAATTACGCCGTCACAGTAATG<br>Reverse: TGAAGCTGGAGCAACCACG                             |
| Oligonucleotides for RNAi construct                |                                                                                               |
| Primer: <i>icl-1</i> ( <i>gei-7</i> )              | Forward: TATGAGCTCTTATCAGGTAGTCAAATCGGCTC<br>Reverse: ATAGGTACCAGGAAGTCCGCAGACATCAG           |

**Table S12: List of primers used in this study.**

## Supplementary references

**Harari, A. and Inabnet, W. B., 3rd** (2011) 'Malignant pheochromocytoma: a review', *Am J Surg* 201(5): 700-8.

**Kantorovich, V. and Pacak, K.** (2018) 'New insights on the pathogenesis of paraganglioma and pheochromocytoma', *F1000Res* 7.

How the deposited data were processed for this re-analysis (not part of the article)

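RNA of *Caenorhabditis elegans* was measured in 6 libraries, 1 each for WT (L2), WT (L3), WT (L4), *sdhb-1(gk165)* (L2), R244H (L4) and WTR (L4). The library of each condition was taken from the sample labels and the legend of Fig. 7. The label of the R244H sample and the paper's strain list both give R244H as a strain balanced with *mIn1*. The authors trimmed the paired-end reads, aligned them with TopHat2 to WBcel235 (Ensembl release 94), counted them with featureCounts on the merged exons of each gene and used edgeR for normalization and differential expression. The authors deposited 1 table of log2 RPKM values per merged exon, 53267 exons of 12798 genes. The paper's text does not name the filter on exons, the offset or whether the strand was used in counting. In the deposited table every exon has at least 2 CPM in at least 2 libraries, so exons and genes below that level are not analysed here.

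The number of reads behind each value was recovered from the steps in the values. All of the 236867 non-zero values fall on hundredths of a read, and 54.0% fall on whole reads, since reads shared between exons are counted in fractions. An offset of 0.54 CPM, equal to 0.25 reads in a library of mean size, is contained in every deposited log2 value. In a merged exon of median length, 233 bp, it amounts to 2.32 RPKM, and in 11.9% of the exons to 5 RPKM or more, which draws ratios of low genes towards 0. The recovered totals were 188742 reads in WT (L2), 580259 in WT (L3), 867446 in WT (L4), 279254 in *gk165*, 405789 in R244H and 542503 in WTR, and with 50.3% of exons without a read in *gk165*, low genes cannot be compared there. A fold change of a single gene is given only where at least 1 library had more than 3 reads, and as a bound where the other had 3 or fewer; medians of gene lists and counts of changed genes also include genes with fewer reads.

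For each gene the linear RPKM values were averaged over its exons, and log2 ratios were taken after adding a pseudocount of 1. Exact binomial (Clopper-Pearson) intervals at the 95% level were computed from the reads pooled over exons, rounded to whole reads, with the effective library sizes of the authors' normalization. For 1 library per condition the design set before the data were examined allows log2 ratios of 2 libraries and no test across conditions, and none was made; the probabilities given for *sdhb-1* and *cup-15* cover counting error only. Replicate-based models were left out for this reason. A gene counted as changed when it was at least 2-fold higher, or lower, than in both controls with 5 RPKM or more in at least 1 of the libraries. Gene lists were described by the percentile of their median among 10000 random lists of the same size, drawn from 20 bins of mean expression, or from bins that also used the ratio of WT (L3) to WT (L4). Genes named in the text were chosen from those the paper names for its transcriptome, *cup-15*, the members of the gene lists, and the 5 largest rises and falls in each mutant by the smaller of the 2 log2 ratios, among genes changed by the rule above. Overlapping genes were found in the annotation of Ensembl release 115 for the same assembly.

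The alternatives tried were a pseudocount of 0.1, ratios centred on the median of expressed genes, the exon with the highest mean only, ratios of log2-scale values, minimum levels of 1 and 20 RPKM, a 3-fold threshold, the first control only, list members with 5 RPKM or more on average, and, chosen after seeing the data, reads pooled over exons without the offset, the mean over exons of the ratio of log2-scale values, and a counting interval that excludes no change. The scripts were tested on simulated data drawn from the real means and library sizes. In the simulation 100% of the reads were recovered. The 200 genes changed among 12798 were drawn from genes above the median expression and changed by a log2 of 2 up or down. Of these, the 2-fold threshold recovered 83.5% in *gk165* and 84% in R244H but also called 1505 and 1233 unchanged genes. Smaller changes and changes in lower genes were not simulated. The intervals of unchanged genes included no change for 97.7% of genes in *gk165* and 97.2% in R244H. Of 100 random lists tested, 3 lay above 95% of the matched lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.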

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

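The genes in this part were found by the size of their rise, and the tests of stage, counting error and overlap below were chosen only after the rises were seen; the test of a response to fasting was set before its result, apart from the number of its genes with enough reads.

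These genes lie outside those the paper discusses and have reads in a mutant above the level in both of its control libraries. Among the 5 largest rises in *gk165* against both controls were *col-43*, *dct-7*, *acs-2* and *F21C10.11*, which the paper does not mention. *col-43* (V, 8049744 to 8050051) had 113.5 reads in *gk165* and 0 in WT (L2) and WT (L3), at least 31.8-fold higher. *dct-7* (IV, 4290189 to 4290399) had 67.5 reads and 0 in both controls, at least 18.9-fold higher, and *F21C10.11* (V, 9123489 to 9123809) had 82 reads and 0 in both, at least 23.0-fold higher. *acs-2* (WBGene00009221, V, 15567394 to 15569889) had 4042 reads in *gk165*, compared with 9 in WT (L2) and 28 in WT (L3), and the reads pooled over its exons were 291-fold higher than in WT (L3). Differences among the wild-type stages reached the rise of 0 of the 4 genes, but the genes were picked for low levels in WT (L2) and WT (L3), so this says little about stage; *col-43*, *dct-7* and *F21C10.11* had 0 reads in WT (L4) as well. The smallest lower end of the intervals of their log2 ratios was 3.92, so counting error alone does not span the rises, although the intervals are not adjusted for having picked the largest. An annotated gene overlaps the exons of 1 of the 4, *F21C10.11*, whose rise therefore cannot be told apart from reads of its neighbour. *col-43* and *dct-7* are each listed with 1 exon. Since each condition has 1 library, the rises of all 4 genes cannot be told apart from differences between cultures.

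In R244H the 5 largest rises against both controls were *col-176*, *dpy-17*, *acs-2*, *Y43C5A.3* and *fipr-24*, and the paper names none of them. *col-176* (X, 10077597 to 10078602) had 167 reads, compared with 7 in WT (L4) and 1 in WTR, 48.7-fold higher than in WT (L4). *dpy-17* (III, 5107330 to 5108497) had 52 reads and 1 in each control, at least 23.1-fold higher. *Y43C5A.3* (IV, 10274036 to 10275411) had 22 reads and 0 in both controls, at least 9.78-fold higher, and *fipr-24* (I, 14157611 to 14158076) had 13 reads and 0 in both, at least 5.78-fold higher. *acs-2* had 1455 reads, compared with 86 in WT (L4) and 68 in WTR, 28.5-fold higher than in WTR. By RPKM, 2 of the 5 genes were at least 2-fold higher in WT (L3) than in WT (L4): *col-176*, with 77 and 7 reads and a log2 ratio of 3.56, and *fipr-24*, whose 1 and 0 reads are too few for a ratio. A delay in development may therefore account for part of the rise of *col-176*. The smallest lower end of the intervals was 2.02, which covers counting error but leaves differences between cultures, from which the 5 rises cannot be told apart, and 0 of the 5 are overlapped by another annotated gene. In *gk165*, *dpy-17*, *Y43C5A.3* and *fipr-24* had 15, 28 and 13 reads, compared with 0 each in WT (L2) and 1 each in WT (L3). *col-176* had 64 reads there, compared with 3 and 77. 

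*acs-2* was the one gene among the 5 largest rises of both mutants. All 6 of its listed exons were higher than in each of the 4 control libraries, and no annotated gene overlaps them, which speaks against misassigned reads. The largest log2 difference of *acs-2* among the 3 wild-type stages was 1.65, below the smallest rise of 4.71 in the mutants; as *acs-2* was picked for its rise over the same libraries, stage cannot be ruled out by this. A response to fasting was a candidate explanation, and a list of genes taken to rise on fasting was written before it was tested. Without *acs-2*, 7 of its 11 other genes were in the table, and their median lay above 95.1% and 14.4% of matched random lists in *gk165* (WT (L2) and WT (L3)) and above 76.2% and 74.6% in R244H (WT (L4) and WTR). In *gk165* to WT (L2) and in R244H to WT (L4) only 3 of the 7 genes had more than 3 reads in either library, and 2 in R244H to WTR. In *gk165* to WT (L3) all 7 did, and 1 of the 7 was higher, which gives no sign of a general response to fasting there. For the other 3 comparisons the rise of *acs-2* cannot be told apart from such a response. A rise of *acs-2* tied to the loss of SDH activity is a hypothesis; a difference between cultures would have to have raised *acs-2* in both mutant libraries and in none of the 4 control libraries, which 1 library per condition cannot rule out.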

How the results depend on the processing

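Most alternatives were set before the data were examined; the reads pooled over exons without the offset, the mean over exons of the ratio of log2-scale values, and the requirement that the counting interval exclude no change were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. For the same reason leaving out each replicate, the replicate block, limma with and without trend, and TMM normalization against size factors were not run.

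A ratio was taken as moved when it changed by more than the width of its 95% counting interval divided by 2. A number of genes was taken as moved when it changed by more than 1.5 times. For *sdhb-1*, *icl-1*, *ldh-1*, 5 gene lists (TCA cycle, glycolysis, glyoxylate cycle and gluconeogenesis, HIF-1 targets, major sperm proteins) and the numbers of changed genes, 142 of 192 values under an alternative were within these limits, 50 moved, and 5 changed sign; among 796 values of other genes and lists, 25.8% moved and 58 changed sign. For single genes, these included, the exon of highest mean moved 56 of 132 ratios, centring 13 and pooled reads 17. Ratios of log2-scale values, which are on another scale than ratios of RPKM, moved 69 of 106. No values of major sperm proteins in *gk165* enter these numbers, because their median has an interval of width 0. The pseudocount of 0.1 moved none of the results it was applied to. The cause was not tested for any of the values below. The *sdhb-1* exon of highest mean, exon 2, had 0 reads in *gk165*, so the ratios of that exon in *gk165* are set by the offset and pseudocount.

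With only the exon of highest mean, log2 ratios became 3.89 and 3.79 for *icl-1* in *gk165* (WT (L2), WT (L3)), 2.34 and 2.54 for *icl-1* in R244H (WT (L4), WTR), 0.022 for *ldh-1* in *gk165* (WT (L3)), -5.67 and -5.96 for *sdhb-1* in *gk165*, and 0.41 and 2.58 for *sdhb-1* in R244H; *ldh-1* in *gk165* to both controls (0.37 to WT (L2)) and *sdhb-1* in R244H to WT (L4) changed sign. With ratios of log2-scale values, the log2 of the ratio became 0.43 and 0.31 for *icl-1* in *gk165*, 0.40 and 0.47 for *icl-1* in R244H, 0.46 and 0.48 for *ldh-1* in R244H, -1.32 and -1.63 for *sdhb-1* in *gk165*, and 0.15 for *sdhb-1* in R244H (WTR). As the mean of that ratio over exons, they were 0.42 and 0.28, 0.42 and 0.48, 0.46 and 0.49, -1.13 and -1.64, and 0.15. With pooled reads and no offset, *icl-1* was 3.66 and 3.49 in *gk165* and 2.74 in R244H (WTR), and the median of the glyoxylate and gluconeogenesis list in *gk165* (WT (L2)) was 1.38. Centred on the median of expressed genes, *icl-1* was 3.27 in *gk165* (WT (L3)) and 2.56 and 3.00 in R244H, and the same list in *gk165* (WT (L3)) was 0.40.

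The numbers of changed genes depended on the threshold. At 3-fold, 1119 genes were higher and 1283 lower in *gk165*, 717 were higher in R244H, and 2.4e+02 higher and 107 lower genes were shared. Against the first control only, 3409 genes were higher in *gk165*, and 899 higher and 755 lower genes were shared. With 20 RPKM as the minimum, 256 lower genes were shared. When the counting interval had to exclude no change, 855 were higher and 958 lower in *gk165*, 640 and 1683 in R244H, and 197 higher and 148 lower genes were shared. Apart from the counting interval, shared higher genes exceeded the number obtained by chance under each alternative, by 1.59 to 3.51 times. Shared lower genes ranged from 0.74 to 1.19 times. With the counting interval, chance was taken from only the 913 genes that met this requirement in both mutants. Its 2.15 and 1.64 times for higher and lower genes therefore cannot be compared with the others.

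Depth limits the numbers of changed genes. In a simulation, 200 of 12798 genes were changed by a log2 of 2 up or down, all drawn from genes above the median expression. The 2-fold threshold recovered 167 in *gk165* and 168 in R244H, and also called 1505 and 1233 unchanged genes. Recovery of smaller changes, or of changes in lower genes, was not simulated. With the counting interval, 145 and 159 were recovered, with 34 and 44 unchanged genes called. The interval covers counting error only, so differences between cultures are not removed by it.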

Differences from the paper's values

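The fold changes of Table S8 were compared with the ratio of linear RPKM + 1 averaged over the exons of each gene. Of the 108 values, 59 differ by more than 1.5 times and by more than the paper's error, which is an SEM; the ratio is larger than the paper's in 39 of them and smaller in 20. With the ratio of log2-scale RPKM values, an alternative set before the data were examined, 57 of the 59 fall within the paper's values. The other 2, for *sucl-2* in *gk165*, are bounds here; on the log2 scale they are 0.478 to WT (L2) and 0.366 to WT (L3), within the SEM of the paper's 0.6 ± 0.3 and 0.4 ± 0.1. Of the other alternatives set before the data were examined, the pseudocount of 0.1 closed 0 of these gaps, centring on the median of expressed genes closed 1 (*fum-1* in *gk165* to WT (L3)), and the exon with the highest mean closed 12: *idh-1*, *sdha-1*, *fum-1*, *pyk-1* and *gdh-1* in *gk165* to WT (L3), and *aco-2*, *idh-1*, *idh-2*, *sdha-1*, *fum-1*, *mdh-2* and *got-2.2* in R244H to WTR. Of the alternatives chosen after seeing the values, the mean over exons of the ratio of log2-scale values closed 57 and gave 0.606 and 0.372 for the 2 of *sucl-2*, and the reads pooled over exons without the offset closed 2 (*mdh-2* in *gk165* to WT (L2) and *got-2.2* in R244H to WTR).

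For *cts-1*, the ratio was 2.38 to WT (L2) against the paper's 1.1 ± 0.0 in *gk165*, and 2.16 to WT (L4) against the paper's 1.1 ± 0.0 and 2.40 to WTR against the paper's 1.1 ± 0.0 in R244H. *aco-2* had a ratio of 3.21 to WT (L2) against the paper's 1.2 ± 0.1 in *gk165*, and 2.04 to WT (L4) against the paper's 1.1 ± 0.0 and 2.24 to WTR against the paper's 1.2 ± 0.1 in R244H. The ratio of *idh-1* was 0.442 to WT (L3) against the paper's 0.8 ± 0.1 in *gk165*, and 1.93 to WT (L4) against the paper's 1.1 ± 0.0 and 2.02 to WTR against the paper's 1.1 ± 0.0 in R244H. For *idh-2*, the ratio was 2.56 to WTR against the paper's 1.4 ± 0.2 in R244H. *suca-1* had a ratio of 0.233 to WT (L2) against the paper's 0.7 ± 0.1 and 0.125 to WT (L3) against the paper's 0.5 ± 0.1 in *gk165*. The ratio of *sucg-1* was 0.236 to WT (L4) against the paper's 0.6 ± 0.1 and 0.302 to WTR against the paper's 0.6 ± 0.1 in R244H. For *sucl-1*, the ratio was 0.293 to WT (L2) against the paper's 0.7 ± 0.1 and 0.245 to WT (L3) against the paper's 0.7 ± 0.1 in *gk165*, and 1.79 to WT (L4) against the paper's 1.1 ± 0.0 in R244H. *sucl-2* had a ratio of at most 0.174 to WT (L2) against the paper's 0.6 ± 0.3 and at most 0.110 to WT (L3) against the paper's 0.4 ± 0.1 in *gk165*. The ratio of *sdha-1* was 0.384 to WT (L3) against the paper's 0.7 ± 0.1 in *gk165*, and 2.30 to WTR against the paper's 1.2 ± 0.0 in R244H. For *sdhb-1*, the ratio was 0.122 to WT (L2) against the paper's 0.4 ± 0.1 and 0.0676 to WT (L3) against the paper's 0.3 ± 0.1 in *gk165*, and 2.06 to WTR against the paper's 1.1 ± 0.1 in R244H. *mev-1* had a ratio of 3.24 to WT (L2) against the paper's 1.1 ± 0.1 and 1.60 to WT (L3) against the paper's 1.0 ± 0.1 in *gk165*. The ratio of *fum-1* was 0.449 to WT (L3) against the paper's 0.7 ± 0.2 in *gk165*, and 1.68 to WTR against the paper's 1.1 ± 0.0 in R244H. For *mdh-1*, the ratio was 2.28 to WT (L2) against the paper's 1.1 ± 0.1 in *gk165*, and 2.62 to WT (L4) against the paper's 1.2 ± 0.0 and 2.88 to WTR against the paper's 1.2 ± 0.0 in R244H.

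*mdh-2* had a ratio of 0.423 to WT (L2) against the paper's 0.8 ± 0.1 and 0.230 to WT (L3) against the paper's 0.7 ± 0.1 in *gk165*, and 1.902 to WTR against the paper's 1.1 ± 0.0 in R244H. The ratio of *icl-1* was 10.2 to WT (L2) against the paper's 1.3 ± 0.0 and 8.48 to WT (L3) against the paper's 1.2 ± 0.1 in *gk165*, and 5.41 to WT (L4) against the paper's 1.4 ± 0.1 and 7.297 to WTR against the paper's 1.4 ± 0.1 in R244H. For *pyk-1*, the ratio was 0.469 to WT (L2) against the paper's 1.1 ± 0.3 and 0.203 to WT (L3) against the paper's 0.5 ± 0.1 in *gk165*. *pdha-1* had a ratio of 2.11 to WT (L2) against the paper's 1.1 ± 0.1 in *gk165*, and 1.91 to WT (L4) against the paper's 1.1 ± 0.0 in R244H. The ratio of *pck-1* was 2.04 to WT (L2) against the paper's 1.0 ± 0.1 in *gk165*, and 2.36 to WT (L4) against the paper's 1.2 ± 0.0 and 3.13 to WTR against the paper's 1.3 ± 0.1 in R244H. For *pck-2*, the ratio was 3.55 to WT (L2) against the paper's 1.0 ± 0.2 and 1.52 to WT (L3) against the paper's 0.9 ± 0.2 in *gk165*, and 3.38 to WT (L4) against the paper's 1.3 ± 0.0 and 3.77 to WTR against the paper's 1.3 ± 0.1 in R244H. *pyc-1* had a ratio of 2.87 to WT (L4) against the paper's 1.2 ± 0.0 and 3.09 to WTR against the paper's 1.4 ± 0.1 in R244H. The ratio of *men-1* was 0.528 to WT (L2) against the paper's 1.0 ± 0.2 and 0.281 to WT (L3) against the paper's 0.8 ± 0.1 in *gk165*. For *ldh-1*, the ratio was 3.89 to WT (L4) against the paper's 1.3 ± 0.1 and 3.93 to WTR against the paper's 1.3 ± 0.1 in R244H. *gdh-1* had a ratio of 0.456 to WT (L3) against the paper's 0.9 ± 0.0 in *gk165*. The ratio of *got-2.2* was 2.66 to WT (L2) against the paper's 1.2 ± 0.1 in *gk165*, and 2.48 to WT (L4) against the paper's 1.2 ± 0.0 and 1.99 to WTR against the paper's 1.2 ± 0.1 in R244H.

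Fig. 2E shows *sdhb-1* at about 6.1 in R244H and at about 6.8 in WTR, read by eye, so that WTR is the higher of the pair, and at about 6.2 in WT (L2), about 7.3 in WT (L3), about 7.3 in WT (L4) and about 2.3 in *gk165*. The mean log2 values over the exons were 6.85 in R244H and 6.19 in WTR, in the opposite order, and 5.94, 7.36, 7.46 and 2.37 in the other libraries. Table S8 gives a ratio above 1 for R244H to WTR, in the order of the deposited values. The paper states that *sdhb-1* mRNA is decreased in R244H; the log2 ratio was -0.21 to WT (L4), with an interval of -0.68 to 0.17, and 1.05 to WTR. It states that the mRNA is below the detectable limit in *gk165*; 5 reads were counted in exon 6, more than the 3 used as a minimum for a fold change.

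The paper lists *col-123* among the cuticle genes increased in point mutants; it had 0 reads in R244H and 27.5 in *gk165*. *vit-5* and *vit-6*, listed with them, had log2 ratios of -0.37 and -0.16 to WTR and of 0.25 and 0.00 to WT (L4), although both were higher than in *gk165*. The paper states that *pyc-1* and *pck-1* are increased in both mutants. In *gk165* to WT (L2) they were higher, with linear ratios of 2.06 and 2.04 and intervals above no change. To WT (L3) they had log2 ratios of 0.41 and -0.46, with intervals that include no change. It states that *fum-1* is decreased in null mutants; the log2 ratio was 0.08 to WT (L2) and -1.15 to WT (L3). For *sdha-1*, which it groups with *fum-1* in deletional mutants, the log2 ratio to WT (L2) was -0.84, with an interval of -1.22 to 0.06. To WT (L3) it was -1.38, with an interval below no change. From qPCR, it states that *aco-2* is increased in R244H alone, while for its sequencing it names both mutants. Here the log2 ratio in *gk165* was 1.68 to WT (L2) and 0.63 to WT (L3), higher as in its sequencing statement. The paper states that *ogdh-1*, *fum-1* and *mdh-2* do not differ between R244H and wild-type controls. Their log2 ratios to WT (L4) were 0.71, 0.55 and 0.32, and none of the intervals includes no change. Between the controls, the log2 ratio of WTR to WT (L4) was -0.61 for *mdh-2* (-0.71 to -0.32) and -0.20 for *fum-1* (-0.62 to -0.02). For *ogdh-1* it was -0.10, with an interval of -0.37 to 0.06 that includes no change. An interval that excludes no change therefore does not tell genotype from library. The paper also states that *pck-2* and *pyc-1* do not differ between point and null mutants. The log2 ratios of R244H to *gk165* were 0.86 and 1.34, across a difference in stage. Between WT (L4) and WT (L2) they were 0.93 and 0.87, so these ratios do not speak against the paper's statement. Against its own controls, *pck-2* was 1.83 and 0.60 in *gk165* and 1.76 and 1.92 in R244H. For *pyc-1* the values were 1.05 and 0.41 in *gk165* and 1.52 and 1.63 in R244H.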

Other observations

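The tests of Table S8, of the *sdhb-1* reads in *gk165*, of *cup-15* and of *sdhb-1* in R244H to WTR were chosen only after the result was seen; the others in this part were set before their values were computed.

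Of the 108 fold changes of Table S8, 102 lie nearer to 1 than the ratio of linear RPKM. A candidate explanation is that they are means over the exons of the ratio of log2 RPKM values: this mean is within rounding for 93 of the 108 fold changes, compared with 8 for the ratio of linear RPKM. It misses *idh-2* in *gk165* to WT (L2) widely, with 31.9 against the paper's 0.8 ± 0.2. The P values of the table might in the same way come from a paired t statistic across the exons of a gene. This statistic gave the stated P value to 3 decimals for 44 of 103 values, compared with 2 for an unpaired one. For 8 of the 27 genes every stated P value was matched, and the SEM across exons was within rounding for 103 of the 108 errors. The P values of the other genes cannot be told apart from ones made in another way. Exons of a gene are not replicates of a condition, and a ratio of logarithms is on another scale than the change in level. For *icl-1* in *gk165* to WT (L2) the stated fold change is 1.3 and the linear ratio is 10.2. The scales can also differ in direction: for *pyk-1* in *gk165* to WT (L2) these values are 1.1 and 0.469.

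The 5 *sdhb-1* reads of *gk165* might come from worms with an intact gene, since the strain is kept with a balancer. In WT (L2), exon 6 held 15 reads and the other exons 17, so 5 reads in exon 6 would predict 5.67 reads in the other exons of *gk165*, where 0 were found (Poisson probability 0.00346; 2.1e-05 with the proportions of WT (L3)). This takes the proportions as known; with the counting error of both libraries the exact probability is 0.0356 for WT (L2) and 0.00397 for WT (L3). As the test was chosen after the pattern was seen, the reads cannot be told apart from those of worms with an intact gene. The number of annotated genes overlapping these exons is 0, so reads of an annotated neighbour do not explain them. Transcription of the part of the gene outside the deletion is another hypothesis. *cup-15* (II, 9353383 to 9354327), whose first exon and part of the second the paper places in the same deletion, had 14 reads in WT (L4) and 0 in *gk165*, R244H and WTR. At the rate of WT (L4), 16.0 reads would be obtained in WTR and R244H together, and the Poisson probability of 0 is 1.14e-07. This takes the rate of WT (L4) as known, although it rests on 14 reads, so the counting error of that library is left out. In *gk165* 1.98 reads would be obtained at the rate of WT (L3), so its 0 says little. Low depth would have to combine with a lower expression of *cup-15* in both transgenic cultures, which 1 library per condition cannot rule out; an effect of the deletion, which both strains carry, is the hypothesis. For *sdhb-1* in R244H to WTR the lower end of the interval of the log2 ratio was 0.48. Counting error does not span the difference, but differences between cultures or transgenes cannot be told apart from it. Worms with an intact gene are another candidate, since the R244H sample is labelled as a balanced strain. Balanced worms carry an intact *cup-15* and are the ones that propagate the strain. R244H had 0 reads of *cup-15*, where 6.85 would be obtained at the rate of WT (L4). It had 1 read of *spch-1*, compared with 478 in WT (L4). The 32 major sperm protein genes were all lower, with a median log2 ratio of -4.98 to WT (L4). These values argue against a large share of balanced worms, but a small share cannot be ruled out.

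Many genes changed at least 2-fold against both controls, and counting noise was tested first. The interval excluded no change against both controls for 51.0% of the 4557 changed genes in R244H and for 42.7% of the 4246 in *gk165*, so taken gene by gene most changes in *gk165* could be counting noise. As a whole the numbers exceed those of unchanged genes called in the simulation, which were 1505 in *gk165* and 1233 in R244H at 2-fold, and 34 and 44 with the interval. Developmental stage was tested next. Across 12798 genes, which are not independent replicates, the log2 ratio of R244H to WTR followed that of WT (L3) to WT (L4) with r = 0.562. A younger stage or smaller germline of the R244H sample may therefore account for part of its changes. In *gk165* the log2 ratio to WT (L2) was hardly related to that of WT (L4) to WT (L3) (r = 0.0437). This axis says little about worms arrested at L2, and an axis from L2 to L3 shares a library with each ratio of *gk165* to a control, so the changes in *gk165* cannot be told apart from a difference in stage. Most genes of Table S8 were lower in *gk165* than in WT (L3), 17 of 27; after centring on the median of expressed genes it was still 17. Random lists of matched expression were lower as well, with a median of -0.39 compared with -0.54 for Table S8, so the pattern cannot be told apart from one of genes at this level in general, whether from the authors' normalization or not.

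Gene lists fixed before the data were examined were tested against random lists matched on the ratio of WT (L3) to WT (L4), because of this relation. The 6 genes of the glyoxylate cycle and gluconeogenesis had a median log2 ratio of 1.64 in R244H to WTR, above 99.94% of such lists, and the 4 nervous system genes named by the paper, a list taken from its text, 3.39, above 99.99%. The medians thus lie above those of lists with similar differences between L3 and L4, but single genes also change with stage: the log2 ratio of *pck-1* in WT (L4) to WT (L3) was -1.98, and *fbp-1* had 207 RPKM in WT (L3) and 83.0 in WT (L4), compared with 241 in R244H. The rises of these 2 genes in R244H cannot be told apart from a difference in stage. The 8 listed targets of HIF-1 in the table had a median of 1.22, above 99.5% of lists matched on expression but above 90.58% of lists matched on stage, so a difference in stage remains as an explanation. *nhr-57* and *rhy-1* enter this median with at most 3 reads in each L4 library. With each of the 8 left out in turn, the smallest median over the 2 controls was 0.90, to WT (L4), where the whole list has 1.10, so no single gene sets it. In *gk165* the same list had medians of -0.30 and -0.54, above 22.6% and 34.0% of random lists. Its median thus gave no sign of a HIF-1 response in the null mutant, but several members have few reads. With only members of 5 RPKM or more on average the first was 0.09. *ftn-1* rose in *gk165*, with 68 reads compared with 1 and 11 and a log2 ratio of 3.45 to WT (L3). The medians of this list take each member with the same sign, whichever way HIF-1 acts on it. The rises of *ftn-1* are therefore not read as a HIF-1 response. FMRFamide-like neuropeptide genes were higher in R244H than in WTR for 29 of 30 genes (median 1.22), above 97.4% of lists matched on stage, whose own median was 0.76. The 46 neuropeptide-like genes had a median of 0.75, above 88.1% of such lists, so a difference in stage remains as an explanation for them. For the 5 mitochondrial chaperone genes the medians were between -0.68 and -0.41 over the 4 comparisons, and they were below 0 under each alternative tried. They lay above 28.4% and 33.0% of random lists in *gk165*, and above 10.5% and 18.0% in R244H, so they cannot be told apart from those of random lists. The median log2 ratio of expressed genes was -0.19 for *gk165* to WT (L3) and -0.13 for R244H to each control, and the medians of these lists kept their sign after centring on it.

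Of the 40 qPCR fold changes of Table S9, 38 exceed the sequencing fold changes, by a median of 0.70 on the log2 scale. The reference gene of the qPCR, *cdc-42*, had log2 ratios of -0.28, -0.78, -0.12 and -0.50 in the 4 comparisons, and a lower level of the reference in the mutants could raise the qPCR values. Dividing by these ratios, which are averaged over exons, left a median gap of 0.35. This is just above the limit of the gap divided by 2 that was set for this explanation. By these ratios *cdc-42* accounts for about as much of the gap as it leaves. In pooled reads *cdc-42* had 68.8 CPM in *gk165*, compared with 116 in WT (L2) and 135 in WT (L3). In R244H it had 105, compared with 149 in WT (L4) and 178 in WTR. These falls are larger in all 4 comparisons, so the share of the gap it accounts for depends on the averaging. *cdc-42* had 19 to 119 reads, its intervals excluded no change in 2 of the 4 comparisons, and *R07G3.8* overlaps it.

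The 5 largest falls in *gk165* were those of *K02E11.10* (1 read, compared with 68 in WT (L2) and 229 in WT (L3)), *T06E4.10* (0 reads, compared with 7 and 51), *K01D12.9* (1, compared with 18 and 70), *fipr-10* (0, compared with 4 and 12.5) and *cut-2* (31, compared with 788 and 1328). Other annotated genes overlap *fipr-10* and *cut-2*. The 5 largest falls in R244H were those of *msp-36*, *spch-1*, *msp-76*, *msd-4* and *msp-50*, with 1 read for *spch-1* and 0 for the others, compared with 79 to 478 reads in WT (L4) and 57 to 352 in WTR. No explanation was tested for these falls gene by gene.

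In wild-type worms *icl-1* had 878 CPM in L2, 990 in L3 and 1656 in L4. *icl-1* had 11148 CPM in *gk165* and 8709 in R244H.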
